# Dissecting the Variations of Ripening Progression and Flavonoid Metabolism in Grape Berries Grown under Double Cropping System

**DOI:** 10.3389/fpls.2017.01912

**Published:** 2017-11-10

**Authors:** Wei-Kai Chen, Xian-Jin Bai, Mu-Ming Cao, Guo Cheng, Xiong-Jun Cao, Rong-Rong Guo, Yu Wang, Lei He, Xiao-Hui Yang, Fei He, Chang-Qing Duan, Jun Wang

**Keywords:** transcriptome, secondary metabolism, subtropical climate, double cropping system, *Vitis vinifera*, flavonoid biosynthesis, ripening

## Abstract

A double cropping system has been commercially adopted in southern China, where there is abundant sunshine and heat resources. In this viticulture system, the first growing season normally starts as a summer cropping cycle; then, the vine is pruned and forced, resulting in a second crop in winter. Due to climate differences between the summer and winter growing seasons, grape ripening progression and flavonoid metabolism vary greatly. Here, the metabolites and transcriptome of flavonoid pathways were analyzed in grapes grown under two growing seasons at different stages. Notably, the winter cropping cycle strongly increased flavonoid levels by several times in comparison to summer grapes, while the summer season took a major toll on anthocyanin and flavonol accumulation, since the winter cropping greatly triggered the expression of upstream genes in the flavonoid pathway in a coordinated expression pattern. Moreover, the ratio of *VviF3′5′Hs* (flavonoid 3′5′-hydroxylase) to *VviF3*′*Hs* (flavonoid 3′-hydroxylase) transcript levels correlated remarkably well with the ratio of 3′5′-substituted to 3′-substituted flavonoids, which was presumed to control the flux of intermediates into different flavonoid branches. On the other hand, the phenological phase also varied greatly in the two crops. Compared to summer cropping, winter growing season accelerated the duration from budburst to veraison, therefore advancing the onset of ripening, but also prolonging the duration of ripening progression due to the purposes to harvest high-quality grapes. The differential expression pattern of hormone-related genes between the two cropping cycles might explain this phenomenon.

## Introduction

The growing season of grapevine is the time of year during which local climatic conditions (i.e., temperature, sunlight, and rainfall) permit its normal growth. In most temperate regions, grapevines undergo dormancy from late fall to early spring, and a single pruning and harvest is the conventional grapevine practice. However, in southern China, which shows extremely high temperature and concentrated rainfall during July and August, this traditional cultivation pattern does not adapt to local climate, and it takes a major toll on crop and grape quality, since these rainy months increase the occurrence of fungal diseases (Bai et al., 2008). In conventional practices, the compound buds remain in a stationary state during the current growing season, and they break dormancy in the following spring (Lavee and May, 1997). However, if these compound buds are forced out of dormancy early during the current season, a double cropping viticulture system can be achieved (Lin et al., 1985; Bai et al., 2008; Gu et al., 2012). Two crops of table grapes per year were achieved in Taiwan by a combination of pruning, defoliation, and chemical treatments (Lin et al., 1985). Similarly, in the Brazilian Southeast, the making of good wines was also attained by a double pruning approach (Favero et al., 2011). Therefore, the farmers in southern China introduced this strategy to overcome all detrimental environment under conventional practices.

With the benefit of high total yield and good quality, the double cropping system has great potential in subtropical viticulture regions (Lin et al., 1985). Recently, the winter grapes in Brazil showed physicochemical characteristics more suitable than those from the summer growing season for winemaking purposes, since the summer grapes were featured by higher cluster weight and titratable acidity while the winter crops were characterized by higher total soluble solids (TSS) content and pH value (Júnior et al., 2017). This viticulture system (**Figure 1**) has been commercially adopted in southern China, in which the first growing season normally starts in March to July; then, the vine is pruned and forced by a cyanamide solution in August, resulting in a second bud break in August, and a second crop until January of the following year (Lin et al., 1985; Bai et al., 2008). In some vineyards, the purpose of the first cropping is not to harvest grapes in summer, but to have the inflorescence primordia differentiated into latent buds (Dias et al., 2017). The second cropping resembles the extending of fruit ripening from summer to the autumn-winter of the growing season (Gu et al., 2012). This double cropping system could minimize the negative impact of a rainy and hot climate with the help of rain-shelter treatment, and it could maximize the use of sunshine and heat resources in subtropical regions.

**FIGURE 1:**
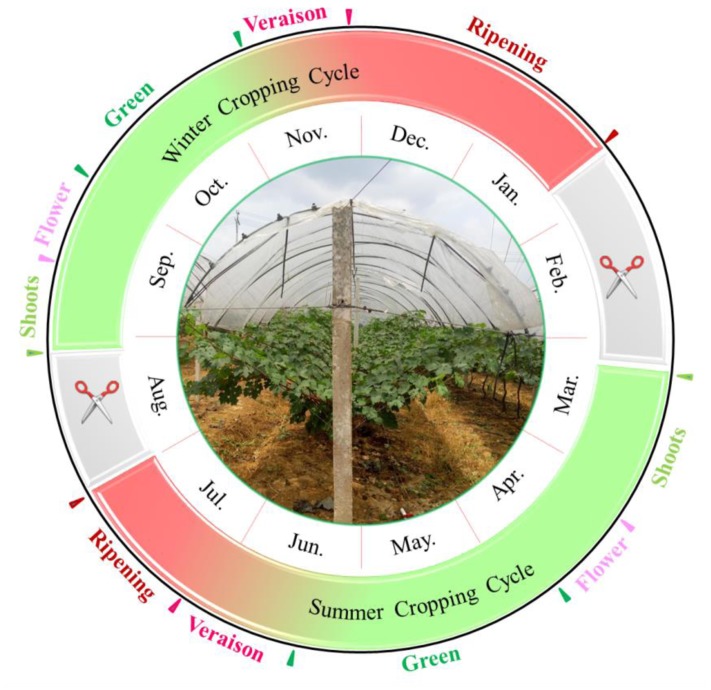
The schematic diagram of double cropping viticulture system.

Flavonoids are a group of natural compounds that share a common polyphenolic flavan skeleton. The biosynthetic pathways for anthocyanins, flavonols, and flavan-3-ols in plants share a common upstream step through phenylalanine ammonia-lyase (PAL) to flavanone 3-hydroxylase (F3H). Flavonol synthase (FLS) catalyzes dihydroflavonols to form their corresponding flavonol aglycones, and leads the flavonoid flux into the flavonol branch. On the other hand, leucoanthocyanidins and anthocyanidins can be converted into flavan-3-ols by leucoanthocyanidin reductase (LAR) and anthocyanidin reductase (ANR), respectively. As for anthocyanin synthesis, UDP-glucose: flavonoid 3-*O*-glucosyltransferase (UFGT) is considered as the key enzyme that determines the formation of anthocyanidin-3-*O*-glucosides. Due to internal and external differences between grapes, the flux through the flavonoid pathway toward downstream anthocyanins, flavonols, and flavan-3-ols varies significantly (Castellarin et al., 2007; Mouradov and Spangenberg, 2014). The climate of Nanning County in southern China is characterized by long growing seasons with higher temperature months from June to September. Many studies have shown that the flavonoid compounds of grape berries are greatly influenced by climate conditions (reviewed by Downey et al., 2006). High temperature often increases the degradation of flavonoid compounds, resulting in poor coloration (Yamane et al., 2006; Mori et al., 2007; Gu et al., 2012). Due to climate differences between the summer and winter growing seasons, especially the reverse temperature evolution pattern during grape berry development, flavonoid composition and content are often distinct between the two crops (Xu et al., 2011; Zhu et al., 2017). It is understandable that these variances in metabolites have much to do with the transcriptomic difference of grapes between the two growing seasons.

Since the first report of the draft genome sequence of the Pinot Noir grapevine (Jaillon et al., 2007), genome-wide transcriptome research revealing the regulation of berry ripening and its associated metabolic processes has become a hot topic (Fabres et al., 2017; Wong and Matus, 2017). Transcriptomic analyses also provide a comprehensive approach to study the transcriptional responses of grapes to changing environment conditions (Sun et al., 2017). Water deficit activates the expression of phenylpropanoid pathway transcripts, which increases flavonoid content in wine grape (Grimplet et al., 2007; Deluc et al., 2009; Savoi et al., 2016). Solar ultraviolet radiation triggers regulatory responses through the UV-B radiation-specific signaling pathway, which also results in the activation of phenylpropanoid biosynthesis (Carbonell-Bejerano et al., 2014). The transcriptional expression patterns of flavonoid biosynthesis in wine grapes grown in two regions with distinct climates also showed regional differences (Li et al., 2014). Furthermore, several mRNA expression profiling studies have been reported that show a detailed analysis of gene expression during grape berry development (Deluc et al., 2007, 2009; Sweetman et al., 2012; Degu et al., 2014). However, to the best of our knowledge, the transcriptomic analysis of seasonal variation on grape flavonoid compounds has not been reported within a double cropping system.

Thus, in the present study, we performed transcriptome and metabolite analysis of flavonoid biosynthesis both in summer- and winter-grapes of *Vitis vinifera* L. cv. “Cabernet Sauvignon” (CS) and *V. vinifera* cv. “Riesling” by RNA-sequencing and HPLC-ESI-MS/MS. Comparative analysis of the transcript and metabolite profiles revealed season- or cultivar-specific patterns of flavonoid biosynthesis. This paper provides insights into the mechanisms of growing season influence on flavonoid accumulation.

## Materials and Methods

### Experimental Vineyard and Double Cropping Viticulture Practices

The experiment was conducted in 2014 and 2015 on 7-year-old grapevines grafted onto SO4 rootstock in the vineyards of the Guangxi Academy of Agricultural Sciences, located in southern China (22°36′64″N, 108°14′13″E, altitude 104 m), where it is typically a subtropical humid monsoon climate with abundant sunshine and heat resources. The vines were planted in east-west rows under a rain-shelter treatment with an inter- and intra-row vine spacing of 3.5 m × 1.5 m and were managed in a closing Y-shaped training system with 2 × 4/5 shoots per meter and 1.0 m cordon above ground. Two widely planted wine grape cultivars, “CS” and “Riesling,” were selected for research.

The grape viticulture regime in the subtropical region is dominated by double cropping systems (Lin et al., 1985; Bai et al., 2008). In these cultivation practices, the vines are pruned twice and the grapes are harvested twice per year. To produce the first crop, the vines were pruned and enforced with 2.5–3.0% hydrogen cyanamide in mid-February when the temperature was maintained above 10°C. The terminal bud was not sprayed to avoid apical dominance. In addition, the soil was kept moist to accelerate germination. Then, the grapevines were in full bloom around mid-April, while the veraison stage ranged from mid-June to early July, followed by the harvest stage (summer grape). This whole period was termed the summer cropping cycle. Then, the vines were pruned and forced again in August, leading to the second crop (winter grape) in early January of the following year. In detail, the grapevines were pruned on approximately 20th August, were manually defoliated, and an average of 5–10 buds were left for each cane. Hydrogen cyanamide was smeared only at the terminal bud and in the vicinity of the pruning-wound surface. Then, the bud burst 5–8 days later and initiated the winter cropping cycle.

Grape berries in three biological replicates were collected at four E-L stages (Coombe, 1995) according to berry color and TSS (°Brix) for each crop as follows: pea-size berries (E-L 31), the onset of veraison (E-L 35), the end of veraison (E-L 36), and the harvest stage (E-L 38). In brief, 300 berries were selected from both the sunny and shady sides of at least 50 whole vine selections, among which 100-berry sub-samples were processed immediately to determine the physicochemical parameters. The remaining samples were frozen in liquid nitrogen and stored at -80°C for subsequent RNA and flavonoid extraction. TSS of the juices was determined with digital pocket handheld refractometer (PAL-1, Atago, Japan), and titratable acidity was measured by acid–base titration.

### Extraction of Flavonoid Compounds

The fresh skins were peeled from the grapes and were immediately ground into powder in liquid nitrogen. Afterward, the skin powder was lyophilized at -50°C and used for extraction of anthocyanin, flavan-3-ol, and flavonol. The anthocyanins and flavonols were simultaneously extracted in two analytical replicates according to a previous report (Downey et al., 2007). Three aliquots of grape skin powder (0.10 g) were immersed in 1.0 ml of 50% methanol in water, were ultrasound sonicated for 20 min, and were centrifuged. Then, the supernatant was collected and the residues were re-extracted again. All the supernatants were mixed, filtered through a 0.22-μm nylon membrane, and transferred to HPLC auto-sampler vials. The extraction of flavan-3-ol was also conducted twice for each sample according to method described by Liang et al. (2012). Grape skin powder (0.10 g) was mixed with 1 ml of phloroglucinol buffer (0.5% ascorbate, 300 mM HCl, and 50 g/l phloroglucinol in methanol), incubated at 50°C for 20 min, neutralized with 1 ml of sodium acetate (200 mM, pH 7.5), and finally centrifuged at 8000 × *g* for 15 min. This procedure was repeated three times, and the supernatants were combined and filtered for HPLC analysis.

### Analysis of Flavonoid Compounds

Analysis of flavonoid compounds was carried out using an Agilent 1200 Series HPLC–MSD trap VL equipped with a variable wavelength detector (for flavonol) or a diode array detector (for flavan-3-ol and anthocyanin). The mass spectrometric acquisition parameters were as follows: ESI interface, positive ion mode (for anthocyanin) or negative ion mode (for flavonol and flavan-3-ol), 35 psi nebulizer pressure, 10 ml/min drying N_2_ flow rate, 350°C drying N_2_ temperature, capillary voltage 3000 V, and scans at *m/z* 100–1000.

Anthocyanin extract was injected onto a Kromasil C18 column (250 mm × 4.6 mm, 5 μm). The mobile phases A and B were aqueous 2% formic acid and acetonitrile containing 2% formic acid, respectively. The flow rate was 1.0 ml/min, and the solvent gradients were as follows: from 6 to 10% B over 4 min, from 10 to 25% B over 8 min, isocratic 25% B for 1 min, from 25 to 40% B over 7 min, from 40 to 60% B over 15 min, from 60 to 100% B over 5 min, and from 100 to 6% B over 5 min. Other conditions were as follows: injection volume, 30 μl; detection wavelength, 525 nm; and column temperature, 50°C.

Flavan-3-ol compounds were separated on a reversed phase Zorbax SB-C18 column (250 mm × 4.6 mm, 5 μm) using mobile phase A of aqueous 0.2% acetic acid and mobile phase B of acetonitrile: 0.2% acetic acid (4:1) at a flow rate of 1 ml/min and were monitored at 280 nm at 25°C. The elution gradients of solvent B were as follows: 0 min, 10% B; 20 min, 10% B; 30 min, 15% B; 40 min, 20% B; 50 min, 33% B; 55 min, 40% B; 58 min, 100% B; 63 min, 100% B; and 64 min, 10% B.

For flavonol separation, mobile phase A was a mixture of formic acid:acetonitrile:water (85:50:865) and B was formic acid:acetonitrile:water:methanol (85:250:215:450). The column selected was a Zorbax SB-C18 (4.6 mm × 250 mm, 5 μm), with the temperature maintained at 40°C. The gradient conditions were as follows: 0% B over 7 min; 24.2 min, 14.2% B; 27 min, 15.7% B; 39 min, 23.5% B; 45 min, 26% B; 51.6 min, 32% B; 61.8 min, 40% B; 62.3 min, 60% B; 67.8 min, 100% B; and 78.4 min, 0% B. The flow rate was 0.63 ml/min, and the detector wavelength was 360 nm.

### Transcriptome Sequencing and Data Analysis

Three biological replicates for each sample were performed. A sub-sample of 50 berries were randomly selected from each biological replicate for RNA extraction. Total RNA was extracted from the frozen deseeded berries (whole pericarp) at three development stages (E-L 35, 36, and 38) using a Spectrum^TM^ Plant Total RNA Kit (Sigma–Aldrich, Carlsbad, CA, United States) to conduct transcriptome analysis on the Illumina HiSeq^TM^ 2000 platform with 50-bp single reads and were then aligned against the reference grapevine genome 12×V2, allowing no more than two mismatches. Transcriptome *de novo* assembly was conducted using the short reads assembling program Trinity with a fixed *k*-mer length of 25. To determine gene expression levels, the longest transcript was chosen to calculate the fragments per kilobases per million reads (FPKM) value when more than one transcript was obtained for a single gene (Mortazavi et al., 2008). For the functional annotation, unigene sequences were aligned to databases as described previously (Li et al., 2014). Differentially expressed genes (DEGs) between the samples were identified by the R package called “DESeq2.” A false discovery rate ≤0.01 and a fold change ≥2 were set as the threshold to judge the significance of gene expression differences. Gene Ontology (GO) and KEGG enrichment analysis of DEGs was used to select candidate genes. The data have been deposited in the NCBI Gene Expression Omnibus (GEO) database and are accessible through GEO accession GSE103226.

### Statistical Analysis

Heatmap visualizations were performed using the R package “pheatmap.” Principal component (PC) analysis was done using MetaboAnalyst 3.0^1^. A one-way analysis of variance (ANOVA) was used to measure the differences between flavonoid contents employing Duncan’s multiple range tests at *p* < 0.05. The column plots were prepared using OriginPro 9.2 (OriginLab Corporation, Northampton, MA, United States).

## Results

### Meteorological Data and Phenological Characteristics

The environmental condition in southern China corresponds to a typically subtropical humid monsoon climate, which is characterized by a hot and humid summer and a mild to cool winter (Supplementary Table S1). The climatic conditions displayed great differences between the two growing seasons (**Figure 2**). Basically, the daily temperature showed reverse evolution patterns in the two growing seasons from budbreak to harvest. In the summer cropping cycle, the temperature was low at an early stage, then it increased gradually until the veraison and ripening stages. The mean temperature in the summer season approached 30°C, and the daily maximum temperature frequently exceeded 35°C, which has been considered as detrimental to plant growth and anthocyanin accumulation (Cohen et al., 2012; de Rosas et al., 2017). While in the second cropping cycle, the temperature dropped from the point of flowering until the ripening process, with a mean temperature of approximately 20°C during the entire winter cropping. In addition, the extremely high temperature hours in the winter season during grape berry ripening was almost negligible, only 2 h versus 210 h in the summer. Another important difference in climate was rainfall. Southern China always experiences abundant and concentrated rainfall in the summer or, to a lesser extent, in the autumn. The heavy rainfall in June and July could greatly reduce grape quality, making the double cropping practice appealing, as this approach harvested double crops and shifted fruit ripening from the hot and rainy summer (July and August) to the mild and cool winter (January) in each growing season (Bai et al., 2008). However, the sunshine hours during berry development, ranging from fruit-set to harvest, were distinctly higher in summer cropping in both years, and this was also the case for the growing degrees days and photosynthetically active radiation. Diurnal temperature between day and night was another important climatic index (Cohen et al., 2012), and it was 1–4°C lower in winter cropping.

**FIGURE 2:**
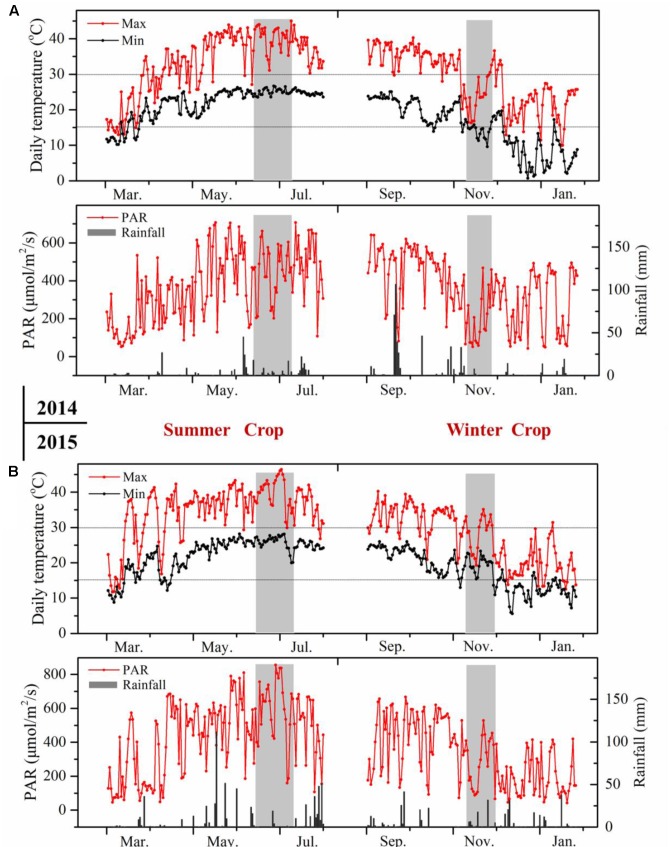
Meteorological data of the vineyards during grape berry development in 2014 **(A)** and 2015 **(B)**. The pink rectangle indicates veraison stage from E-L 35 to E-L 36.

Due to climate difference in the two growing seasons, the phenological phase also varied greatly in the two crops (Supplementary Table S1). The entire period of berry development in winter cropping, from fruit-set to full-ripeness, was longer than or equal to that of the summer cycle, but the duration of the early phenological phase was hastened and the late progression was delayed. The winter cropping was characterized by shorter green and veraison stages, but a longer berry ripening stage. Compared to stage durations of cv. “CS” described in single cropped vineyards (Li et al., 2014), both crops showed shorter berry development periods partially due to higher temperature. The grapes of summer crop showed a longer veraison stage than that from single cropped vineyards, which was nearly equal to that in winter season. Comparing the ripening duration, the single cropped grapes ranged between the summer crop and winter crop herein (Li et al., 2014). With regard to whole duration from flowering to harvest, the years of 2014 and 2015 showed opposite results. The difference on the ripening duration in the winter cropping was behind this phenomenon, resulting from distinct differences in rainfall. It was noted that “CS” and “Riesling” demonstrated similar flowering, veraison, and harvest dates under the double cropping system.

To determine the impact of the cropping cycles on berry development and flavonoid metabolism, we collected berries at four development stages for each crop. The berries in summer cropping showed higher TSS at E-L 31, but showed an opposite result at E-L 38, and no significant difference was found at E-L 35 and E-L 36 (**Figure 3**). Berries sampled from both crops in both cultivars showed similar patterns of physicochemical characteristics during grape berry development (**Supplementary Figure S1**). Berry weight increased along with berry development, but the berries in the winter cropping were significantly smaller than those of the summer cropping at E-L 35, 36, and 38. The same phenomenon also occurred in berries from two separate years, with smaller berries in 2014 than that in 2015, which coincided with rainfall.

**FIGURE 3:**
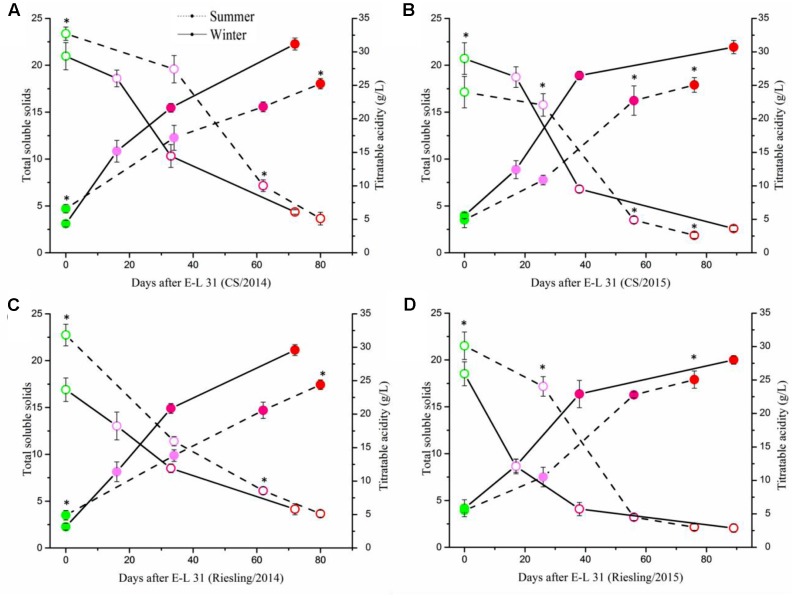
Evolution of total soluble solids and titratable acidity in ‘Cabernet Sauvignon’ **(A,B)** and ‘Riesling’ **(C,D)** grapes grown under double cropping system in 2014 **(A,C)** and 2015 **(B,D)**. The four points from green to red referred to stage of E-L 31/35/36/38, respectively. The asterisk indicates significant differences between the samples from the same stage.

### Impact of Cropping Season on Flavonoid Metabolites across Berry Development

The flavonoid compounds were analyzed to explore the effect of the double cropping system on grape berries in a subtropical region and to compare the metabolites with the transcriptome. A total of 14 and 8 flavonol glycosides were identified in “CS” and “Riesling,” respectively, which corresponded to six types of free aglycone in “CS” and three types in “Riesling” (Supplementary Table S2). The content of total flavonols in both “CS” and “Riesling” was significantly higher in winter grapes than the content in summer grapes, except for a single point of E-L 31 of “Riesling” in 2015 (**Figure 4**), in agreement with the data reported by Zhu et al. (2017). The total flavonol content showed an increasing trend for “CS,” but a declining trend for “Riesling.” It has been suggested that kaempferol-type, quercetin-type, and isorhamnetin-type flavonols are generally present in both red and white grapes, while myricetin-type flavonol and its derivatives are only accounted for in *V. vinifera* red grapes, which is in agreement with the present study (Castillo-Muñoz et al., 2007, 2010). For “CS” grapes, quercetin and myricetin were the most abundant flavonols, the proportion of which showed an inverse relationship during berry development. Quercetin accounted for more than 90% of the flavonol at stage E-L 31, while at E-L 38, its proportion reduced to 60–70% in summer grapes and 40–50% in winter grapes. Similarly, the proportion of glucoside and glucuronide also varied with the development stage and growing season. The green stage featured 3-*O*-glucuronides, while the harvest stage was characterized by 3-*O*-glucosides. In addition, the proportion of 3-*O*-glucosides at E-L 38 was 10% lower in winter grapes than in summer grapes. However, in “Riesling” grapes, the flavonol content was dominated by quercetin and 3-*O*-glucuronide, and their proportion showed no consistent trend versus the developmental stage.

**FIGURE 4:**
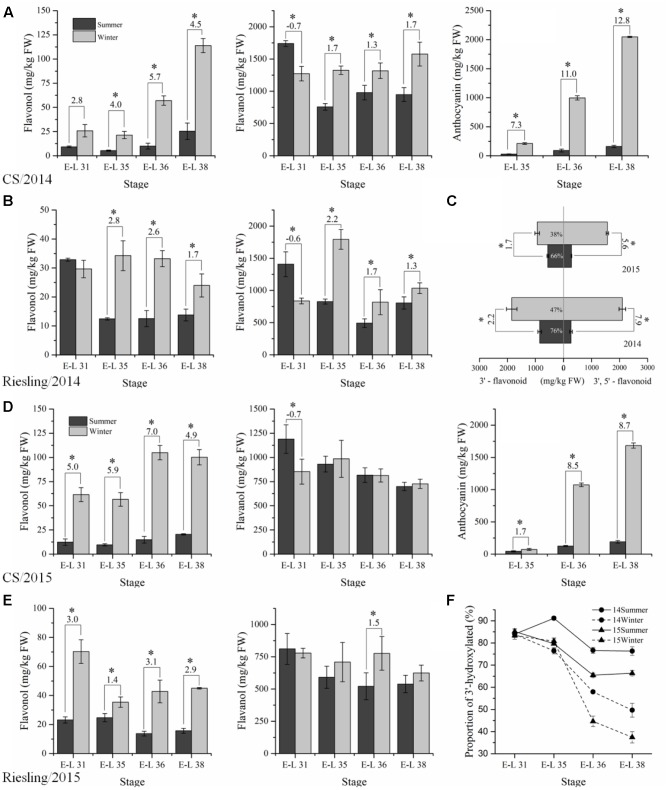
The composition and content of flavonoid compounds extracted in “CS” **(A,D)** and “Riesling” **(B,E)** skins under double cropping viticulture system in 2014 **(A,B)** and 2015 **(D,E)**, the profiles of flavonoid at harvest stage in “CS” **(C)** and the proportion of 3′4′-hydroxylated flavonoid in “CS” **(F)**.

The anthocyanins in “CS” displayed progressive accumulation in both crops across grape development. The content of total anthocyanins at E-L 38 in winter grapes, which was 2047.4 mg/kg FW in 2014 and 1682.3 mg/kg FW in 2015, was almost 10-fold higher than the content in summer grapes (**Figure 4**). In addition, the individual accumulation patterns of delphinidin-3-*O*-glucoside, cyanidin-3-*O*-glucoside, petunidin-3-*O*-glucoside, peonidin-3-*O*-glucoside, and malvidin-3-*O*-glucoside, and their acylated derivatives all showed similar trends (Supplementary Table S2). Malvidin-3-*O*-glucoside and its acylated derivatives accounted for 80% of the anthocyanins in summer grapes, while in winter grapes, the proportion of malvidin was significantly lower, dropping to 45% in 2014 and 60–70% in 2015. In addition, there was an increase in the percentages of delphinidin and petunidin in winter grapes in both years, but an increase in the proportion of cyanidin and peonidin occurred only in 2014. Thus, the content of 3′5′-substituted anthocyanins increased drastically in winter grapes relative to summer grapes, but its proportion sometimes decreased. Additionally, the ratios of methylated/non-methylated and acylated/non-acylated anthocyanins also showed significant differences between the two growing seasons, with higher methylation and acylation levels in summer grapes. In fact, the proportion of acylated anthocyanins was previously shown to greatly decrease with exposure to sunlight and high temperatures (Mori et al., 2007; Tarara et al., 2008).

Flavan-3-ols, the immediate competitors of the precursors for flavonol and anthocyanin synthesis, showed a mild reduction in total content as the stage progressed in the summer crop and maintained a relatively stable level in winter grapes, with the exception of “Riesling” in the 2015 winter crop, which displayed a transient peak at E-L 35, indicating the relatively limited effects of the cropping cycle on flavan-3-ols (**Figure 4**). The content of flavan-3-ols was higher in “CS” berries than “Riesling” berries, as well as flavonol. Comparing the total flavan-3-ol content between the two cropping cycles, the result in 2014 showed significant differences, but no significant difference was found in 2015. It seemed that the summer grapes had more flavanol at E-L 31, after which were reduced to lower levels than that in winter crops at later stages. Zhu et al. (2017) also found higher flavan-3-ol levels in winter grapes of cv. “Muscat Hamburg” at maturity, but no consistent trend was found in cv. “Khoyo.” In regard to flavanol profiles, epicatechin, as expected, was the most abundant fraction in both varieties, and its proportion was slightly but significantly higher in winter grapes at E-L 38. Epicatechin-3-*O*-gallate was the second main constituent, and it accounted for approximately 20% of the total composition, but showed no detectable differences between the two growing seasons.

Dihydrokaempferol represents the branching node in the flavonoid pathway, and it converts to dihydroquercetin and dihydromyricetin with the catalysis of F3′H (flavonoid 3′-hydroxylase) and F3′5′H (flavonoid 3′5′-hydroxylase), respectively, giving rise to the 3′-substituted and 3′5′-substituted flavonoid compounds (Degu et al., 2014). Since almost no 3′5′-substituted flavonoids existed in “Riesling” grapes, we only analyzed the proportion of 3′-hydroxylated and 3′5′-hydroxylated flavonoids in “CS” (**Figure 4**). At E-L 31, there was no significant difference among the four groups in the proportion of 3′-substituted flavonoids (approximately 85%). Then, their proportion gradually decreased and displayed significant differences at E-L 38, approaching 65–80% in summer grapes and 35–50% in winter grapes at E-L 38, due to an abundant accumulation of 3′5′-substituted anthocyanins and flavonols.

### Transcriptomic Changes of Flavonoid Pathway under Double Cropping System

The genetic control of the flavonoid pathway is well known, but the mechanisms of seasonal influence in the double cropping system are poorly understood. Therefore, one of the goals in this study was to explore the molecular changes in the berries under different cropping cycles and to correlate these changes with metabolite accumulation. 

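RNA of berries of “CS” and “Riesling” from the summer and the winter crop of 2014 was sequenced at E-L 35, E-L 36 and E-L 38, in 36 libraries that make up 12 conditions of 3 replicates each. The authors aligned single reads to the grapevine genome 12X V2 and deposited, for each library and gene, an expected count and an FPKM value. The expected count is the estimated number of reads of a gene, without normalization, and FPKM divides it by transcript length and by the reads of the library. Of the listed genes, 23.79% to 28.94% per library had a fractional count, which comes from dividing reads between copies of a sequence, so the values of genes in tandem clusters such as STS, PAL and F3′5′H are uncertain from copy to copy. In “CS” summer berries the total of the expected counts was 11251972 to 28686956 (median 26261045) at E-L 35, 11129250 to 12902493 (median 11496745) at E-L 36 and 8502366 to 9804686 (median 9521430) at E-L 38. The totals of “CS” winter berries were 9896930 to 11637236 (median 11320896), 9835923 to 22539442 (median 14357895) and 8928209 to 28222772 (median 11084125) at these stages. “Riesling” summer berries gave 8367013 to 10669208 (median 10330741) at E-L 35, 15813823 to 16490014 (median 16361864) at E-L 36 and 10348382 to 10982724 (median 10732560) at E-L 38. For “Riesling” winter berries the totals were 8645975 to 10949676 (median 10612547), 9603656 to 12005086 (median 11419305) and 9264590 to 10096257 (median 10062927). The expected counts were rounded, genes with low counts were removed with edgeR's filterByExpr, and the 20183 genes left were normalized with TMM and tested in a single fit of the 12 conditions with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment. A transcript was called differentially expressed at an adjusted p of at most 0.01 and a fold change of at least 2, the limits given in the paper, and log2 fold changes are winter over summer with their standard error (SE). Where every library of a condition had 3 counts or fewer, the fold was computed against 3 counts and is given as a lower bound. The difference between the seasons was compared between the cultivars with an interaction contrast, “Riesling” minus “CS”, in the same fit.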

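The order of the stages was checked with a ripening index, the mean standardized log2 CPM of 148 genes higher at E-L 38 than at E-L 35 in “CS” summer, “CS” winter and “Riesling” winter minus that of 624 genes lower there. The index was -1.61 ± 0.27 at E-L 35, 0.24 ± 0.05 at E-L 36 and 1.58 ± 0.17 at E-L 38 in “CS” summer berries (SD, n = 3). It was -1.29 ± 0.10, 0.01 ± 0.07 and 2.54 ± 0.11 in “CS” winter berries and -1.55 ± 0.42, -0.49 ± 0.10 and 2.45 ± 0.12 in “Riesling” winter berries (SD, n = 3). In the “Riesling” summer libraries, which had no part in choosing the genes, it was -1.69 ± 0.51 at E-L 35, 0.34 ± 0.34 at E-L 36 and -0.54 ± 0.08 in those labelled E-L 38 (SD, n = 3), so that the 3 libraries labelled E-L 38 lay below the 3 labelled E-L 36 (exact two-sided permutation test, p = 0.100, the smallest p that 3 libraries against 3 allow). With log2(FPKM + 1) in place of log2 CPM, the difference between these sets of libraries was -0.87. Across the 20183 genes, the change from E-L 36 to E-L 38 in “Riesling” summer had a Pearson correlation of -0.32 with that in “CS” summer, -0.18 with that in “CS” winter and -0.15 with that in “Riesling” winter, against 0.44 between the winter crops, 0.29 between “CS” summer and “CS” winter and 0.07 between “CS” summer and “Riesling” winter, where genes are not independent replicates. The labels are used as deposited, and the libraries are named by them.

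**Figure D1:**
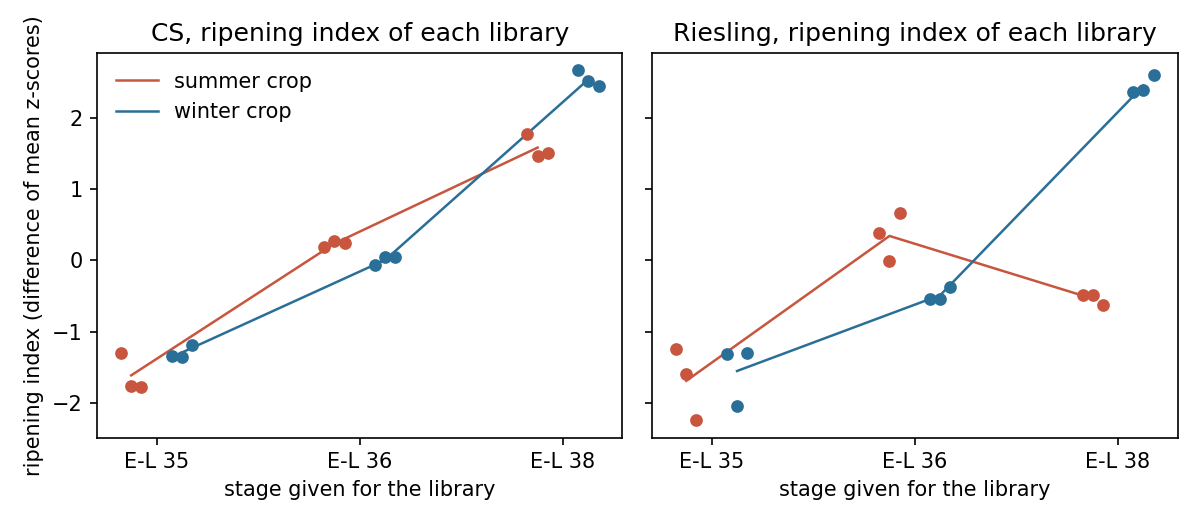
Ripening index of each of the 36 libraries (vertical axis, mean standardized log2 CPM, no unit) by E-L stage (horizontal axis), with a point for each library and a line through the means of 3. The index rises from E-L 36 to E-L 38 in “CS” summer, “CS” winter and “Riesling” winter berries and is lower in the “Riesling” summer libraries labelled E-L 38 than in those labelled E-L 36.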

Berries of three selected developmental stages (E-L 35, 36, and 38) from summer and winter cropping in 2014 were chosen to perform transcriptome analyses by RNA-Seq. PC analysis for the whole normalized gene expression was performed and most three biological replicates of each sample were well-grouped (**Figure 5**). 

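The principal components were computed from log2(FPKM + 1) of the 28441 genes listed in at least 1 library, each scaled to unit variance. On the plane of PC1 and PC2, the replicate farthest from the mean of its condition lay 33.0 units away in “Riesling” summer at E-L 35 and 20.7 in “Riesling” winter at E-L 35. In “CS” this distance was largest at 16.3 in summer at E-L 35 and 16.3 in winter at E-L 38, and it was 2.3 in winter at E-L 36. Replicates of one condition had a Pearson correlation of log2(FPKM + 1) across genes of 0.9559 to 0.9945 over the 36 pairs, with genes that are not independent replicates.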

PC1 explained 25.4% of the total variance in gene expression and separated the ripening stage of winter crop from both green and veraison stages of “Riesling” sample. 

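In these data PC1 held 20.2% of the variance. The mean PC1 score of “Riesling” winter berries was 92.3 ± 3.7 at E-L 38, against -71.8 ± 18.8 at E-L 35 and -30.7 ± 2.2 at E-L 36 (SD, n = 3). “Riesling” summer berries scored -109.7 ± 26.0 at E-L 35, -33.0 ± 10.7 at E-L 36 and -96.0 ± 8.3 in the libraries labelled E-L 38. The alternative that moved the share most was centring without scaling to unit variance, which gave 30.3%, and keeping the 20107 genes with an FPKM of at least 1 in at least 3 libraries gave 25.3%. The gaps between E-L 38 and the earlier stages of the winter crop were larger than the SD of every condition.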

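The second component, PC2, took up 13.5% of the variance, or 17.5% without scaling to unit variance. “CS” winter berries at E-L 38 scored 42.4 ± 12.7 on PC2 (SD, n = 3), and the other 5 “CS” conditions had means from -76.8 to -53.3. The 6 “Riesling” conditions had PC2 means from 12.7 to 110.2, so that “CS” winter berries at E-L 38 were the only “CS” condition within the range of “Riesling”.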

PC2 explained 15.7% of the total variance and clearly separated “CS” at ripening stage of winter crop from other “CS” samples, and separation between two varieties can also be distinguished on PC2 (**Figure 5**). The expression patterns of the transcripts involved in the phenylpropanoid and flavonoid pathways were depicted as FPKM values across three developmental stages in Supplementary Table S3. In addition, the influences of cropping season on the expression of flavonoid genes were expressed as the log2-fold change of the transcript abundance in winter cropping compared to summer cropping (**Figure 6**). A subset of DEGs participating in multiple branches of flavonoid metabolism was identified in two varieties.

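Between the cropping cycles, “CS” had 917 transcripts higher and 1177 lower in winter at E-L 35, 1311 transcripts higher and 1174 lower at E-L 36 and 1471 transcripts higher and 1998 lower at E-L 38, among 20183 tested in edgeR. “Riesling” had 1119 transcripts higher and 905 lower at E-L 35, 939 transcripts higher and 501 lower at E-L 36 and 2385 transcripts higher and 3241 lower at E-L 38, the last of them against the summer libraries labelled E-L 38. An adjusted p of at most 0.05 without a fold change limit gave 6247 transcripts in “Riesling” at E-L 36 and 12078 at E-L 38, and a fit of only the 6 libraries of the comparison gave 394 at E-L 35. In “Riesling” at E-L 36, 65.2% of the called transcripts were higher in winter, and this share was 50.6% with limma on log2(FPKM + 1), which moved the median log2 fold change of all genes there by more than 0.1, from -0.01 to -0.13. The season effect differed between the cultivars, at an adjusted p of at most 0.01 in edgeR's interaction contrast, for 308 transcripts at E-L 35, 2359 at E-L 36 and 2701 at E-L 38. Without “Riesling” summer E-L 35 replicate 3, the number at E-L 35 was 549, so that 1 library decides a large part of it. Winter and summer libraries of the same stage label also differed on the ripening index, so all these numbers may include differences in ripeness.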

**FIGURE 5:**
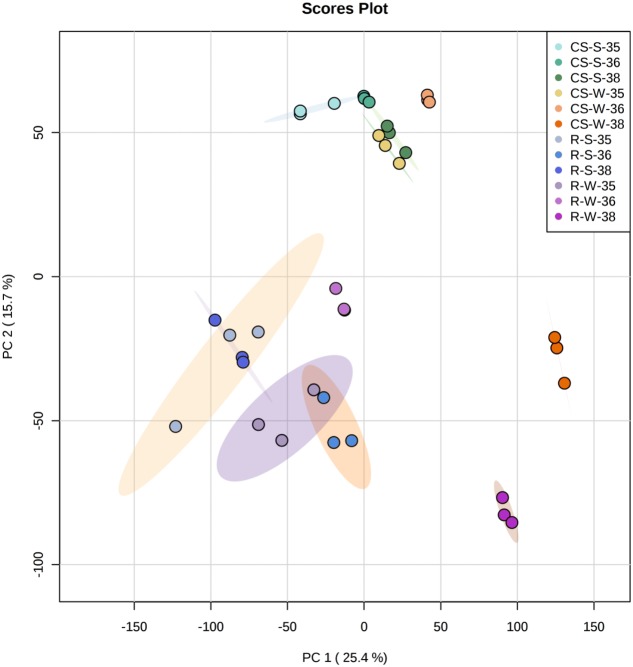
Principal component analysis of the whole normalized gene expression dataset. Four different colors (one per each type of sample: CS-W, CS-S, R-W, R-S) and then for each color three different tones (35, 36, and 38 EL stages) were used to represent different samples. Ellipses encircle the three replicates of each sample subjected to the same stage. CS/R, “Cabernet Sauvignon”/“Riesling”; S/W, summer/winter crop.

**FIGURE 6:**
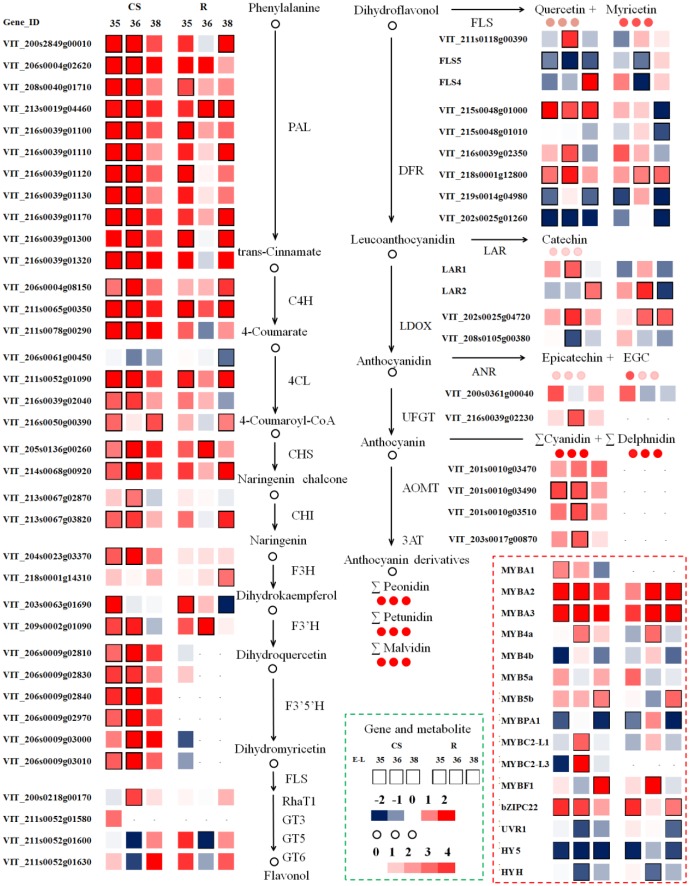
Modulation in berry transcripts involved in the phenylpropanoid and flavonoid pathway in summer and winter berries in 2014. Blue and red boxes indicate downregulated and upregulated transcripts, respectively, in winter berries versus large berries. Boxes with bold margins indicate differential expressed genes between two cropping cycles at a given developmental stage. Circles represent metabolites and their colors represent the fold changes in metabolite in “CS” at a given ripening stage when comparing winter berries versus control summer berries. TFs (lower right corner) involved in the regulation of the phenylpropanoid and the flavonoid pathway transcripts are depicted in dotted red rectangle. The complete data set can be accessed in Supplementary Table S3.

The early phenylpropanoid pathway, acting upstream of the flavonoid pathway branch, provides the precursors of *p*-coumaroyl-CoA for subsequent phenolic biosynthesis. The winter cropping displayed a distinct and significant upregulation of most upstream genes during ripening, among which one unigene of *Vvi4CL* (*4-coumarate: CoA ligase*, VIT_206s0061g00450) was downregulated in both cultivars. 

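The upstream list held 27 transcripts of PAL, C4H, 4CL, CHS, CHI and F3H. In “CS”, 9, 20 and 5 of them were called higher in winter at E-L 35, E-L 36 and E-L 38, and 0, 2 and 1 lower. In “Riesling”, 7, 5 and 7 were called higher and 1, 1 and 2 lower. The counts of higher transcripts were 18, 21 and 5 in “CS” and 7, 5 and 7 in “Riesling” when adjusted over the list alone, in edgeR. Of the calls in either direction, 5, 17 and 3 in “CS” and 0, 4 and 6 in “Riesling” held in all 6 fits that each left out 1 library. Over the 3 stages, 21 of the 27 transcripts were higher at 1 stage or more in “CS” and 13 in “Riesling”. The 11 PAL transcripts had a median log2 fold change of 2.86, 4.64 and 1.35 in “CS” at these stages, with all 11 above 0 each time. In “Riesling” their median was 1.90, -0.48 and 2.32, with 11, 2 and 11 of 11 above 0. With 1 library left out the median at E-L 36 ran from -1.05 to 3.15, the highest without “Riesling” summer E-L 36 replicate 3, with 11 of 11 above 0, and its sign also changed with all 3 forms of limma and with the replicate as a block. Without “Riesling” summer E-L 35 replicate 3, the median at E-L 35 was 3.09, and at E-L 38 in “CS” it was 0.84 without winter replicate 1. Summer replicate 3 at E-L 36 in “Riesling” had a summed PAL FPKM of 434, and replicates 1 and 2 had 19.1 and 13.2. *Vvi4CL* VIT_206s0061g00450, on chromosome 6 of genome 12X V2 from 17904419 to 17912413, had 33.7 ± 2.10 at E-L 35, 16.96 ± 1.39 at E-L 36 and 20.1 ± 1.25 at E-L 38 FPKM in “CS” winter berries and 35.4 ± 1.34 at E-L 35, 37.5 ± 1.18 at E-L 36 and 34.98 ± 3.06 at E-L 38 in “CS” summer berries (SD, n = 3). Its log2 fold change in “CS” was -0.99 (SE 0.11, adjusted p = 7.4e-08) at E-L 36 and -0.84 (SE 0.11, adjusted p = 5.5e-07) at E-L 38 in edgeR, both short of a fold change of 2. In “Riesling” it was -1.26 (SE 0.11, adjusted p = 1.8e-10) at E-L 38 in edgeR, past both limits, and 0.24 at E-L 36 with no call. The cultivars differed in this effect at E-L 36, by 1.23 (SE 0.16, adjusted p = 2.6e-06) in edgeR. The call of VIT_206s0061g00450 in “CS” at E-L 36 appeared in 1 of the 6 fits that each left out 1 library, with a log2 fold change of -1.02 without “CS” winter E-L 36 replicate 1.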

Interestingly, a recent study conducted on red blotch-infected berries found 25 suppressed genes in phenylpropanoid metabolism, while this unique *Vvi4CL* was induced by the disease during berry ripening (Blanco-Ulate et al., 2017). It is noteworthy that *p*-coumaroyl-CoA is a branch point toward flavonoid and stilbene synthesis. 

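The FPKM values of the 24 STS transcripts of Supplementary Table S3, which sit in clusters whose copies share reads, were summed for each library. The sum in “CS” summer berries was 57.5 ± 18.7 at E-L 35, 34.2 ± 2.04 at E-L 36 and 348 ± 248 at E-L 38 (SD, n = 3), and all 24 transcripts had their highest mean at E-L 38. In “CS” winter berries it was 399.8 ± 52.1, 528 ± 179 and 764 ± 510.3 at these stages, and 15 transcripts had their highest mean at E-L 38. “Riesling” winter berries had 342 ± 137, 139 ± 97.1 and 83.9 ± 39.4, with the highest mean of all 24 transcripts at E-L 35. “Riesling” summer berries had 113 ± 143 at E-L 35, 382 ± 629 at E-L 36 and 17.4 ± 2.34 in the libraries labelled E-L 38, and 23 transcripts had their highest mean at E-L 36. That mean at E-L 36 rests on replicate 3, with 1109 against 22.6 and 16.3 in replicates 1 and 2. The mean of “Riesling” summer berries at E-L 35 also rests largely on replicate 3, with 277 against 21.1 and 39.7.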

In the present study, the transcripts encoding stilbene synthase (STS) were increased in “CS” during the ripening process, while they decreased in “Riesling” across the three developmental stages (Supplementary Table S3). The *VviSTS* unigenes were significantly modulated by the growing season, and their transcripts were distinctly induced as the berry developed from veraison to post-veraison in both cultivars, which coincided with the accumulation of stilbenes at the onset of ripening (Deluc et al., 2011). 

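Between the seasons, 7, 20 and 0 of the 24 STS transcripts were called higher in winter in “CS” at E-L 35, E-L 36 and E-L 38, and none lower, where 24, 24 and 0 had an unadjusted p under 0.05. Adjusted over the list alone in edgeR, the counts in “CS” were 14, 23 and 0. With 1 library left out in turn, 0, 6 and 0 of the calls in “CS” held in all 6 fits. The median log2 fold change in “CS” was 2.99, 4.09 and 0.99. In “Riesling”, 2, 0 and 1 transcripts were called higher, or 2, 0 and 0 adjusted over the list alone, with 10, 4 and 6 at an unadjusted p under 0.05. The median in “Riesling” was 1.82, -0.83 and 2.44, with 24, 1 and 24 of 24 above 0. With 1 library left out it ran at E-L 36 from -1.68 to 2.94, the highest without “Riesling” summer E-L 36 replicate 3, with 24 of 24 above 0, and its sign also changed with all 3 forms of limma and with the replicate as a block. At E-L 35 it was 3.52 without “Riesling” summer E-L 35 replicate 3. In “CS” at E-L 38 the median was 1.82 without summer replicate 1 and 0.34 without winter replicate 1. The season effect differed between the cultivars for 12 of the 24 transcripts at E-L 36 and for none at E-L 35 or E-L 38 at an adjusted p of at most 0.01 in edgeR. VIT_216s0100g00800, on chromosome 16 of genome 12X V2 from 16286615 to 16288086, rose in “CS” winter berries at E-L 36 with a log2 fold change of 5.88 (SE 1.25, adjusted p = 0.000463) in edgeR, from 0.120 ± 0.131 (SD, n = 3) to 7.16 ± 2.72 (SD, n = 3) FPKM.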

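*VviCHS3* (VIT_205s0136g00260), on chromosome 5 of genome 12X V2 from 13597238 to 13599692, had 1102 ± 95.0 (SD, n = 3) FPKM in “CS” winter berries at E-L 36 and 190.0 ± 19.9 (SD, n = 3) in summer berries, a log2 fold change of 2.68 (SE 0.39, adjusted p = 3.2e-06) in edgeR. *VviCHS1* (VIT_214s0068g00920), on chromosome 14 from 24673233 to 24688859, changed by 2.23 (SE 0.46, adjusted p = 0.000302) at E-L 36 and 1.54 (SE 0.45, adjusted p = 0.00531) at E-L 38 in “CS”, in edgeR. In “Riesling”, the levels of *VviCHS3* were lower, with 14.9 ± 3.95 (SD, n = 3) FPKM in winter and 3.73 ± 1.501 (SD, n = 3) in summer at E-L 36, and its log2 fold change of 2.15 (SE 0.42, adjusted p = 0.000315) in edgeR was past both limits. Of the CHI transcripts, VIT_213s0067g03820 rose in “CS” by 1.30 (SE 0.15, adjusted p = 1.8e-07) at E-L 35 and 1.73 (SE 0.15, adjusted p = 9.6e-10) at E-L 36 in edgeR, and in “Riesling” by 1.17 (SE 0.16, adjusted p = 1.3e-06) at E-L 35 and 1.79 (SE 0.16, adjusted p = 1.0e-10) at E-L 38. Its season effect differed between the cultivars at E-L 36, by -1.70 (SE 0.21, adjusted p = 1.7e-06) in edgeR. The other CHI, VIT_213s0067g02870, was called only in “CS” at E-L 36, with 1.24 (SE 0.17, adjusted p = 2.1e-06) in edgeR. Among the 5 F3H transcripts, VIT_202s0025g02960 was lower in “CS” winter berries, with -2.89 (SE 0.43, adjusted p = 4.7e-06) at E-L 36 and -2.94 (SE 0.40, adjusted p = 7.8e-07) at E-L 38 in edgeR. *VviCHS1* lost its call in “CS” at E-L 38 in 4 of the 6 fits with 1 library left out, and had an adjusted p of 0.0928 in edgeR without “CS” winter E-L 38 replicate 1. The call of VIT_213s0067g03820 in “Riesling” at E-L 35 was lost in 1 of the 6 fits that each left out 1 library, with a log2 fold change of 0.94 without “Riesling” summer E-L 35 replicate 1.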

In parallel, the cropping season greatly triggered the expression of upstream genes in the flavonoid pathway, the transcripts of which showed coordinated expression patterns with genes in the phenylpropanoid pathway, ensuring a sufficient quantity of precursors for the subsequent synthesis of flavonoid compounds.

The flavonoid metabolic pathway shares a common upstream route, and then the flux is diverted to 3′-hydroxylated or 3′5′-hydroxylated flavonoids separately via the enzyme F3′H or F3′5′H. Similar with upstream genes, including two *VviF3H* (VIT_204s0023g03370, VIT_218s0001g14310), two *VviF3*′*H* (VIT_203s0063g01690, VIT_209s0002g01090), and six *VviF3*′*5*′*H* (VIT_206s0009g02810, VIT_206s0009g02830, VIT_206s0009g02840, VIT_206s0009g02970, VIT_206s0009g03000, VIT_206s0009g03010), were significantly upregulated around the veraison stage in the winter berries versus the summer berries. 

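*VviF3H* VIT_204s0023g03370, on chromosome 4 of genome 12X V2 from 19929438 to 19931447, rose in “CS” winter berries with a log2 fold change of 1.34 (SE 0.33, adjusted p = 0.00216) at E-L 35 and 2.73 (SE 0.35, adjusted p = 4.5e-07) at E-L 36 in edgeR, and it was not called in “Riesling”, where the effect differed from “CS” at E-L 36 by -2.32 (SE 0.51, adjusted p = 0.00148) in edgeR. *VviF3H* VIT_218s0001g14310 had log2 fold changes of 0.51, 0.23 and 0.58 in “CS” without a call, and was called in “Riesling” at E-L 38 with 1.17 (SE 0.16, adjusted p = 4.8e-07) in edgeR. VviF3′H VIT_203s0063g01690, on chromosome 3 from 5037094 to 5039672, rose at E-L 35 by 2.15 (SE 0.20, adjusted p = 3.9e-09) in “CS” and 1.92 (SE 0.21, adjusted p = 4.6e-08) in “Riesling” in edgeR. At E-L 38 it was lower in “Riesling” winter berries than in the summer libraries labelled E-L 38, with -2.74 (SE 0.24, adjusted p = 9.3e-11) in edgeR. VviF3′H VIT_209s0002g01090, on chromosome 9 from 829306 to 832222, rose by 1.52 (SE 0.24, adjusted p = 1.7e-05) and 1.94 (SE 0.25, adjusted p = 4.9e-07) in “CS” at E-L 35 and E-L 36, and by 1.40 (SE 0.26, adjusted p = 0.000134) and 2.37 (SE 0.29, adjusted p = 5.8e-07) in “Riesling”, in edgeR. Of the 6 VviF3′5′H transcripts, which lie within one cluster on chromosome 6, 3, 6 and 4 were called higher in “CS” winter berries at E-L 35, E-L 36 and E-L 38, or 4, 6 and 4 adjusted over the list alone, in edgeR. Their log2 fold changes at E-L 36 ran from 1.79 to 2.94, with the highest level for VIT_206s0009g02810 at 90.7 ± 22.8 (SD, n = 3) FPKM in winter and 21.4 ± 3.10 (SD, n = 3) in summer. Of these calls, 1, 6 and 0 held at the 3 stages in all 6 fits that each left out 1 library. VIT_204s0023g03370 lost its call in “CS” at E-L 35 in 1 of the 6 fits with 1 library left out, and had an adjusted p of 0.0119 in edgeR without “CS” summer E-L 35 replicate 2.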

Of particular interest were the transcripts encoding the F3′5′H enzyme, which were mainly expressed in the red grapes of “CS.” The transcript levels of *VviF3*′*5*′*H* were extremely low in “Riesling,” suggesting that a different transcriptional regulation mechanism for *VviF3*′*5*′*H* existed in white and red varieties (Matus et al., 2017). 

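The summed FPKM of the 6 VviF3′5′H transcripts in “Riesling” was 7.23 ± 6.09 in summer and 4.58 ± 2.15 in winter at E-L 35 (SD, n = 3). At E-L 36 it was 0.0967 ± 0.0839 and 0.473 ± 0.248, and at E-L 38 it was 0.653 ± 0.164 in the summer libraries labelled E-L 38 and 0.520 ± 0.180 in winter. The sum in “CS” was 54.9 ± 8.91, 76.4 ± 4.50 and 66.3 ± 40.3 in summer and 144 ± 4.51, 311 ± 82.3 and 174 ± 67.4 in winter at the 3 stages. None of the 6 transcripts was called between the seasons in “Riesling” in edgeR, and 0, 1 and 0 had an unadjusted p under 0.05. DESeq2 called 1 of them at E-L 36, higher in winter. At E-L 36, 5 of the 6 had 3 counts or fewer in every “Riesling” library of both seasons. For these 5 the depth is too low for a lack of a call to show that the seasons do not differ.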

The simultaneous upregulation of both *VviF3*′*H* and *VviF3*′*5*′*H* transcripts in winter berries compared to summer berries of “CS” also modulated the relative abundance of the different flavonoid forms. In the current study, the ratio of *VviF3*′*5*′*Hs* to *VviF3*′*Hs* levels in “CS” was significantly and distinctly higher in winter cropping berries during ripening, in parallel with their higher ratio of 3′5′-substituted to 3′-substituted flavonoids, which was presumed to control the flavonoid composition of grape berries. Similarly, a previous study also found that the temporal and variety-specific expression of *VviF3*′*H* and *VviF3*′*5*′*H* in grapes occurred in coordination with the accumulation of the respective hydroxylated metabolites (Bogs et al., 2006; Sun et al., 2016).

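The ratio was taken per library as the summed FPKM of the 6 VviF3′5′H over that of the 2 VviF3′H transcripts in “CS”. At E-L 35 it was 2.62 ± 0.102 in winter and 3.21 ± 0.792 in summer berries (SD, n = 3), a log2 difference of -0.27 (exact two-sided permutation test, p = 0.400). At E-L 36 it was 6.95 ± 2.62 in winter and 5.31 ± 0.140 in summer berries (SD, n = 3), a log2 difference of 0.32 (exact two-sided permutation test, p = 0.400). At E-L 38 it was 11.9 ± 6.43 in winter and 3.77 ± 2.79 in summer berries (SD, n = 3), a log2 difference of 2.11 (exact two-sided permutation test, p = 0.100), where 0.100 is the smallest p that 3 libraries against 3 allow. Over the 3 stages the mean log2 difference was 0.72 (two-sided permutation test over 8000 relabellings within stage, p = 0.112). Without “CS” winter E-L 36 replicate 1 this difference was 0.82 (permutation p = 0.0405), so that 1 library decides the side of 0.05 on which it falls. The ratio of “CS” summer E-L 38 replicate 1 was 0.56, and without this library the difference was 1.02 at E-L 38 (exact two-sided permutation test, p = 0.200) and 0.36 over the stages (permutation p = 0.209). With only VIT_209s0002g01090 in the denominator the difference was 0.74 (permutation p = 0.0953). Over the 6 conditions of “CS”, the log2 ratio of transcripts and the paper's log2 ratio of flavonoids with a 3′5′-substituted B-ring to those with a 3′-substituted one had Pearson's r 0.842 (exact permutation p = 0.0389, Benjamini-Hochberg value 0.102) and Spearman's rho 0.714 (exact permutation p = 0.136, Benjamini-Hochberg value 0.238), as 1 of 21 relations computed. Without the winter conditions at E-L 35 and E-L 38, the farthest from the median, r was 0.903. From the higher transcript ratio in winter and the higher flavonoid ratio beside it, the paper proposes that the transcript ratio sets the flavonoid composition of the berries.

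**Figure D2:**
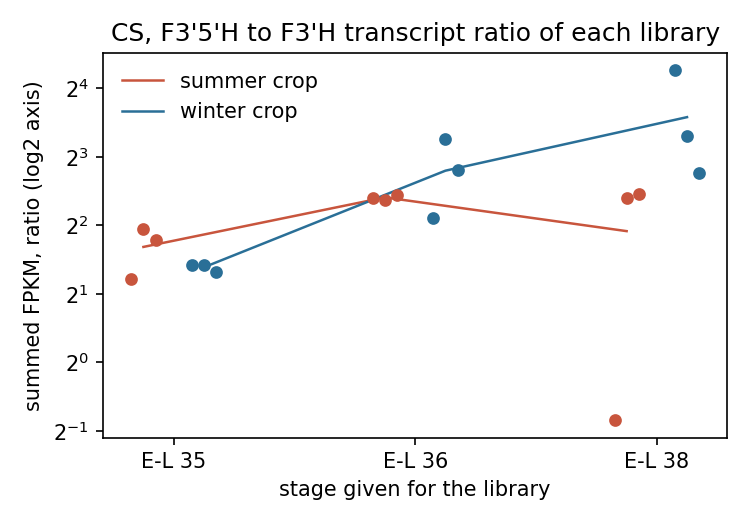
Ratio of the summed FPKM of 6 VviF3′5′H to that of 2 VviF3′H transcripts (vertical axis, log scale, no unit) in each “CS” library by E-L stage (horizontal axis), with a point for each library and a line through the means of 3. The winter libraries lie above all summer libraries at E-L 38, from 6.78 to 19.2, and overlap with them at E-L 35 and E-L 36.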

The downstream flux of flavonoid metabolism in grape berries included multiple branches, and the related genes showed divergent expression patterns across the three developmental stages in the two cropping cycles. Contrary to the coordinated upregulation of upstream genes, a subset of transcripts involved in the late biosynthetic pathway was significantly repressed at some stages, such as *VviDFR* (*dihydroflavonol 4-reductase*, VIT_215s0048g01010, VIT_219s0014g04980, VIT_202s0025g01260), *VviFLS* (VIT_218s0001g03430), *VviLDOX* (*leucoanthocyanin dioxygenase*, VIT_208s0105g00380), and *VviGT5* (*UDP-glucuronic acid: flavonol 3-O-glucuronosyltransferase*, VIT_211s0052g01600), whereas other transcripts, such as *VviDFR* (VIT_216s0039g02350, VIT_218s0001g12800), *VviFLS* (VIT_211s0118g00390, VIT_218s0001g03470), *VviLDOX* (VIT_202s0025g04720), and *VviLAR* (VIT_201s0011g02960, VIT_217s0000g04150), were significantly upregulated in many cases. 

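Of the 25 transcripts of the late pathway, 5, 11 and 3 were called higher in “CS” winter berries at E-L 35, E-L 36 and E-L 38 and 3, 3 and 3 lower, and in “Riesling” 4, 2 and 2 were higher and 3, 2 and 6 lower. When adjusted over the list alone in edgeR, 5, 11 and 3 were higher in “CS” and 4, 3 and 2 in “Riesling”. Calls that held in all 6 fits with 1 library left out numbered 4, 13 and 5 in “CS” and 5, 3 and 7 in “Riesling”. Among the repressed transcripts, *VviDFR* VIT_219s0014g04980 had a log2 fold change of -1.28 (SE 0.17, adjusted p = 1.5e-06) at E-L 35 and -1.43 (SE 0.18, adjusted p = 1.4e-07) at E-L 38 in “CS”, and -1.67 (SE 0.17, adjusted p = 3.2e-08) and -2.79 (SE 0.19, adjusted p = 7.1e-13) in “Riesling”, all from edgeR. *VviDFR* VIT_202s0025g01260 changed by -2.69 (SE 0.52, adjusted p = 0.000191) in “CS” at E-L 35 and was at least 8.14-fold lower (adjusted p = 9.0e-06) at E-L 36 and at least 3.58-fold lower (adjusted p = 0.000158) at E-L 38 in edgeR, where winter counts were at most 3 per library, and it was at least 41.1-fold lower (adjusted p = 1.1e-09) in “Riesling” at E-L 38. The third, VIT_215s0048g01010, was called only in “Riesling” at E-L 38, with -1.54 (SE 0.22, adjusted p = 5.9e-07) in edgeR, and *VviLDOX* VIT_208s0105g00380 only in “CS” at E-L 36, with -1.45 (SE 0.18, adjusted p = 2.3e-07) in edgeR. Among the transcripts that rose, *VviDFR* VIT_218s0001g12800, on chromosome 18 of genome 12X V2 from 10907364 to 10910253, had 114 ± 8.33 (SD, n = 3) FPKM in winter and 32.0 ± 1.91 (SD, n = 3) in summer in “CS” at E-L 36, a log2 fold change of 1.99 (SE 0.16, adjusted p = 3.1e-10) in edgeR. *VviDFR* VIT_216s0039g02350 rose by 1.55 (SE 0.28, adjusted p = 6.7e-05) in “CS” at E-L 36 and 1.35 (SE 0.27, adjusted p = 0.000209) in “Riesling” at E-L 35, in edgeR. *VviLDOX* VIT_202s0025g04720 rose by 1.79 (SE 0.25, adjusted p = 1.8e-06) in “CS” and 1.38 (SE 0.25, adjusted p = 0.000157) in “Riesling” at E-L 36, and by 1.31 (SE 0.26, adjusted p = 8.5e-05) in “Riesling” at E-L 38, in edgeR. *VviFLS* VIT_211s0118g00390 rose by 1.77 (SE 0.14, adjusted p = 2.2e-10) in “CS” at E-L 36 and fell in “Riesling” at E-L 35, with -1.11 (SE 0.14, adjusted p = 7.6e-07) in edgeR. A sixth *VviDFR* of the list, VIT_215s0048g01000, was higher in “CS” winter berries and lower in “Riesling” winter berries at E-L 38, with 1.68 (SE 0.28, adjusted p = 1.2e-05) against -3.68 (SE 0.36, adjusted p = 1.1e-09), and the interaction was -5.36 (SE 0.46, adjusted p = 6.7e-09) in edgeR. *VviGT5* VIT_211s0052g01600 was called lower only in “Riesling” at E-L 36, with a log2 fold change of -2.28 (SE 0.65, adjusted p = 0.00797) in edgeR. With the replicate number as a block, the log2 fold change was -2.27 (SE 0.80, adjusted p = 0.0390) in edgeR, and it was not called. The call of *VviGT5* in “Riesling” at E-L 36 was lost in 5 of the 6 fits that each left out 1 library, with an adjusted p of 0.0465 in edgeR without “Riesling” winter E-L 36 replicate 1.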

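*VviFLS5* (VIT_218s0001g03430), on chromosome 18 of genome 12X V2 from 3309632 to 3312133, had 13.00 ± 2.58 at E-L 35, 29.4 ± 1.02 at E-L 36 and 42.0 ± 3.76 at E-L 38 FPKM in “CS” summer berries and 5.75 ± 0.491 at E-L 35, 5.83 ± 0.265 at E-L 36 and 16.1 ± 3.52 at E-L 38 in winter berries (SD, n = 3). *VviFLS4* (VIT_218s0001g03470), on chromosome 18 from 3338215 to 3341023, had 0.223 ± 0.318 at E-L 35, 0.437 ± 0.00577 at E-L 36 and 0.803 ± 0.635 at E-L 38 in “CS” summer berries and 0 in all 3 libraries at E-L 35, 0.277 ± 0.0737 at E-L 36 and 8.57 ± 3.85 at E-L 38 in winter berries (SD, n = 3). The log2 fold changes of *VviFLS5* were -1.15 (SE 0.20, adjusted p = 3.8e-05), -2.14 (SE 0.19, adjusted p = 1.1e-09) and -1.48 (SE 0.18, adjusted p = 1.1e-07) in “CS” at E-L 35, E-L 36 and E-L 38, and -1.25 (SE 0.18, adjusted p = 4.8e-06) in “Riesling” at E-L 36, in edgeR. At E-L 38 the effect on *VviFLS5* differed between the cultivars by 1.86 (SE 0.25, adjusted p = 4.5e-06) in edgeR. *VviFLS5* lost its call in “CS” at E-L 35 in 1 of the 6 fits with 1 library left out, and had a log2 fold change of -0.99 without “CS” summer E-L 35 replicate 1.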

Of the five known *VviFLS* genes, the enzyme of which commits to flavonol biosynthesis, only two transcripts of *VviFLS4* (VIT_218s0001g03470) and *VviFLS5* (VIT_218s0001g03430) were expressed, and they showed differential expression patterns in the two cropping cycles (Fujita et al., 2006). In this study, the transcript level of *VviFLS4* was extremely low, and it was only upregulated by winter cropping at E-L 38 in “CS” and at E-L 35 in “Riesling.” 

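In “CS” at E-L 38, *VviFLS4* had a log2 fold change of 3.37 (SE 0.62, adjusted p = 6.6e-05) in edgeR. In “Riesling”, its level was 0.270 ± 0.0700 at E-L 35, 1.52 ± 0.269 at E-L 36 and 1.02 ± 0.668 at E-L 38 FPKM in summer and 0.547 ± 0.244 at E-L 35, 0.293 ± 0.0666 at E-L 36 and 1.34 ± 0.194 at E-L 38 in winter berries (SD, n = 3). The change in “Riesling” at E-L 35 was 1.01 (SE 0.84, adjusted p = 0.361) in edgeR, which was not called, and the cultivars did not differ at an adjusted p of 0.01 at any stage.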

Genes encoding two previously characterized flavonol glycosyltransferases, VviGT5 and VviGT6 (UDP-glucose/UDP-galactose: flavonol-3-*O*-glucosyltransferase, VIT_211s0052g01630), were co-expressed with *VviFLS4*, which is in agreement with a previous report (Malacarne et al., 2015). 

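Over the 6 conditions of “CS”, log2(mean FPKM + 0.1) of *VviFLS4* and *VviGT5* had Pearson's r 0.813 (exact permutation p = 0.0500, Benjamini-Hochberg value 0.117) and Spearman's rho 0.829 (exact permutation p = 0.0583, Benjamini-Hochberg value 0.153), and r was 0.826 without winter E-L 35 and winter E-L 38, the conditions farthest from the median. With *VviGT6* (VIT_211s0052g01630), *VviFLS4* had Pearson's r 0.835 (exact permutation p = 0.0653, Benjamini-Hochberg value 0.137) and Spearman's rho 0.771 (exact permutation p = 0.103, Benjamini-Hochberg value 0.196) in “CS”, and r was 0.806 without winter E-L 35 and winter E-L 38. In “Riesling”, *VviFLS4* and *VviGT5* had Pearson's r 0.968 (exact permutation p = 0.00417, Benjamini-Hochberg value 0.0292) and Spearman's rho 0.943 (exact permutation p = 0.0167, Benjamini-Hochberg value 0.0875), and r was 0.869 without summer E-L 35 and winter E-L 36. For *VviGT6* in “Riesling” the relation was Pearson's r 0.831 (exact permutation p = 0.0139, Benjamini-Hochberg value 0.0486) and Spearman's rho 0.943 (exact permutation p = 0.0167, Benjamini-Hochberg value 0.0875), with 0.587 without summer E-L 35 and winter E-L 36. The Benjamini-Hochberg values were taken over 21 relations for r and 21 for rho, and each condition is the mean of 3 libraries. Between the seasons, *VviGT6* was called in “CS” at E-L 38, with 2.04 (SE 0.53, adjusted p = 0.00219) in edgeR. The call of *VviGT6* in “CS” at E-L 38 was lost in 3 of the 6 fits that each left out 1 library, with an adjusted p of 0.0190 in edgeR without “CS” summer E-L 38 replicate 1.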

Czemmel et al. (2017) also demonstrated positive correlation of *VviMYBF1* with novel genes of the flavonol pathway, *VviGT3* (*flavonol glycosyltransferase*, VIT_211s0052g01580) and *VviRhaT1* (*flavonol rhamnosyltransferase*, VIT_200s0218g00170), during berry development. 

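*VviRhaT1* (VIT_200s0218g00170), on the unplaced sequence of genome 12X V2 from 14085285 to 14086421, had 13.2 ± 3.04 at E-L 35, 5.45 ± 0.253 at E-L 36 and 10.00 ± 3.33 at E-L 38 FPKM in “CS” summer berries and 11.3 ± 2.60 at E-L 35, 15.3 ± 1.62 at E-L 36 and 11.9 ± 6.50 at E-L 38 in “CS” winter berries (SD, n = 3). In “Riesling” it had 10.6 ± 3.60 at E-L 35, 12.3 ± 2.79 at E-L 36 and 4.94 ± 0.898 at E-L 38 in summer and 11.2 ± 5.28 at E-L 35, 12.1 ± 4.43 at E-L 36 and 7.50 ± 1.999 at E-L 38 in winter berries (SD, n = 3). Of the 12 conditions, *VviGT3* (VIT_211s0052g01580) had its highest mean FPKM at 0.0733 ± 0.110 (SD, n = 3) in “CS” winter berries at E-L 38, and the filter on low counts removed it, so no season test was made.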

In the present study, the transcript of the former was detected at low levels (FPKM < 0.1), while the latter was expressed with a FPKM ranging from 5 to 15 (Supplementary Table S3). Additionally, *VviRhaT1* was significantly upregulated at E-L 35 in “CS,” which might also account for the higher flavonol in winter grapes. 

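At E-L 35 in “CS”, the change of *VviRhaT1* was -0.16 (SE 0.32, adjusted p = 0.727) in edgeR, and it was not called. At E-L 36 in “CS” it was 1.64 (SE 0.34, adjusted p = 0.000339) in edgeR, past both limits. In “Riesling” the largest change was 0.66 (SE 0.36, adjusted p = 0.113) at E-L 38 in edgeR, short of a fold change of 2.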

LAR and ANR are key regulators of flavan-3-ol and proanthocyanidin biosynthesis. The expression of *VviANR* (VIT_200s0361g00040) was higher in winter grapes at E-L 35, but no significant difference was found. 

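*VviANR*, on the unplaced sequence of genome 12X V2 from 25598321 to 25602730, had 1.31 ± 0.497 (SD, n = 3) FPKM in winter and 0.503 ± 0.222 (SD, n = 3) in summer berries of “CS” at E-L 35, with a log2 fold change of 1.50 (SE 0.37, adjusted p = 0.00220) in edgeR. In “Riesling” at E-L 35 it had 4.09 ± 0.838 (SD, n = 3) in winter and 1.70 ± 0.980 (SD, n = 3) in summer, with 1.32 (SE 0.34, adjusted p = 0.00333) in edgeR. *VviANR* lost its call in “CS” at E-L 35 in 3 of the 6 fits with 1 library left out, and had an adjusted p of 0.0231 in edgeR without “CS” winter E-L 35 replicate 2. The call of *VviANR* in “Riesling” at E-L 35 was lost in 3 of the 6 fits that each left out 1 library, with an adjusted p of 0.0351 in edgeR without “Riesling” summer E-L 35 replicate 1.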

Winter cropping significantly upregulated *VviLAR1* (VIT_201s0011g02960) at E-L 36 and *VviLAR2* (VIT_217s0000g04150) at E-L 38 in “CS,” while in “Riesling,” only *VviLAR2* was significantly affected, with an upregulation at E-L 36 and a downregulation at E-L 38. 

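*VviLAR1*, on chromosome 1 of genome 12X V2 from 2632427 to 2636395, changed by 1.43 (SE 0.26, adjusted p = 7.9e-05) in “CS” at E-L 36 in edgeR, from 1.91 ± 0.446 (SD, n = 3) to 4.62 ± 0.300 (SD, n = 3) FPKM. In “Riesling” *VviLAR1* was lower in winter, with a log2 fold change of -1.16 (SE 0.26, adjusted p = 0.000882) at E-L 35 and -1.16 (SE 0.27, adjusted p = 0.000421) at E-L 38 in edgeR. The effect on *VviLAR1* differed between the cultivars at E-L 35, by -2.01 (SE 0.36, adjusted p = 0.00129) in edgeR. *VviLAR2*, on chromosome 17 from 4274223 to 4278049, changed in “CS” at E-L 38 by 1.05 (SE 0.34, adjusted p = 0.0113) in edgeR, a fold change above 2 with an adjusted p above 0.01. In “Riesling” *VviLAR2* changed by 2.73 (SE 0.33, adjusted p = 4.5e-07) at E-L 36 and -1.62 (SE 0.33, adjusted p = 0.000124) at E-L 38 in edgeR, the latter against the summer libraries labelled E-L 38. The interactions for *VviLAR2* were 3.18 (SE 0.45, adjusted p = 1.0e-05) at E-L 36 and -2.68 (SE 0.47, adjusted p = 0.000149) at E-L 38 in edgeR. *VviLAR1* lost its call in “Riesling” at E-L 35 in 1 of the 6 fits with 1 library left out, and had an adjusted p of 0.0127 in edgeR without “Riesling” winter E-L 35 replicate 2. The call of *VviLAR1* in “Riesling” at E-L 38 was lost in 1 of the 6 fits that each left out 1 library, with an adjusted p of 0.0143 in edgeR without “Riesling” summer E-L 38 replicate 3.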

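The levels of *VviLAR2* in “Riesling” were 26.6 ± 14.1 at E-L 35, 29.6 ± 5.81 at E-L 36 and 4.18 ± 0.227 at E-L 38 FPKM in winter berries (SD, n = 3). In summer berries of “Riesling” they were 15.5 ± 9.58 at E-L 35, 4.54 ± 0.446 at E-L 36 and 14.2 ± 1.17 at E-L 38, the last from the libraries labelled E-L 38. From E-L 35 to E-L 36 the transcript in winter berries rose by 0.32 on the log2 scale (SE 0.30, adjusted p = 0.422), and from E-L 36 to E-L 38 it fell by 2.73 on the log2 scale (SE 0.34, adjusted p = 1.3e-07), in edgeR. In summer berries it fell by 1.66 on the log2 scale (SE 0.32, adjusted p = 0.000186) from E-L 35 to E-L 36 in edgeR and rose by 1.63 on the log2 scale (SE 0.32, adjusted p = 0.000191) from there to the libraries labelled E-L 38.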

Comparing the expression patterns between the two seasons, *VviLAR2* in “Riesling” kept a moderate and stable level in summer cropping, while the transcript in winter cropping increased to twofold higher at veraison, and then it dropped sharply at harvest. Hence, it may be speculated that the transcript of *VviLAR2* leads to the peak flavan-3-ol content at E-L 35 in winter grapes. Furthermore, there is a range of anthocyanin biosynthetic enzymes relevant to the glycosylation, methylation, and acylation events of anthocyanin, such as UFGT (Boss et al., 1996), anthocyanin *O*-methyltransferase (AOMT; Fournier-Level et al., 2011), and anthocyanin acyltransferase (3AT; Rinaldo et al., 2015). 

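*VviUFGT* (VIT_216s0039g02230), on chromosome 16 of genome 12X V2 from 2332463 to 2334702, had 48.5 ± 4.80 at E-L 35, 124 ± 6.77 at E-L 36 and 48.3 ± 8.30 at E-L 38 FPKM in “CS” winter berries and 39.9 ± 7.92 at E-L 35, 53.1 ± 4.66 at E-L 36 and 38.04 ± 13.9 at E-L 38 in “CS” summer berries (SD, n = 3). *VviAOMT* VIT_201s0010g03510, on chromosome 1 from 20850068 to 20852679, had 71.7 ± 16.6 at E-L 35, 123 ± 16.04 at E-L 36 and 39.95 ± 19.8 at E-L 38 in winter and 33.3 ± 9.16 at E-L 35, 45.6 ± 4.67 at E-L 36 and 24.7 ± 8.50 at E-L 38 in summer berries (SD, n = 3). *Vvi3AT* (VIT_203s0017g00870) had 27.98 ± 2.78 at E-L 35, 51.9 ± 7.68 at E-L 36 and 19.7 ± 7.29 at E-L 38 in winter and 15.4 ± 0.664 at E-L 35, 20.7 ± 0.453 at E-L 36 and 16.5 ± 5.59 at E-L 38 in summer berries (SD, n = 3). In “CS” winter berries, *VviUFGT* rose by 1.51 on the log2 scale (SE 0.17, adjusted p = 1.1e-07) from E-L 35 to E-L 36 and fell by 1.52 on the log2 scale (SE 0.17, adjusted p = 3.9e-08) from E-L 36 to E-L 38, in edgeR. For *Vvi3AT* the season effect in “CS” was 1.47 (SE 0.27, adjusted p = 0.000109) at E-L 36 in edgeR, the only stage with a call.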

The expression patterns of these genes involved in anthocyanin modification across three developmental stages were similar with the expression patterns of the upstream metabolic genes, the transcripts of which peaked at E-L 36, with higher levels in the winter cropping than in the summer cropping. The expression of *VviUFGT*, catalyzing the formation of anthocyanin-3-*O*-glucosides, is critical for berry coloration (Boss et al., 1996). 

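The season effect on *VviUFGT* in “CS” was 0.34 (SE 0.17, adjusted p = 0.118) at E-L 35, 1.36 (SE 0.17, adjusted p = 4.4e-07) at E-L 36 and 0.29 (SE 0.17, adjusted p = 0.162) at E-L 38 in edgeR, with a call at E-L 36 only. In “Riesling” it was not called at any stage, and the interaction at E-L 36 was -0.92 (SE 0.25, adjusted p = 0.00916) in edgeR. Over the 6 conditions of “CS”, log2(mean FPKM + 0.1) of *VviUFGT* and the paper's summed anthocyanin content of 2014 had Pearson's r 0.521 (exact permutation p = 0.322, Benjamini-Hochberg value 0.398) and Spearman's rho 0.314 (exact permutation p = 0.564, Benjamini-Hochberg value 0.658), as 1 of the 21 relations, and r was 0.439 without summer E-L 38 and winter E-L 36.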

The constantly higher expression of *VviUFGT* in winter cropping correlated remarkably well with the greater abundance of anthocyanins in winter grapes than summer grapes. The two AOMTs responsible for anthocyanin methylation (Fournier-Level et al., 2011) were also significantly upregulated in winter cropping, which failed to explain the methylation variation, since the proportion of malvidin was dramatically decreased in winter grapes. It was noticed that two transcripts, VIT_205s0062g00300 and VIT_205s0062g00310, exhibited similar patterns in the two cultivars, but they differed in their magnitude of abundances; these transcripts might encode a UDP-glucose: anthocyanidin 5,3-*O*-glucosyltransferase (53GT) with homology to a flavonol glucosyltransferase-like protein. 

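The changes of VIT_201s0010g03490 in “CS” were 1.55 (SE 0.43, adjusted p = 0.00817) at E-L 35 and 1.56 (SE 0.42, adjusted p = 0.00633) at E-L 36 in edgeR. Those of VIT_201s0010g03510 were 1.17 (SE 0.27, adjusted p = 0.00100) and 1.58 (SE 0.27, adjusted p = 3.1e-05) at these stages, in edgeR. The third transcript of the family in Supplementary Table S3, VIT_201s0010g03470, had 1.30 (SE 0.69, adjusted p = 0.149) at E-L 36 in “CS” in edgeR and was not called. In “Riesling” none of the 3 was called, with 1, 1 and 0 at an unadjusted p under 0.05, and VIT_201s0010g03470 and VIT_201s0010g03490 had 3 counts or fewer in every “Riesling” library. VIT_201s0010g03490 lost its call in “CS” at E-L 35 in 6 of the 6 fits with 1 library left out, and had an adjusted p of 0.0414 in edgeR without “CS” summer E-L 35 replicate 1. The call of VIT_201s0010g03490 in “CS” at E-L 36 was lost in 5 of the 6 fits that each left out 1 library, with an adjusted p of 0.0277 in edgeR without “CS” summer E-L 36 replicate 2. VIT_201s0010g03510 lost its call in “CS” at E-L 35 in 2 of the 6 fits with 1 library left out, and had an adjusted p of 0.0112 in edgeR without “CS” winter E-L 35 replicate 1.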

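*Vvi53GT* VIT_205s0062g00300, on chromosome 5 of genome 12X V2 from 18450755 to 18457884, had 21.4 ± 14.1 at E-L 35, 0.250 ± 0.241 at E-L 36 and 0.0600 ± 0.104 at E-L 38 FPKM in “Riesling” winter berries and 0.243 ± 0.211 at E-L 35, 4.41 ± 7.03 at E-L 36 and 0.907 ± 0.245 at E-L 38 in “Riesling” summer berries (SD, n = 3). Its neighbour VIT_205s0062g00310, on chromosome 5 from 18459916 to 18461598, had 51.7 ± 27.8 at E-L 35, 1.32 ± 1.74 at E-L 36 and 0.267 ± 0.152 at E-L 38 in winter and 0.623 ± 0.318 at E-L 35, 8.61 ± 13.7 at E-L 36 and 2.56 ± 0.121 at E-L 38 in summer berries (SD, n = 3). At E-L 35 in “Riesling” the winter level was above the summer level, by 6.36 (SE 1.29, adjusted p = 0.000288) for VIT_205s0062g00300 and 6.39 (SE 1.12, adjusted p = 5.3e-05) for VIT_205s0062g00310 on the log2 scale in edgeR. At E-L 36 and E-L 38 the changes were not called in either cultivar, and the interaction was not past an adjusted p of 0.01. In “CS” the highest mean of VIT_205s0062g00300 was 4.39 ± 3.12 (SD, n = 3) in “CS” winter berries at E-L 35.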

The winter cropping significantly downregulated the expression of *Vvi53GT* in “Riesling” at E-L 31, and then upregulated it at E-L 38. In fact, the real role of VIT_205s0062g00300 and VIT_205s0062g00310 in grapes still needs further research, and the reason for their high abundances in “Riesling” is unclear.

### Transcriptional Modulation of Flavonoid Biosynthesis

Two classes of genes are required for flavonoid biosynthesis in grapes, the first class is structural genes that encode enzymes in the metabolic pathway, and the second class includes regulatory genes that control the transcription of these biosynthetic genes. The flavonoid pathway genes are known to be coordinately controlled by the interactions of R2R3–MYB, basic helix-loop-helix (bHLH), and WD40-repeat transcription factors (TFs) in response to developmental cues or external stress factors, with MYB being central to the transcriptional complexes (Heppel et al., 2013). The ternary complex of MYB/bHLH/WD40 binds to responsive elements in the promoters of biosynthesis genes, activating transcription of genes in the pathway. While many structural genes were significantly upregulated in winter cropping berries, many previously identified regulatory genes were either weakly affected or were not affected by cropping cycle (Supplementary Table S3).

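Of the 19 transcription factors listed, 16 passed the filter on low counts, and 5, 8 and 3 were called higher in “CS” winter berries at E-L 35, E-L 36 and E-L 38, with 1, 0 and 1 lower. In “Riesling”, 2, 3 and 6 were called higher and 1, 0 and 1 lower. The counts of higher factors adjusted over the list alone were 5, 8 and 3 in “CS” and 2, 8 and 6 in “Riesling”, in edgeR. With 1 library left out, 4, 7 and 3 of the calls in “CS” and 2, 3 and 7 of those in “Riesling” held in all 6 fits. The median log2 fold change of the 16 was 1.31 in “CS” and 1.07 in “Riesling” at E-L 36.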

VviMYBF1 regulates a narrow set of genes involved in flavonol biosynthesis, potentially comprising the genes *VviCHS* (chalcone synthase) and *VviFLS4* (also named *VviFLS1*; Czemmel et al., 2009, 2017). The expression of *VviMYBF1* was very low in both varieties, and its transcript abundance decreased across the three developmental stages, similar to a previously reported expression pattern in developing Shiraz berries (Czemmel et al., 2009). 

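*VviMYBF1* (VIT_207s0005g01210), on chromosome 7 of genome 12X V2 from 3730365 to 3733256, had 0.830 ± 0.161 at E-L 35, 0.347 ± 0.150 at E-L 36 and 0.0233 ± 0.0404 at E-L 38 FPKM in “CS” summer berries and 0.957 ± 0.242 at E-L 35, 0.217 ± 0.126 at E-L 36 and 0.180 ± 0.0436 at E-L 38 in “CS” winter berries (SD, n = 3). In “Riesling” it had 1.16 ± 0.676 at E-L 35, 0.0600 ± 0.104 at E-L 36 and 0.427 ± 0.278 at E-L 38 in summer, the last from the libraries labelled E-L 38, and 1.42 ± 0.486 at E-L 35, 0.320 ± 0.0889 at E-L 36 and 0.353 ± 0.116 at E-L 38 in winter berries (SD, n = 3). From E-L 35 to E-L 38 it fell by 1.78 on the log2 scale (SE 0.58, adjusted p = 0.00990) in “Riesling” winter berries and fell by 2.16 on the log2 scale (SE 0.61, adjusted p = 0.00368) in “CS” winter berries, in edgeR.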

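Between the seasons, *VviMYBF1* in “CS” at E-L 38 was at least 1.01-fold higher (adjusted p = 0.0279) in winter in edgeR, where each of the 3 summer libraries had 3 counts or fewer, and it was not called. In “Riesling” at E-L 35 the change was 0.35 (SE 0.52, adjusted p = 0.637) in edgeR, with no call. Its relation with *VviFLS4* over the 6 conditions was Pearson's r -0.601 (exact permutation p = 0.199, Benjamini-Hochberg value 0.278) and Spearman's rho -0.886 (exact permutation p = 0.0333, Benjamini-Hochberg value 0.117) in “CS”, and r was -0.603 without summer E-L 38 and winter E-L 35. In “Riesling” it was Pearson's r -0.626 (exact permutation p = 0.194, Benjamini-Hochberg value 0.278) and Spearman's rho -0.543 (exact permutation p = 0.297, Benjamini-Hochberg value 0.367), and r was -0.496 without summer E-L 36 and winter E-L 35. These were 2 of the 21 relations computed.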

The present study showed an upregulation of *VviMYBF1* in the winter cropping cycle at E-L 38/E-L 35 in “CS”/“Riesling” (**Figure 6**), that was not well correlated with the expression pattern of *VviFLS4*. With respect to the regulation of proanthocyanidin-specific biosynthesis, many regulators have been recently characterized, including VviMYBPA1, VviMYBPA2, and VviMybPAR (Bogs et al., 2007; Terrier et al., 2009; Koyama et al., 2014). In addition, VviMYB5a and VviMYB5b, as well as the negative repressors VviMYBC2-L1 and VviMYBC2-L3, regulate the genes involved in proanthocyanidin biosynthesis and several steps in the upstream pathway (Deluc et al., 2006, 2008; Cavallini et al., 2015). The genes encoding the above TFs were expressed at some stage during ripening, and some of them showed similar expression patterns between the two varieties. It has been reported that MYB5a and MYB5b tightly exert their regulation in a temporal way during berry development, with MYB5a predominantly acting in the early stages and MYB5b acting near the later ripening process (Deluc et al., 2008; Matus, 2016). Similarly, the transcript profiles of *VviMYB5a* and *VviMYB5b* were distinct during ripening, with peak levels of *VviMYB5a* at E-L 35 and peak levels of *VviMYB5b* at E-L 38. 

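*VviMYB5a* (VIT_208s0007g07230), on chromosome 8 of genome 12X V2 from 20865263 to 20866976, had 6.75 ± 0.644 at E-L 35, 3.08 ± 0.929 at E-L 36 and 2.40 ± 0.340 at E-L 38 FPKM in “CS” summer and 11.6 ± 1.42 at E-L 35, 2.70 ± 0.370 at E-L 36 and 3.81 ± 0.537 at E-L 38 in “CS” winter berries (SD, n = 3). It had 8.32 ± 1.90 at E-L 35, 5.70 ± 0.534 at E-L 36 and 7.45 ± 0.556 at E-L 38 in “Riesling” summer and 19.3 ± 2.81 at E-L 35, 4.21 ± 1.05 at E-L 36 and 6.49 ± 0.776 at E-L 38 in “Riesling” winter berries. *VviMYB5b* (VIT_206s0004g00570), on chromosome 6 from 744302 to 746168, had 13.2 ± 0.157 at E-L 35, 17.7 ± 1.497 at E-L 36 and 19.9 ± 2.31 at E-L 38 in “CS” summer and 21.1 ± 3.39 at E-L 35, 27.3 ± 1.38 at E-L 36 and 40.9 ± 2.98 at E-L 38 in “CS” winter berries (SD, n = 3). In “Riesling” *VviMYB5b* had 16.3 ± 2.87 at E-L 35, 13.4 ± 1.46 at E-L 36 and 36.8 ± 1.64 at E-L 38 in winter and 15.6 ± 0.749 at E-L 35, 25.8 ± 2.58 at E-L 36 and 15.9 ± 1.09 at E-L 38 in summer, where the libraries labelled E-L 38 lay below those of E-L 36. Between the seasons, the changes called were 1.23 (SE 0.18, adjusted p = 4.5e-06) for *VviMYB5a* at E-L 35 and 1.27 (SE 0.12, adjusted p = 2.7e-10) for *VviMYB5b* at E-L 38, both in “Riesling” and from edgeR.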

The transcript levels of *VviMYBPA2*, *VviMYBPAR*, and *VviMYBC2-L2*, on the other hand, remained low throughout berry development, and they were not differentially expressed between the two cropping cycles. 

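*VviMYBPA2* (VIT_211s0016g01320), on chromosome 11 of genome 12X V2 from 1065251 to 1067240, had its highest mean FPKM at 0.0967 ± 0.0379 (SD, n = 3) in “CS” summer berries at E-L 35, and *VviMYBC2-L2* (VIT_217s0000g02660), on chromosome 17 from 2462709 to 2464257, at 0.0800 ± 0.139 (SD, n = 3) in “CS” winter berries at E-L 36. Both were removed by the filter on low counts, so that a difference between the seasons was not detectable at this depth. *VviMYBPAR* was not looked up, because neither the paper's text nor its Supplementary Table S3 pairs this name with an identifier.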

The expression of *VviMYBPA1* was significantly downregulated in winter cropping berries at E-L 35 and E-L 38 in both varieties, which correlated well with the expression of two *VviDFR* transcripts (VIT_219s0014g04980, VIT_202s0025g01260). 

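*VviMYBPA1* (VIT_215s0046g00170), on chromosome 15 of genome 12X V2 from 17211622 to 17213715, changed by -1.48 (SE 0.34, adjusted p = 0.000988) at E-L 35 and -1.97 (SE 0.35, adjusted p = 2.9e-05) at E-L 38 in “CS”, in edgeR. In “Riesling” it changed by -1.15 (SE 0.34, adjusted p = 0.00801) at E-L 35 and, against the summer libraries labelled E-L 38, by -2.58 (SE 0.45, adjusted p = 1.5e-05), in edgeR. Its level at E-L 38 was 1.91 ± 0.0874 (SD, n = 3) FPKM in winter and 7.27 ± 0.212 (SD, n = 3) in summer berries of “CS”. Over the 6 conditions, *VviMYBPA1* and VIT_219s0014g04980 had Pearson's r 0.930 (exact permutation p = 0.0139, Benjamini-Hochberg value 0.0486) and Spearman's rho 0.771 (exact permutation p = 0.103, Benjamini-Hochberg value 0.196) in “CS”, and r was 0.114 without winter E-L 35 and winter E-L 38. In “Riesling” they had Pearson's r 0.840 (exact permutation p = 0.0361, Benjamini-Hochberg value 0.102) and Spearman's rho 0.600 (exact permutation p = 0.242, Benjamini-Hochberg value 0.338), and r was 0.027 without summer E-L 35 and winter E-L 38. With VIT_202s0025g01260 the relation was Pearson's r 0.608 (exact permutation p = 0.181, Benjamini-Hochberg value 0.278) and Spearman's rho 0.771 (exact permutation p = 0.103, Benjamini-Hochberg value 0.196) in “CS”, and r was 0.584 without winter E-L 35 and winter E-L 38. For VIT_202s0025g01260 in “Riesling” it was Pearson's r 0.935 (exact permutation p = 0.0125, Benjamini-Hochberg value 0.0486) and Spearman's rho 0.829 (exact permutation p = 0.0583, Benjamini-Hochberg value 0.153), and r was 0.365 without summer E-L 35 and winter E-L 38. Of these 4 of the 21 relations, those with VIT_219s0014g04980 in both cultivars and with VIT_202s0025g01260 in “Riesling” rest on the conditions left out. The call of *VviMYBPA1* in “CS” at E-L 35 was lost in 1 of the 6 fits that each left out 1 library, with an adjusted p of 0.0103 in edgeR without “CS” winter E-L 35 replicate 3. *VviMYBPA1* lost its call in “Riesling” at E-L 35 in 4 of the 6 fits with 1 library left out, and had an adjusted p of 0.356 in edgeR without “Riesling” summer E-L 35 replicate 3.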

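*VviMYBC2-L1* (VIT_201s0011g04760), on chromosome 1 of genome 12X V2 from 4329784 to 4331896, had 25.9 ± 2.23 (SD, n = 3) FPKM in winter and 10.9 ± 0.259 (SD, n = 3) in summer berries of “CS” at E-L 36, with a log2 fold change of 1.40 (SE 0.15, adjusted p = 2.9e-08) in edgeR. *VviMYBC2-L3* (VIT_214s0006g01620), on chromosome 14 from 17967792 to 17969553, had 2.34 ± 0.487 (SD, n = 3) and 0.390 ± 0.0600 (SD, n = 3) there, with 2.73 (SE 0.71, adjusted p = 0.00372) in edgeR. *VviMYB4a* (VIT_203s0038g02310), on chromosome 3 from 1584039 to 1585078, changed by 1.23 (SE 0.13, adjusted p = 2.2e-08) in “CS” and 1.33 (SE 0.13, adjusted p = 2.0e-08) in “Riesling” at E-L 36, in edgeR. The call of *VviMYBC2-L3* in “CS” at E-L 36 was lost in 5 of the 6 fits that each left out 1 library, with an adjusted p of 0.0189 in edgeR without “CS” summer E-L 36 replicate 3.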

Interestingly, the expression of two negative regulators, VviMYBC2-L1 and VviMYBC2-L3, was significantly upregulated at E-L 36 by winter cropping in “CS”; VviMYB4a was significantly upregulated as well, and it might negatively regulate flavonoid or phenolic acid synthesis (Cavallini et al., 2015). MYB14 and MYB15 were two TFs demonstrated to specifically activate STS genes (Höll et al., 2013). 

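*VviMYB15* (VIT_205s0049g01020), on chromosome 5 of genome 12X V2 from 8046668 to 8048621, rose in “CS” winter berries by 1.92 (SE 0.32, adjusted p = 2.9e-05) at E-L 35, 3.53 (SE 0.36, adjusted p = 9.8e-09) at E-L 36 and 1.65 (SE 0.32, adjusted p = 0.000101) at E-L 38, and in “Riesling” by 2.63 (SE 0.34, adjusted p = 1.0e-07) at E-L 38, in edgeR. At E-L 36 the effect differed between the cultivars by -2.48 (SE 0.46, adjusted p = 0.000285) in edgeR. *VviMYB14* (VIT_207s0005g03340), on chromosome 7 from 6210736 to 6212914, was not called in either cultivar, with 2.18 (SE 0.79, adjusted p = 0.0295) at E-L 36 in “CS” in edgeR as its largest change. Between *VviMYB15* and the summed STS transcripts, the 6 conditions of “CS” gave Pearson's r 0.929 (exact permutation p = 0.00278, Benjamini-Hochberg value 0.0292) and Spearman's rho 0.943 (exact permutation p = 0.0167, Benjamini-Hochberg value 0.0875), and r was 0.756 without summer E-L 35 and summer E-L 36. *VviMYB14* and the summed STS transcripts had Pearson's r 0.687 (exact permutation p = 0.100, Benjamini-Hochberg value 0.191) and Spearman's rho 0.886 (exact permutation p = 0.0333, Benjamini-Hochberg value 0.117) in “CS”, and r was 0.892 without summer E-L 36 and summer E-L 38. In “Riesling” *VviMYB14* had Pearson's r 0.928 (exact permutation p = 0.00139, Benjamini-Hochberg value 0.0292) and Spearman's rho 1.000 (exact permutation p = 0.00278, Benjamini-Hochberg value 0.0583), and r was 0.899 without summer E-L 38 and winter E-L 38. For *VviMYB15* in “Riesling” the relation was Pearson's r 0.545 (exact permutation p = 0.242, Benjamini-Hochberg value 0.317) and Spearman's rho 0.257 (exact permutation p = 0.658, Benjamini-Hochberg value 0.691), and r was -0.091 without summer E-L 38 and winter E-L 38. These are 4 of the 21 relations, and the mean of “Riesling” summer E-L 36 in them rests on replicate 3.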

The expressions of *VviMYB14* and *VviMYB15* matched well with STSs profiles in “CS” rather than in “Riesling,” suggesting different transcriptional regulation of stilbene biosynthesis in two varieties.

In *V. vinifera* grapes, two *VviMYBA* genes in a single gene cluster are responsible for berry color variation and anthocyanin accumulation, among which are the *VviMYBA1* and *VviMYBA2* genes encoding putative regulators of anthocyanin biosynthesis in red grapes (but these genes are non-functional in white grapes), while *VviMYBA3* is only statistically associated with berry color without functional validation (Walker et al., 2007; Fournier-Level et al., 2009). These three *VviMYBAs* showed similar expression patterns in “CS,” namely, they were significantly upregulated by winter cropping, especially at E-L 35 and E-L 36, in parallel with the expression profiles of *VviUFGT*, *VviAOMT*, and *Vvi3AT*, and the evolution of anthocyanin levels. 

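The paper lists 2 transcripts as *VviMYBA1*, VIT_202s0033g00410, on chromosome 2 of genome 12X V2 from 14239584 to 14240983, and VIT_202s0033g00380, on chromosome 2 from 14179439 to 14179684. VIT_202s0033g00410 was not called in either cultivar, and its change in “CS” was 1.00 (SE 0.45, adjusted p = 0.0852) at E-L 35 and 0.87 (SE 0.44, adjusted p = 0.129) at E-L 36 in edgeR. VIT_202s0033g00380 changed by 2.01 (SE 0.52, adjusted p = 0.00364) at E-L 35 and 2.85 (SE 0.55, adjusted p = 0.000176) at E-L 36 in “CS”, in edgeR. *VviMYBA2* (VIT_202s0033g00390) changed by 2.02 (SE 0.47, adjusted p = 0.00119), 2.33 (SE 0.47, adjusted p = 0.000285) and 1.56 (SE 0.47, adjusted p = 0.00750) in “CS” at E-L 35, E-L 36 and E-L 38, in edgeR. *VviMYBA3* (VIT_202s0033g00450) changed by 1.99 (SE 0.40, adjusted p = 0.000237), 2.94 (SE 0.41, adjusted p = 2.3e-06) and 2.45 (SE 0.44, adjusted p = 4.0e-05) at the same stages in edgeR, and its level was 54.4 ± 8.27 (SD, n = 3) FPKM in winter and 7.83 ± 0.325 (SD, n = 3) in summer at E-L 36. In “Riesling” at E-L 36, *VviMYBA2* changed by 2.24 (SE 0.48, adjusted p = 0.000756) and *VviMYBA3* by 2.94 (SE 0.44, adjusted p = 1.2e-05) in edgeR. Against the libraries labelled “Riesling” summer E-L 38, winter berries were higher by 7.21 (SE 0.75, adjusted p = 2.7e-09) on the log2 scale for *VviMYBA2*, at least 26.7-fold higher (adjusted p = 1.3e-07) for VIT_202s0033g00380 and at least 52.6-fold higher (adjusted p = 4.3e-09) for *VviMYBA3*, in edgeR. VIT_202s0033g00380 lost its call in “CS” at E-L 35 in 3 of the 6 fits with 1 library left out, and had an adjusted p of 0.0234 in edgeR without “CS” summer E-L 35 replicate 3. The call of *VviMYBA2* in “CS” at E-L 38 was lost in 4 of the 6 fits that each left out 1 library, with an adjusted p of 0.0701 in edgeR without “CS” winter E-L 38 replicate 1.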

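*VviMYCA1*, on chromosome 15 of genome 12X V2 from 19338540 to 19344329, had its largest season effect in “Riesling” at E-L 35, with 0.46 (SE 0.11, adjusted p = 0.00214) in edgeR, and in “CS” at E-L 38, with -0.31 (SE 0.12, adjusted p = 0.0323). *VviMYC1*, on chromosome 7 from 1386781 to 1392990, had 0.47 (SE 0.13, adjusted p = 0.00520) in “CS” at E-L 35 and 0.58 (SE 0.13, adjusted p = 0.00133) in “Riesling” at E-L 36 in edgeR. Of the 6 comparisons for each gene, 3 for *VviMYCA1* and 3 for *VviMYC1* had an unadjusted p under 0.05 and 0 reached a fold change of 2.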

More recently, two bHLH proteins of VviMYC1 (VIT_207s0104g00090) and VviMYCA1 (VIT_215s0046g02560) were demonstrated to promote anthocyanin accumulation in cooperative interaction with VviMYBA1 (Matus et al., 2010; Hichri et al., 2011), the transcripts of which showed no significant variation between the two cropping cycles. *VviWDR1* (VIT_216s0098g00870), which contributed positively to the accumulation of anthocyanins, was downregulated by winter cropping at E-L 38, contrary to the expression change of *VviMYBA1*.

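*VviWDR1*, on chromosome 16 of genome 12X V2 from 21201188 to 21204083, changed by -1.04 (SE 0.16, adjusted p = 4.7e-06) in “CS” and -0.76 (SE 0.16, adjusted p = 0.000174) in “Riesling” at E-L 38, in edgeR, and only the former passed a fold change of 2. Its levels in “CS” at E-L 38 were 12.3 ± 2.58 (SD, n = 3) FPKM in winter and 24.7 ± 1.16 (SD, n = 3) in summer berries. *VviWDR1* lost its call in “CS” at E-L 38 in 1 of the 6 fits with 1 library left out, and had a log2 fold change of -0.89 without “CS” winter E-L 38 replicate 1.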

In fact, apart from the widely acknowledged MYB, bHLH, and WD40 TFs, some regulators that belong to the WRKY, AP2/ERF, MADS-box, GATA, and bZIP families were also positively or negatively involved in flavonoid metabolisms (reviewed by Hichri et al., 2011). A recently identified TF of VvibZIPC22 is involved in the regulation of flavonoid biosynthesis, the expression of which was induced by UV light, paralleled by accumulation of the *VviFLS4* transcript and flavonol compounds (Malacarne et al., 2016). In the present research, *VvibZIPC22* was significantly upregulated by winter cropping in both varieties, in good agreement with the accumulation of flavonols. However, no correlation was found between the expression profiles of *VviFLS4* and *VvibZIPC22*. It is relevant to mention the photomorphogenic factors from the bZIP family, which play important roles in mediating light-dependent flavonoid regulation, especially the biosynthesis of flavonols (Loyola et al., 2016; Matus, 2016). 

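*VvibZIPC22* (VIT_207s0005g01450), on chromosome 7 of genome 12X V2 from 3987031 to 3988120, changed by 1.69 (SE 0.26, adjusted p = 8.4e-06) at E-L 35 and 1.65 (SE 0.29, adjusted p = 5.3e-05) at E-L 36 in “CS”, in edgeR. In “Riesling” it changed by 1.68 (SE 0.26, adjusted p = 1.1e-05) at E-L 35 and 1.12 (SE 0.27, adjusted p = 0.000731) at E-L 38, in edgeR. Its level at E-L 35 was 74.2 ± 11.8 (SD, n = 3) FPKM in winter and 23.5 ± 5.12 (SD, n = 3) in summer berries of “CS”.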

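Between *VvibZIPC22* and *VviFLS4*, the 6 conditions of “CS” gave Pearson's r -0.420 (exact permutation p = 0.382, Benjamini-Hochberg value 0.446) and Spearman's rho -0.600 (exact permutation p = 0.242, Benjamini-Hochberg value 0.338), and r was -0.083 without summer E-L 36 and winter E-L 35. In “Riesling” they had Pearson's r -0.300 (exact permutation p = 0.624, Benjamini-Hochberg value 0.624) and Spearman's rho -0.257 (exact permutation p = 0.658, Benjamini-Hochberg value 0.691), and r was -0.459 without summer E-L 38 and winter E-L 35. They are 2 of the 21 relations computed.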

Many components in the UV-B signaling pathway that specifically perceive UV-B radiation have been identified in *V. vinifera*, including UV-B RECEPTOR 1 (UVR1, VIT_207s0031g02560), two ELONGATED HYPOCOTYL 5 grape homologs (HY5, VIT_204s0008g05210; HYH, VIT_205s0020g01090), and two CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1-1, VIT_212s0059g01420; COP1-2, VIT_210s0523g00030), which could mediate flavonol biosynthesis in grapes under UV-B exposure (Carbonell-Bejerano et al., 2014; Liu et al., 2015; Loyola et al., 2016). In southern China, UV-B radiation was shown to be higher in the summer, due to stronger sunlight and a longer duration of sunlight, although we did not detect the precise daily dose of UV-B. Concomitantly, most genes involved in the UV-B response pathway were significantly repressed in the winter cropping, except for *VviCOP1-1* (Supplementary Table S3), which aligns with the climatic conditions. 

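Of the 5 UV-B transcripts, 1, 4 and 1 were called lower in “CS” winter berries at E-L 35, E-L 36 and E-L 38, with 0 higher, and 1, 1 and 2 were lower and 0, 0 and 1 higher in “Riesling”. The counts adjusted over the list alone in edgeR were the same. *VviHY5* (VIT_204s0008g05210), on chromosome 4 of genome 12X V2 from 4716002 to 4719745, changed by -1.76 (SE 0.18, adjusted p = 2.3e-08), -2.52 (SE 0.18, adjusted p = 2.2e-11) and -2.25 (SE 0.18, adjusted p = 6.4e-11) in “CS” at the 3 stages, in edgeR. In “Riesling” *VviHY5* changed by -1.96 (SE 0.19, adjusted p = 7.3e-09) at E-L 35 and -1.40 (SE 0.17, adjusted p = 5.5e-08) at E-L 38, and at E-L 36 the cultivars differed by 1.91 (SE 0.25, adjusted p = 3.4e-06), in edgeR. *VviHYH* (VIT_205s0020g01090) changed at E-L 36 by -1.22 (SE 0.27, adjusted p = 0.000761) in “CS” and -1.23 (SE 0.26, adjusted p = 0.000796) in “Riesling”, in edgeR. *VviUVR1* (VIT_207s0031g02560) was lower with a log2 fold change of -1.48 (SE 0.13, adjusted p = 1.2e-09) in “CS” at E-L 36 and -1.34 (SE 0.13, adjusted p = 8.0e-10) in “Riesling” at E-L 38, in edgeR. *VviCOP1-2* (VIT_210s0523g00030) was called in “CS” at E-L 36, with -1.05 (SE 0.11, adjusted p = 1.7e-08), and *VviCOP1-1* (VIT_212s0059g01420) in “Riesling” at E-L 38, with 1.49 (SE 0.10, adjusted p = 1.0e-12) in edgeR. The call of *VviCOP1-2* in “CS” at E-L 36 was lost in 2 of the 6 fits that each left out 1 library, with a log2 fold change of -0.98 without “CS” summer E-L 36 replicate 1.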

Solar UV radiation was shown to enhance flavonol accumulation (Carbonell-Bejerano et al., 2014; Loyola et al., 2016). However, the changes in *VviUVR1*, *VviHY5*, and *VviHYH* expression could not match the flavonol variation between the two cropping cycles, which might be resulted from temperature-responsive changes in HY5 levels, since HY5 protein has been shown to degrade at high temperature (Kim et al., 2017; Park et al., 2017).

### Seasonal Response of Plant Hormone-Related Genes

Based on many years of cultivation experiences, grape farmers found the progression of ripening was different between the two cropping cycles. Since plant hormones play important roles in the ripening process of fruit, the expression of ABA and ethylene associated genes was analyzed. It was thought that *VviNCED* (*9-cis-epoxycarotenoid dioxygenase*) encodes the key enzyme for the bulk of ABA biosynthesis, and its expression correlated well with ABA accumulation (Sun et al., 2010; Young et al., 2012). 

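*VviNCED2*, on chromosome 10 of genome 12X V2 from 6374432 to 6376728, had 12.4 ± 0.751 at E-L 35, 5.57 ± 0.665 at E-L 36 and 3.48 ± 0.624 at E-L 38 FPKM in “CS” summer and 21.4 ± 1.65 at E-L 35, 8.90 ± 0.935 at E-L 36 and 4.72 ± 1.47 at E-L 38 in “CS” winter berries (SD, n = 3). In “Riesling” it had 5.99 ± 4.08 at E-L 35, 7.29 ± 1.42 at E-L 36 and 4.56 ± 1.87 at E-L 38 in summer, the last from the libraries labelled E-L 38, and 7.62 ± 3.58 at E-L 35, 7.89 ± 2.28 at E-L 36 and 2.17 ± 0.466 at E-L 38 in winter berries. *VviNCED3*, on chromosome 19 from 17645348 to 17647649, had 7.77 ± 2.26 at E-L 35, 5.67 ± 0.712 at E-L 36 and 2.34 ± 0.234 at E-L 38 in “CS” summer and 91.3 ± 4.15 at E-L 35, 22.3 ± 2.82 at E-L 36 and 13.7 ± 4.41 at E-L 38 in “CS” winter berries (SD, n = 3). In “Riesling” *VviNCED3* had 6.04 ± 1.28 at E-L 35, 8.40 ± 0.192 at E-L 36 and 6.38 ± 1.38 at E-L 38 in summer and 22.7 ± 11.3 at E-L 35, 16.9 ± 5.83 at E-L 36 and 3.20 ± 0.540 at E-L 38 in winter berries. From E-L 35 to E-L 38, *VviNCED3* fell by 2.75 on the log2 scale (SE 0.30, adjusted p = 9.8e-09) in “CS” winter berries and fell by 2.71 on the log2 scale (SE 0.32, adjusted p = 4.5e-08) in “Riesling” winter berries, in edgeR.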

The transcript abundances of *VviNCED2* (VIT_210s0003g03750) and *VviNCED3* (VIT_219s0093g00550) peaked at E-L 35 in both varieties, and they decreased after veraison. It was clear that the winter cropping upregulated three *VviNCEDs* in “CS,” especially *VviNCED3*, which showed massive fold-changes in all of the berry stages. 

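In “CS” winter berries, *VviNCED3* was higher by 3.58 (SE 0.31, adjusted p = 1.1e-09) at E-L 35, 2.12 (SE 0.30, adjusted p = 2.9e-06) at E-L 36 and 2.50 (SE 0.34, adjusted p = 5.5e-07) at E-L 38 on the log2 scale, in edgeR. *VviNCED6* (VIT_205s0051g00670), on chromosome 5 of genome 12X V2 from 11589343 to 11591102, was higher by 1.27 (SE 0.33, adjusted p = 0.00346), 1.66 (SE 0.35, adjusted p = 0.000382) and 1.48 (SE 0.36, adjusted p = 0.00120), in edgeR. *VviNCED2* did not reach a fold change of 2, with 0.84 (SE 0.36, adjusted p = 0.0642), 0.83 (SE 0.38, adjusted p = 0.0848) and 0.37 (SE 0.41, adjusted p = 0.479) in edgeR. *VviNCED6* lost its call in “CS” at E-L 35 in 4 of the 6 fits with 1 library left out, and had an adjusted p of 0.0371 in edgeR without “CS” winter E-L 35 replicate 1. The call of *VviNCED6* in “CS” at E-L 38 was lost in 1 of the 6 fits that each left out 1 library, with an adjusted p of 0.0220 in edgeR without “CS” winter E-L 38 replicate 1.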

In “Riesling,” *VviNCED3* was upregulated at E-L 35 while *VviNCED6* was significantly promoted at E-L 36 (**Figure 7** and Supplementary Table S4). 

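In “Riesling” *VviNCED3* changed by 1.95 (SE 0.30, adjusted p = 1.3e-05) at E-L 35 and 1.17 (SE 0.29, adjusted p = 0.00307) at E-L 36 in edgeR. *VviNCED6* changed by 1.80 (SE 0.34, adjusted p = 0.000184) at E-L 36 and, against the summer libraries labelled E-L 38, by 2.56 (SE 0.40, adjusted p = 2.6e-06), in edgeR. The effect on *VviNCED3* differed between the cultivars at E-L 38, by -3.44 (SE 0.47, adjusted p = 6.1e-06) in edgeR. *VviNCED3* lost its call in “Riesling” at E-L 36 in 4 of the 6 fits with 1 library left out, and had an adjusted p of 0.0214 in edgeR without “Riesling” winter E-L 36 replicate 1.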

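The ABA 8′-hydroxylase VIT_202s0087g00710, on chromosome 2 of genome 12X V2 from 18248487 to 18251696, changed by 1.56 (SE 0.44, adjusted p = 0.00609) at E-L 35 and 2.45 (SE 0.49, adjusted p = 0.000239) at E-L 36 in “CS”, in edgeR. In “Riesling” it changed by 1.67 (SE 0.47, adjusted p = 0.00594), 1.72 (SE 0.44, adjusted p = 0.00395) and 1.80 (SE 0.48, adjusted p = 0.00190) at E-L 35, E-L 36 and E-L 38, in edgeR. Its level in “CS” at E-L 36 was 6.58 ± 2.01 (SD, n = 3) FPKM in winter and 1.37 ± 0.537 (SD, n = 3) in summer berries. The call of the ABA 8′-hydroxylase in “CS” at E-L 35 was lost in 5 of the 6 fits that each left out 1 library, with an adjusted p of 0.0329 in edgeR without “CS” summer E-L 35 replicate 2. The ABA 8′-hydroxylase lost its call in “Riesling” at E-L 35 in 4 of the 6 fits with 1 library left out, and had an adjusted p of 0.0407 in edgeR without “Riesling” summer E-L 35 replicate 1. The call of the ABA 8′-hydroxylase in “Riesling” at E-L 36 was lost in 3 of the 6 fits that each left out 1 library, with an adjusted p of 0.0327 in edgeR without “Riesling” summer E-L 36 replicate 1. The ABA 8′-hydroxylase lost its call in “Riesling” at E-L 38 in 1 of the 6 fits with 1 library left out, and had an adjusted p of 0.0144 in edgeR without “Riesling” summer E-L 38 replicate 3.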

The relative expression of genes involved in ABA catabolism, such as ABA 8′-hydroxylase (VIT_202s0087g00710), was also significantly increased in both varieties. ABA plays a crucial role in response to a variety of abiotic stresses, such as drought, salinity, and extreme temperature. Thus, the drought due to low rainfall in the winter cropping had a more pronounced influence on ABA induction. 

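Of the 4 *VviPYR1/PYL/RCAR* transcripts, VIT_205s0077g01550 was called in “CS” at E-L 35 only, with 5.19 (SE 1.47, adjusted p = 0.00633) in edgeR. VIT_202s0012g01270 was called at E-L 35 in “CS”, with 1.05 (SE 0.21, adjusted p = 0.000268), at E-L 36 in “Riesling”, with 1.78 (SE 0.22, adjusted p = 9.6e-07), and it was lower in “Riesling” at E-L 38, with -1.97 (SE 0.23, adjusted p = 3.1e-08) in edgeR. VIT_215s0046g01050 rose in “CS” by 1.49 (SE 0.15, adjusted p = 6.8e-09) at E-L 36 and 1.68 (SE 0.14, adjusted p = 8.5e-11) at E-L 38, and in “Riesling” by 1.45 (SE 0.14, adjusted p = 3.8e-10) at E-L 38, in edgeR. The remaining transcript, VIT_214s0066g00275, was called lower in “CS” winter berries at 1 stage and was not called in “Riesling”. Of the 12 *VviPP2C* transcripts, 4, 4 and 6 were called higher in “CS” at E-L 35, E-L 36 and E-L 38 and 3, 1 and 6 in “Riesling”, and 0, 2 and 1 lower in “CS” and 0, 0 and 1 in “Riesling”. The largest increase in “CS” was that of VIT_216s0050g02680, on chromosome 16 of genome 12X V2 from 19697155 to 19699942, with 6.02 (SE 0.41, adjusted p = 1.3e-11) at E-L 36 in edgeR, and the interaction there was -4.78 (SE 0.51, adjusted p = 1.9e-07). VIT_211s0016g03180 was called at all 3 stages in “CS”, with 1.40 (SE 0.21, adjusted p = 6.2e-06), 2.04 (SE 0.21, adjusted p = 2.2e-08) and 2.76 (SE 0.23, adjusted p = 1.3e-10) in edgeR. VIT_201s0011g03910 was lower in “CS”, with a log2 fold change of -1.78 (SE 0.30, adjusted p = 2.8e-05) at E-L 36 and -2.17 (SE 0.30, adjusted p = 8.6e-07) at E-L 38, and VIT_206s0004g06840 with -1.14 (SE 0.30, adjusted p = 0.00382) at E-L 36, in edgeR. In “Riesling” VIT_206s0004g06840 was lower with a log2 fold change of -1.04 (SE 0.30, adjusted p = 0.00396) at E-L 38, in edgeR. The call of VIT_205s0077g01550 in “CS” at E-L 35 was lost in 5 of the 6 fits that each left out 1 library, with an adjusted p of 0.0331 in edgeR without “CS” summer E-L 35 replicate 1. VIT_202s0012g01270 lost its call in “CS” at E-L 35 in 2 of the 6 fits with 1 library left out, and had a log2 fold change of 0.91 without “CS” summer E-L 35 replicate 2. The call of VIT_206s0004g06840 in “CS” at E-L 36 was lost in 4 of the 6 fits that each left out 1 library, with an adjusted p of 0.0379 in edgeR without “CS” winter E-L 36 replicate 2. VIT_206s0004g06840 lost its call in “Riesling” at E-L 38 in 5 of the 6 fits with 1 library left out, and had an adjusted p of 0.0195 in edgeR without “Riesling” summer E-L 38 replicate 1.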

In the ABA signaling pathway, the transcript abundances of *VviPYR1/PYL/RCAR* (VIT_205s0077g01550, VIT_202s0012g01270, VIT_215s0046g01050) were significantly increased in winter cropping berries, while the expressions of *VviPP2Cs* (*protein phosphatase 2C*) were also significantly upregulated, except for two transcripts (VIT_201s0011g03910, VIT_206s0004g06840), which showed significant declines after veraison. 

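Of the 6 *VviSnRK2* transcripts, 1, 2 and 2 were called higher in “CS” winter berries at E-L 35, E-L 36 and E-L 38 and 1, 0 and 1 lower, and in “Riesling” 1, 0 and 2 were higher and 1, 0 and 3 lower. VIT_202s0236g00130, on chromosome 2 of genome 12X V2 from 5557323 to 5562814, rose at E-L 35 by 1.38 (SE 0.14, adjusted p = 1.5e-08) in “CS” and 1.38 (SE 0.14, adjusted p = 2.1e-08) in “Riesling”, in edgeR. VIT_207s0197g00080 fell at E-L 35, with -1.94 (SE 0.34, adjusted p = 5.5e-05) in “CS” and -1.78 (SE 0.31, adjusted p = 5.4e-05) in “Riesling”, in edgeR.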

For *VviSnRK2s* (*sucrose-non-fermenting1-related kinase 2*), both upregulated and downregulated transcripts were identified between two cropping cycles. ABA responsive element binding factors play a crucial role in ABA-dependent gene activation. 

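*VviABF2* (VIT_218s0001g10450), on chromosome 18 of genome 12X V2 from 8761842 to 8770022, was called in “CS” at E-L 35, with 1.08 (SE 0.10, adjusted p = 4.0e-09), and the cultivars differed there by -0.88 (SE 0.14, adjusted p = 0.000386), in edgeR. VIT_204s0069g01150 was lower in “CS”, with a log2 fold change of -1.88 (SE 0.44, adjusted p = 0.00137) at E-L 35 and -1.76 (SE 0.43, adjusted p = 0.00131) at E-L 38, in edgeR. VIT_212s0028g01380 was at least 9.53-fold lower (adjusted p = 4.5e-06) in “CS” winter berries at E-L 35, where winter counts were at most 3 per library, and changed by -1.76 (SE 0.45, adjusted p = 0.00308) in “Riesling”, in edgeR. VIT_205s0077g01140 rose at E-L 38 by 1.95 (SE 0.22, adjusted p = 3.0e-08) in “CS” and 1.86 (SE 0.21, adjusted p = 1.1e-08) in “Riesling”, in edgeR. The call of VIT_204s0069g01150 in “CS” at E-L 35 was lost in 1 of the 6 fits that each left out 1 library, with an adjusted p of 0.0148 in edgeR without “CS” winter E-L 35 replicate 2. VIT_212s0028g01380 lost its call in “Riesling” at E-L 35 in 3 of the 6 fits with 1 library left out, and had an adjusted p of 0.0279 in edgeR without “Riesling” summer E-L 35 replicate 3.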

There were no significant changes in the gene expression of *ABFs* in “Riesling,” while significant downregulation was observed in “CS,” except for *VviABF2* (VIT_218s0001g10450), which was confirmed to modulate ABA-dependent berry ripening processes, such as the promotion of phenolic synthesis and cell wall softening (Nicolas et al., 2014).

**FIGURE 7:**
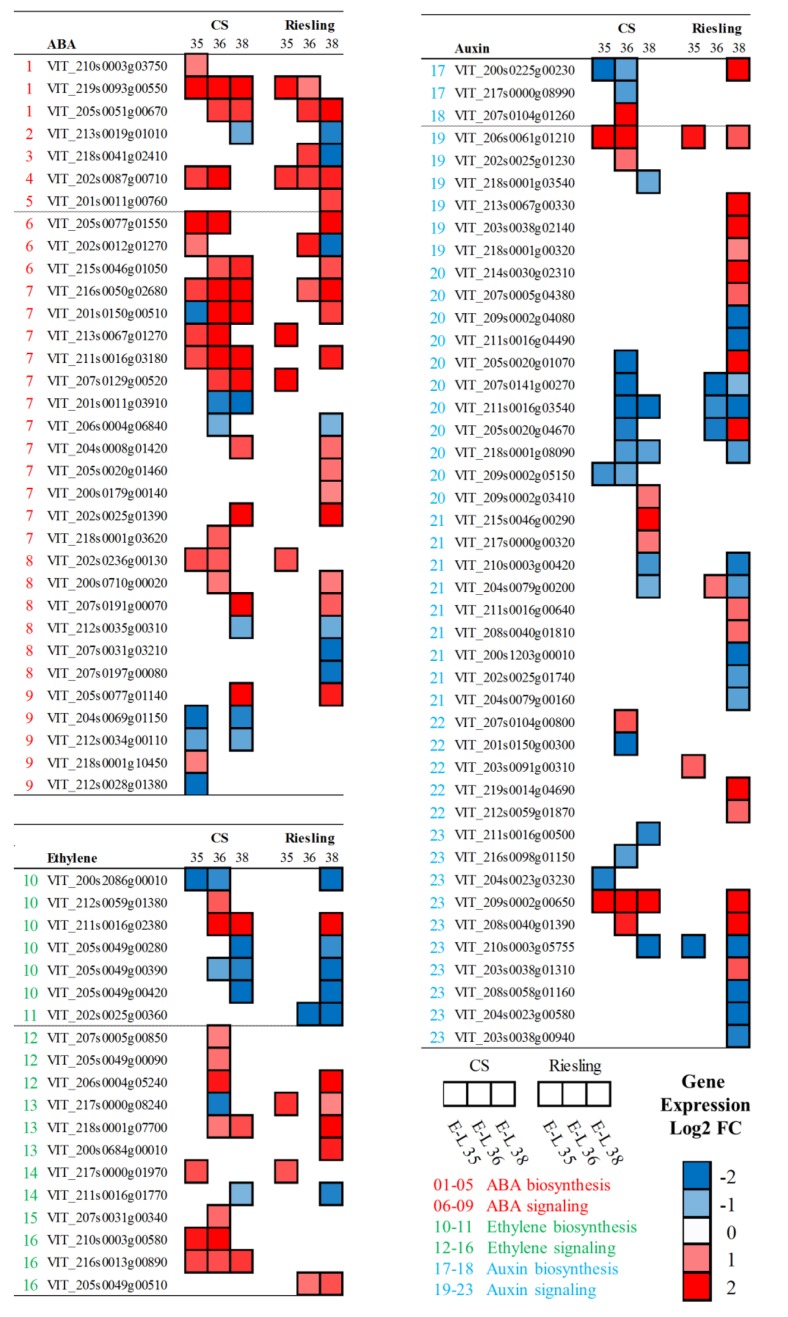
Expression profiles of DEGs related to hormone biosynthesis and signaling pathway during grape development in “CS” and “Riesling” in 2014. The log2-transformed FPKM values (Winter/Summer) are represented by the color map. Blue and red boxes indicate downregulated and upregulated transcripts, respectively, in winter berries versus large berries. The numbers indicate different components. The complete data set can be accessed in Supplementary Table S4.

Considering the important role of ethylene in the ripening process and its cross-talk with ABA (Sun et al., 2010; Cramer et al., 2014), the expression changes in the ethylene biosynthesis and signaling pathways were also analyzed (Supplementary Table S4). Similar to the role of NCED in ABA biosynthesis, 1-aminocyclopropane 1-carboxylate oxidase (ACO) is known to determine the production of ethylene. The transcript accumulation of *VviACO1* was suggested to match the occurrence of the ethylene peak in “CS” clusters (Chervin et al., 2004). 

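*VviACO1*, on the unplaced sequence of genome 12X V2 from 40967346 to 40968706, had 18.2 ± 4.68 at E-L 35, 8.06 ± 0.755 at E-L 36 and 2.57 ± 0.612 at E-L 38 FPKM in “CS” summer and 4.41 ± 0.922 at E-L 35, 2.64 ± 0.409 at E-L 36 and 1.03 ± 0.0503 at E-L 38 in “CS” winter berries (SD, n = 3). In “Riesling” it had 7.31 ± 3.18 at E-L 35, 2.81 ± 0.356 at E-L 36 and 1.39 ± 0.469 at E-L 38 in winter and 15.6 ± 12.7 at E-L 35, 6.69 ± 1.27 at E-L 36 and 14.4 ± 2.000 at E-L 38 in summer berries, the last from the libraries labelled E-L 38. From E-L 35 to E-L 36 it fell by 1.10 on the log2 scale (SE 0.32, adjusted p = 0.0131) in “CS” summer and fell by 0.59 on the log2 scale (SE 0.36, adjusted p = 0.208) in “CS” winter berries, in edgeR. In “Riesling” summer berries it fell by 1.18 on the log2 scale (SE 0.33, adjusted p = 0.00507) from E-L 35 to E-L 36 and rose by 1.20 on the log2 scale (SE 0.33, adjusted p = 0.00412) from there to the libraries labelled E-L 38, in edgeR.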

The study here also showed decreasing expression levels of *VviACO1* (VIT_200s2086g00010) as berry ripening progressed from veraison, except for a sudden rise in the summer grapes of “Riesling” at harvest. The expression of putative *VviACO1* and three other candidate genes (VIT_205s0049g00280, VIT_205s0049g00390, VIT_205s0049g00420) were significantly repressed in winter grapes in both varieties in comparison to their expression in the summer cropping. 

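In “CS” *VviACO1* was lower in winter with a log2 fold change of -1.98 (SE 0.34, adjusted p = 4.1e-05), -1.47 (SE 0.35, adjusted p = 0.00145) and -1.36 (SE 0.43, adjusted p = 0.00956) at E-L 35, E-L 36 and E-L 38, in edgeR. VIT_205s0049g00420, on chromosome 5 of genome 12X V2 from 7461158 to 7463813, was lower in “CS” at all 3 stages, with -1.45 (SE 0.32, adjusted p = 0.000713), -1.72 (SE 0.35, adjusted p = 0.000270) and -2.27 (SE 0.36, adjusted p = 7.0e-06) in edgeR. VIT_205s0049g00390 was lower with a log2 fold change of -1.08 (SE 0.16, adjusted p = 3.8e-06) at E-L 36 and -1.75 (SE 0.17, adjusted p = 1.3e-09) at E-L 38, and VIT_205s0049g00280 with -2.05 (SE 0.16, adjusted p = 2.8e-11) at E-L 38, in “CS” and edgeR. In “Riesling” the 4 transcripts were called only against the summer libraries labelled E-L 38, with -3.30 (SE 0.39, adjusted p = 2.9e-08) for *VviACO1*, -4.23 (SE 0.41, adjusted p = 6.1e-10) for VIT_205s0049g00420, -2.42 (SE 0.17, adjusted p = 1.4e-12) for VIT_205s0049g00390 and -1.52 (SE 0.19, adjusted p = 8.2e-08) for VIT_205s0049g00280, in edgeR. The effects on these 4 genes did not differ between the cultivars at an adjusted p of 0.01 at any stage. A further member of the list, *VviACO3* (VIT_211s0016g02380), rose in “CS” by 5.41 (SE 0.48, adjusted p = 1.1e-09) at E-L 36 and fell in “Riesling” at E-L 35, with -1.69 (SE 0.45, adjusted p = 0.00425), in edgeR. At E-L 38 *VviACO3* was called higher in winter in both cultivars, in “Riesling” against the summer libraries labelled E-L 38. The call of *VviACO1* in “CS” at E-L 36 was lost in 2 of the 6 fits that each left out 1 library, with an adjusted p of 0.0123 in edgeR without “CS” winter E-L 36 replicate 2. *VviACO1* lost its call in “CS” at E-L 38 in 5 of the 6 fits with 1 library left out, and had an adjusted p of 0.0403 in edgeR without “CS” summer E-L 38 replicate 2. The call of VIT_205s0049g00390 in “CS” at E-L 36 was lost in 2 of the 6 fits that each left out 1 library, with a log2 fold change of -0.93 without “CS” summer E-L 36 replicate 2. *VviACO3* lost its call in “Riesling” at E-L 35 in 3 of the 6 fits with 1 library left out, and had an adjusted p of 0.0765 in edgeR without “Riesling” summer E-L 35 replicate 1.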

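*VviACO2* (VIT_212s0059g01380), on chromosome 12 of genome 12X V2 from 6310724 to 6312814, had 53.5 ± 9.68 at E-L 35, 31.9 ± 1.61 at E-L 36 and 68.6 ± 19.5 at E-L 38 FPKM in “CS” summer and 96.8 ± 16.9 at E-L 35, 70.1 ± 16.2 at E-L 36 and 81.2 ± 39.6 at E-L 38 in “CS” winter berries (SD, n = 3). Its season effect in “CS” at E-L 36 was 1.28 (SE 0.36, adjusted p = 0.00586) in edgeR. The call of *VviACO2* in “CS” at E-L 36 was lost in 5 of the 6 fits that each left out 1 library, with an adjusted p of 0.0297 in edgeR without “CS” winter E-L 36 replicate 1.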

The *VviACO2* gene was expressed at high levels throughout berry development, with a significant upregulation in the winter berries of “CS” at post-veraison. 

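The *VviACS* transcript VIT_202s0025g00360, on chromosome 2 of genome 12X V2 from 471971 to 475220, had 15.71 ± 12.5 at E-L 35, 8.93 ± 11.04 at E-L 36 and 6.74 ± 1.200 at E-L 38 FPKM in “Riesling” summer, the last from the libraries labelled E-L 38, and 14.7 ± 3.90 at E-L 35, 1.84 ± 0.415 at E-L 36 and 0.237 ± 0.106 at E-L 38 in “Riesling” winter berries (SD, n = 3). In “CS” it had 3.79 ± 0.588 at E-L 35, 1.79 ± 0.315 at E-L 36 and 0.900 ± 0.305 at E-L 38 in summer and 4.95 ± 0.934 at E-L 35, 3.03 ± 0.852 at E-L 36 and 3.49 ± 3.08 at E-L 38 in winter berries. It was called only in “Riesling” at E-L 38, with -4.73 (SE 0.86, adjusted p = 2.5e-05), and the cultivars differed there by -6.59 (SE 1.13, adjusted p = 0.000104), in edgeR.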

Only one transcript of *VviACS* (*1-aminocyclopropane 1-carboxylate synthase*, VIT_202s0025g00360) was differentially expressed between the two cropping cycles, which peaked at E-L 35 and had higher levels in “Riesling” berries. Interestingly, winter cropping repressed the ethylene biosynthesis pathway, while the ethylene signaling pathway was greatly induced. Particularly, many genes involved in ethylene signaling, such as the ethylene receptors ethylene response 2 (ETR2) and ethylene insensitive 4 (EIN4), the negative regulators constitutive triple response 1 (CTR1), EIN3-binding F-box 1 and 2 (EBF1/2), and ethylene response factor (ERF), were significantly upregulated in winter cropping at different stages in both varieties.

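The ethylene list held 21 transcripts, and 3, 9 and 3 were called higher in “CS” winter berries at E-L 35, E-L 36 and E-L 38 and 2, 4 and 5 lower, and 2, 0 and 6 higher and 2, 0 and 6 lower in “Riesling”, where 12 had an unadjusted p under 0.05 at E-L 36. The higher counts adjusted over the list alone were 4, 9 and 3 in “CS” and 4, 0 and 6 in “Riesling” in edgeR, and the list is not independent evidence because part of it was chosen on these libraries. In all 6 fits with 1 library left out, 4, 8 and 6 of the calls in “CS” and 2, 0 and 11 of those in “Riesling” held. The replicate number as a block gave, in “Riesling” at E-L 36, 1 call higher and 1 lower. Of the 14 signalling transcripts alone, 3, 7 and 2 were higher and 0, 1 and 1 lower in “CS”, and 2, 0 and 5 higher and 1, 0 and 1 lower in “Riesling”. *VviETR* VIT_207s0005g00850 and VIT_205s0049g00090 rose in “CS” at E-L 36 by 1.17 (SE 0.16, adjusted p = 1.5e-06) and 1.10 (SE 0.21, adjusted p = 0.000176), and VIT_205s0049g00090 fell in “Riesling” at E-L 35, with -1.10 (SE 0.21, adjusted p = 0.000163), in edgeR. *VviEIN4* (VIT_206s0004g05240), on chromosome 6 of genome 12X V2 from 6143327 to 6144982, rose in “CS” by 1.37 (SE 0.41, adjusted p = 0.00985) at E-L 35 and 1.95 (SE 0.47, adjusted p = 0.00168) at E-L 36 and was at least 7.15-fold higher (adjusted p = 2.4e-06) in “Riesling” at E-L 38, in edgeR. *VviCTR1* VIT_218s0001g07700 rose at E-L 38 by 1.36 (SE 0.39, adjusted p = 0.00510) in “CS” and 1.76 (SE 0.38, adjusted p = 0.000232) in “Riesling”, in edgeR. *VviCTR1* VIT_217s0000g08240 was lower in “CS” at E-L 36, with -1.71 (SE 0.30, adjusted p = 4.8e-05), and higher in “Riesling” at E-L 35, with 1.62 (SE 0.30, adjusted p = 8.6e-05), in edgeR. *VviEBF1/2* (VIT_207s0031g00340) was called in “CS” at E-L 36, with 1.34 (SE 0.16, adjusted p = 1.7e-07), and the cultivars differed there by -1.02 (SE 0.22, adjusted p = 0.00132), in edgeR. Of the *VviERF1/2* transcripts, VIT_216s0013g00890 rose in “CS” by 1.51 (SE 0.34, adjusted p = 0.000853), 1.54 (SE 0.34, adjusted p = 0.000757) and 1.53 (SE 0.35, adjusted p = 0.000551) at the 3 stages, VIT_210s0003g00580 by 2.48 (SE 0.68, adjusted p = 0.00483) at E-L 36, and VIT_205s0049g00510 in “Riesling” by 1.43 (SE 0.35, adjusted p = 0.000912) at E-L 38, in edgeR. VIT_205s0049g00090 lost its call in “Riesling” at E-L 35 in 1 of the 6 fits with 1 library left out, and had a log2 fold change of -0.62 without “Riesling” summer E-L 35 replicate 3. The call of *VviEIN4* in “CS” at E-L 35 was lost in 5 of the 6 fits that each left out 1 library, with an adjusted p of 0.106 in edgeR without “CS” winter E-L 35 replicate 1. *VviEIN4* lost its call in “CS” at E-L 36 in 1 of the 6 fits with 1 library left out, and had an adjusted p of 0.0104 in edgeR without “CS” summer E-L 36 replicate 2. The call of VIT_218s0001g07700 in “CS” at E-L 38 was lost in 5 of the 6 fits that each left out 1 library, with an adjusted p of 0.0212 in edgeR without “CS” summer E-L 38 replicate 2. VIT_210s0003g00580 lost its call in “CS” at E-L 36 in 4 of the 6 fits with 1 library left out, and had an adjusted p of 0.0245 in edgeR without “CS” summer E-L 36 replicate 3.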

Auxin plays positive roles in plant growth and delays ripening-associated processes. In grape berries, auxin is produced through the combined action of tryptophan aminotransferase related (TAR) and YUCCA (YUC) proteins in a two-step biosynthesis pathway (Böttcher et al., 2013). 

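The auxin list held 51 transcripts of *VviTAR*, *VviYUCCA*, *VviAUX1*, *VviTIR1*, *VviAUX/IAA*, *VviARF*, *VviGH3* and *VviSAUR*. Counting those with a mean of at least 1 FPKM in 1 stage, the highest mean fell at E-L 35 in “CS” summer berries for 22 of 45 transcripts, at E-L 36 for 6 and at E-L 38 for 17. In “CS” winter berries 20 at E-L 35, 4 at E-L 36 and 23 at E-L 38 had their highest mean, and in “Riesling” winter berries 23 at E-L 35, 9 at E-L 36 and 16 at E-L 38. “Riesling” summer berries had 19 at E-L 35, 23 at E-L 36 and 4 in the libraries labelled E-L 38. Between the seasons, 2, 7 and 9 were called higher and 5, 11 and 10 lower in “CS” winter berries at the 3 stages, and 7, 2 and 15 higher and 4, 4 and 15 lower in “Riesling”. Adjusted over the list alone, 2, 8 and 9 were higher and 6, 12 and 10 lower in “CS”, and 7, 2 and 15 higher and 4, 4 and 15 lower in “Riesling”, in edgeR, for a list partly chosen on these libraries. In all 6 fits that each left out 1 library, 6, 13 and 12 calls held in “CS” and 4, 3 and 27 in “Riesling”.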

As expected, many transcripts in the auxin biosynthesis and signaling pathways were expressed in developing berries, peaking at E-L 35. Gene expression of the putative auxin biosynthesis members from the TAR and YUC families was analyzed. Four members of *VviTAR* were downregulated in “CS,” but only *VviTAR1* and *VviTAR2* were differentially expressed. 

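*VviTAR1* (VIT_200s0225g00230), on the unplaced sequence of genome 12X V2 from 14754246 to 14757498, changed in “CS” by -2.37 (SE 0.69, adjusted p = 0.00781) at E-L 35 in edgeR, its only call there. *VviTAR2* (VIT_217s0000g08990), on chromosome 17 from 10559797 to 10565113, changed by -1.26 (SE 0.22, adjusted p = 5.6e-05) at E-L 36 in “CS”, in edgeR. *VviTAR3* (VIT_218s0157g00090) changed by -1.65 (SE 0.45, adjusted p = 0.00489) at E-L 36 and -1.92 (SE 0.51, adjusted p = 0.00277) at E-L 38 in “CS”, in edgeR. *VviTAR4* (VIT_218s0157g00170) was not called, with -1.50 (SE 0.51, adjusted p = 0.0221) at E-L 35 in “CS” in edgeR. The call of *VviTAR1* in “CS” at E-L 35 was lost in 6 of the 6 fits that each left out 1 library, with an adjusted p of 0.0383 in edgeR without “CS” winter E-L 35 replicate 1. *VviTAR3* lost its call in “CS” at E-L 36 in 5 of the 6 fits with 1 library left out, and had an adjusted p of 0.0293 in edgeR without “CS” summer E-L 36 replicate 3. The call of *VviTAR3* in “CS” at E-L 38 was lost in 4 of the 6 fits that each left out 1 library, with an adjusted p of 0.0320 in edgeR without “CS” summer E-L 38 replicate 2.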

Comparing the three developmental stages, the transcript of *VviTAR1* peaked at E-L 36 in summer cropping, while it increased gradually until E-L 38 in winter cropping. Both varieties showed similar expression patterns, but the winter cropping downregulated *VviTAR1* in “CS” while it upregulated the transcript in “Riesling.” 

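The levels of *VviTAR1* in “CS” were 178 ± 16.99 at E-L 35, 334 ± 15.2 at E-L 36 and 215.7 ± 117.7 at E-L 38 FPKM in summer and 33.4 ± 8.83 at E-L 35, 139 ± 22.8 at E-L 36 and 190.3 ± 71.6 at E-L 38 in winter berries (SD, n = 3). In “Riesling” they were 15.4 ± 14.9 at E-L 35, 35.3 ± 16.96 at E-L 36 and 8.47 ± 1.203 at E-L 38 in summer, the last from the libraries labelled E-L 38, and 20.9 ± 22.4 at E-L 35, 55.1 ± 21.8 at E-L 36 and 337 ± 3.10 at E-L 38 in winter berries (SD, n = 3). From E-L 36 to E-L 38 the transcript rose by 0.29 on the log2 scale (SE 0.65, adjusted p = 0.746) in “CS” winter berries and rose by 2.60 on the log2 scale (SE 0.69, adjusted p = 0.00247) in “Riesling” winter berries, in edgeR.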

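In “Riesling” the change of *VviTAR1* was 5.37 (SE 0.80, adjusted p = 1.5e-06) at E-L 38 against the summer libraries labelled E-L 38, in edgeR, and it was not called at E-L 35 or E-L 36. The difference between the cultivars in this effect was 2.73 (SE 0.97, adjusted p = 0.101) at E-L 35 and 5.60 (SE 1.00, adjusted p = 0.000169) at E-L 38, in edgeR.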

The auxin-influx transporter AUX1 mediates the uptake of auxin, and many transcripts encoding AUX1 were upregulated by winter cropping. 

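Of the 6 *VviAUX1* transcripts, 1, 2 and 1 were called higher in “CS” winter berries at E-L 35, E-L 36 and E-L 38 and 0, 0 and 1 lower. In “Riesling” 1, 0 and 4 were higher and 0, 1 and 0 lower. VIT_206s0061g01210, on chromosome 6 of genome 12X V2 from 19000310 to 19004400, rose in “CS” by 3.44 (SE 0.44, adjusted p = 7.5e-07), 3.70 (SE 0.52, adjusted p = 2.1e-06) and 3.49 (SE 0.42, adjusted p = 9.2e-08) at the 3 stages, and in “Riesling” by 1.87 (SE 0.31, adjusted p = 2.5e-05) at E-L 35 and 1.37 (SE 0.31, adjusted p = 0.000345) at E-L 38, in edgeR. VIT_218s0001g03540 was lower in “CS” at E-L 38, with -1.19 (SE 0.27, adjusted p = 0.000616) in edgeR. VIT_218s0001g03540 lost its call in “CS” at E-L 38 in 1 of the 6 fits with 1 library left out, and had a log2 fold change of -0.93 without “CS” winter E-L 38 replicate 1.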

Auxin/indole acetic acid (AUX/IAA) proteins are a family of transcriptional repressors that play a central role in auxin response. Most *VviAUX/IAA* genes were downregulated at E-L 36 in “CS” while in “Riesling,” the effects mainly occurred at E-L 38. In addition, there were many transcripts that also showed upregulation at E-L 38 in “Riesling,” including *VviTAR1* and *VviAUX1*. 

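Of the 11 *VviAUX/IAA* transcripts, 2, 7 and 2 were called lower in “CS” winter berries at E-L 35, E-L 36 and E-L 38 and 0, 0 and 3 higher. In “Riesling” 0, 3 and 4 were lower and 4, 0 and 4 higher at these stages. VIT_211s0016g03540, on chromosome 11 of genome 12X V2 from 2881243 to 2885395, was lower in “CS” with a log2 fold change of -1.51 (SE 0.20, adjusted p = 1.0e-06), -2.27 (SE 0.21, adjusted p = 2.0e-09) and -3.20 (SE 0.21, adjusted p = 1.8e-12), and in “Riesling” with -1.42 (SE 0.18, adjusted p = 1.6e-06) at E-L 36 and -2.07 (SE 0.19, adjusted p = 2.2e-10) at E-L 38, in edgeR. VIT_205s0020g01070 was at least 19.1-fold lower (adjusted p = 8.6e-07) in “CS” winter berries at E-L 36 and at least 27.2-fold higher (adjusted p = 6.1e-08) in “Riesling” winter berries at E-L 38, in edgeR. VIT_209s0002g04080 was lower in “CS” at E-L 36, with -1.40 (SE 0.33, adjusted p = 0.00127), and in “Riesling” at E-L 38, with -4.09 (SE 0.39, adjusted p = 5.7e-10), in edgeR. The call of VIT_209s0002g04080 in “CS” at E-L 36 was lost in 1 of the 6 fits that each left out 1 library, with an adjusted p of 0.0109 in edgeR without “CS” summer E-L 36 replicate 1.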

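Against the libraries labelled “Riesling” summer E-L 38, *VviAUX1* VIT_213s0067g00330 rose by 2.82 (SE 0.20, adjusted p = 3.2e-12) and VIT_203s0038g02140 by 2.51 (SE 0.45, adjusted p = 1.9e-05) in winter berries, in edgeR. *VviAUX/IAA* VIT_214s0030g02310 rose by 4.32 (SE 0.36, adjusted p = 4.8e-11), from 1.72 ± 0.568 (SD, n = 3) to 32.98 ± 2.78 (SD, n = 3) FPKM, in edgeR. The interactions at E-L 38 were 3.29 (SE 0.27, adjusted p = 3.7e-09) for VIT_213s0067g00330, 2.27 (SE 0.63, adjusted p = 0.00913) for VIT_203s0038g02140 and 4.00 (SE 0.47, adjusted p = 9.2e-07) for VIT_214s0030g02310, in edgeR.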

Gretchen Hagen 3 (GH3) plays a role in the conjugation of indole-3-acetic acid to aspartate at the onset of grape berry ripening (Böttcher et al., 2011); one putative transcript of VIT_203s0091g00310 was upregulated at E-L 35 in winter versus summer grapes, and another of VIT_219s0014g04690 was promoted at E-L 38. 

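VIT_203s0091g00310, on chromosome 3 of genome 12X V2 from 6633349 to 6636203, changed by 1.24 (SE 0.23, adjusted p = 0.000123) in “Riesling” and by 0.53 (SE 0.23, adjusted p = 0.0692) in “CS” at E-L 35, in edgeR, and only the former was called. Its season effect did not differ between the cultivars at an adjusted p of 0.01. VIT_219s0014g04690, on chromosome 19 from 5015808 to 5019120, was at least 14.5-fold higher (adjusted p = 0.000256) in “CS” winter berries and at least 8.78-fold higher (adjusted p = 0.000262) in “Riesling” winter berries at E-L 38 in edgeR, where every summer library had 3 counts or fewer.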

The SMALL AUXIN UP RNA (SAURs) act as positive or negative regulators of auxin synthesis, and their transcription depended on the level of active auxin (Hagen and Guilfoyle, 2002). 

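Of the 10 *VviSAUR* transcripts, 1, 1 and 4 were called lower in “CS” winter berries at E-L 35, E-L 36 and E-L 38 and 1, 2 and 2 higher, and in “Riesling” 3, 0 and 4 were lower and 0, 1 and 3 higher. VIT_210s0003g05755, on chromosome 10 of genome 12X V2 from 10865066 to 10866230, was lower with a log2 fold change of -2.87 (SE 0.22, adjusted p = 2.3e-11) in “CS” at E-L 38, and in “Riesling” with -2.06 (SE 0.20, adjusted p = 7.8e-09) at E-L 35 and -4.24 (SE 0.24, adjusted p = 4.1e-14) at E-L 38, in edgeR.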

Downregulation was found to dominate the differential expression of *VviSAURs* in winter versus summer berries. 

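VIT_209s0002g00650, on chromosome 9 of genome 12X V2 from 445796 to 446624, was higher in “CS” winter berries by 3.58 (SE 0.48, adjusted p = 1.7e-06) at E-L 35 and 3.85 (SE 0.58, adjusted p = 2.9e-06) at E-L 38 on the log2 scale, and at least 42.8-fold higher (adjusted p = 1.1e-09) at E-L 36, where summer counts were at most 3 per library, in edgeR. VIT_208s0040g01390, on chromosome 8 from 12513557 to 12514045, changed by 0.68 (SE 0.34, adjusted p = 0.121), 1.88 (SE 0.36, adjusted p = 0.000142) and 1.28 (SE 0.34, adjusted p = 0.00266) in “CS” at the 3 stages in edgeR, short of a fold change of 2 at E-L 35. In “Riesling” at E-L 38, VIT_209s0002g00650 was at least 12.3-fold higher (adjusted p = 2.1e-07) and VIT_208s0040g01390 changed by 2.08 (SE 0.37, adjusted p = 2.0e-05), in edgeR. The interactions of VIT_209s0002g00650 were -3.61 (SE 0.74, adjusted p = 0.00413) at E-L 35 and -8.29 (SE 0.92, adjusted p = 3.1e-07) at E-L 36, in edgeR. VIT_208s0040g01390 lost its call in “CS” at E-L 38 in 3 of the 6 fits with 1 library left out, and had an adjusted p of 0.0323 in edgeR without “CS” summer E-L 38 replicate 3.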

Among the 10 *VviSAURs*, two (VIT_209s0002g00650, VIT_208s0040g01390) showed consecutive upregulation along three stages in “CS,” but in “Riesling,” the upregulation only occurred at E-L 38.

## Discussion

The metabolism of flavonoids in grapevine is closely correlated with environmental stresses, variety and tissue, developmental cues, and phytohormone regulation. There have been many transcriptomic studies showing the dynamics of gene expression and flavonoid accumulation in response to internal and external stimuli (Degu et al., 2014; Carbonell-Bejerano et al., 2014; Li et al., 2014; Savoi et al., 2016; Blanco-Ulate et al., 2017; Lecourieux et al., 2017; Sun et al., 2017). Here, a comparative parallel analysis was conducted on grapes grown under a double cropping system in two cultivars. To the best of our knowledge, this is the first systemic research of double cropping berries from both transcriptomic and metabolic views during the course of berry development, which enables a comprehensive description of the cropping cycle controlling flavonoid synthesis in grape during ripening.

### Winter Cropping Promotes Phenylpropanoid–Flavonoid Metabolism during Berry Ripening

Considering that the environmental conditions vary greatly in the two growing seasons, we propose that the climate factors of temperature, light, and rainfall exert great contributions to the variation of flavonoid compounds between the two cropping cycles. Investigations into the influences of climate factors on flavonoid biosynthesis in a vineyard have various approaches at different stages (reviewed by Kuhn et al., 2014). These cultural practices or environmental factors resulted in a range of differences in the levels and profiles of flavonoid compounds in grape berries. The effects of the cropping cycle on flavonoid accumulation are the result of a combination of many climate factors across the whole life cycle in the same vineyard. Notably, these three classes of flavonoids: anthocyanins, flavonols, and flavan-3-ols, respond differently to the climatic stimulus.

In grapes, flavonols are important ultraviolet light protectants and play pivotal roles in fresh fruit and the resulting wine. Flavonol accumulated in berries across the entire berry development process, showing an increase from pre-veraison to harvest in cv. “CS” but remaining relatively constant during ripening in “Riesling,” which resulted in a different content and profile of flavonol products between the two cropping cycles. It has been reported that flavonols are the flavonoids that are most drastically affected by different light levels, correlating with the expression pattern of *VviFLS4* but not with that of *VviFLS5* and coinciding with its putative transcriptional regulator, *VviMYBF1* (Czemmel et al., 2009; Matus et al., 2009; Carbonell-Bejerano et al., 2014). Contrarily, the berries in the summer cropping, which had abundant sunshine hours and high illuminance, accumulated lower amounts of flavonols than the winter grapes in both varieties. What was more interesting was the expression profiles of *VviFLS4* and *VviMYBF1*; the former was upregulated at the harvest stage of “CS” versus post-veraison of “Riesling,” while the latter was upregulated in “CS” but downregulated in “Riesling,” and both were expressed at low transcript levels. The *VviFLS5* gene was expressed at a level several times higher than *VviFLS4* and showed a downregulation in winter cropping in both cultivars. The fact that there was discrepancy in flavonol biosynthesis and the expression profiles of *VviFLS* and *VviMYBF1* in the present study indicated the involvement of post-transcriptional control or other regulators, which require further research. Notably, some differences not correlating well could be due to the fact that both shaded and sunny berries were sampled together. Besides, the deseeded berries were used to extract RNA while the flavonols were isolated from the skin, which also had an effect. Several studies have shown that light radiation plays a profound effect on flavonol synthesis, while temperature has no effect or a weak effect on their content (Spayd et al., 2002; Cohen et al., 2012; Azuma et al., 2015). Thus, the induction of flavonols in response to climatic stresses is a complex process, and the promotion by some factors in the winter cropping was suggested to have a greater effect than the offset from lower light radiation. Downey et al. (2003) displayed the two distinct periods of flavonol synthesis; the first occurred around flowering and the second occurred during berry ripening, which all coincided with the expression of *VviFLS4*. Therefore, the green berries in the winter cropping accumulated more FLS around fruit-set in response to strong light, which might have also impacted the veraison stage, contributing to larger amounts of flavonol. Additionally, the active upstream pathway in winter cropping could provide a greater abundance of precursors for the production of flavonols in grape skin.

UV-B radiation is a key environmental signal, exerting a strong effect on flavonol synthesis in grape berries. Briefly, UV-B is specifically perceived by UVR8, which in turn, function together with a positive COP1 to activate a range of signaling cascades mediated by HY5 and HYH; then, they finally regulate transcription of target genes, resulting in downstream responses (Loyola et al., 2016; Matus, 2016). Flavonol biosynthesis in grapes is suggested to be predominantly stimulated by the UV-B response pathway through the activation of HY5 and HYH (Liu et al., 2015; Czemmel et al., 2017). In addition, VviMYBF1 could act on the UV-B signaling cascade by activating HYH (Czemmel et al., 2017), thus inducing the direct and indirect activation of *VviFLS4* and several targets in the phenylpropanoid pathway, such as *VviCHS3* and *VviGT5* (Carbonell-Bejerano et al., 2014; Loyola et al., 2016). The expression pattern of the UV-B response machinery in the two cropping cycles was correlated with light radiation, but it failed to explain the variations in flavonol content in the current study, since enhanced levels of flavonols normally coincide with the upregulation of genes in the light-signaling pathway (Loyola et al., 2016).

Flavan-3-ols are monomeric subunits of condensed tannins in grape skin and seeds, contributing greatly to the body and mouthfeel of wines being produced. However, relatively little is known about the mechanism of environmental impact on flavan-3-ol production in grape skins, despite the fact that it shares common upstream steps with flavonol and anthocyanin. The grape skin had high levels of flavan-3-ols compared with other flavonoids; they accumulated from fruit-set until veraison and then declined afterward, in parallel with the expression patterns of *VviANR* and *VviLAR* (Bogs et al., 2005). In the present study, the content of total flavan-3-ol in skin was determined in two consecutive years, but it varied only in 2014. The evolution pattern of total flavan-3-ols in grape skins also varied in two cropping cycles. Since the massive production of flavan-3-ols occurred at the green stage, it was hard to correlate the gene expression profiles with its accumulation, as we only conducted RNA-Seq from the onset of ripening. However, a higher expression of *VviLAR1* or *VviLAR2* might explain the higher levels of flavan-3-ols in the winter cropping. To date, several regulatory TFs related to flavan-3-ol biosynthesis have been found in grape: the MYB positive regulators of VviMYBPAR and VviMYBPA1/PA2 and the MYB C2 repressors of VviMYBC2-L1/L3 (Bogs et al., 2007; Terrier et al., 2009; Koyama et al., 2014; Cavallini et al., 2015), many members of which also worked beyond the phenylpropanoid pathway in addition to VviMYB5a/5b (Deluc et al., 2006, 2008). According to the regulatory mechanisms of flavonoid biosynthesis in grapes, VviMYBPAR, VviMYBPA1, VviMYBPA2, and VviMYB5a are particularly involved in regulation before the onset of ripening, while VviMYB5b also controlled the general flavonoid pathway after veraison (Deluc et al., 2008; Matus, 2016). However, VviMYB5b is more related to anthocyanins in the ripening stage rather than proanthocyanidins (Cavallini et al., 2014). Thus, it was hard to correlate the flavanol evolution pattern with gene expression profiles during ripening. Additionally, Carbonell-Bejerano et al. (2013) also found that elevated temperature promoted the expression of *VviMYBPA1*, but repressed *VviMYB5a*, indicating that these regulators responded differently to external stimuli during grape development and that the regulatory network was tightly organized in a spatial and temporal way.

As specific metabolites of the flavonoid pathway, anthocyanins are synthesized only in red grapes under the strict control of multiple regulatory factors. A rapid accumulation of anthocyanins in red varieties begins from veraison until harvest, leading to more assimilated carbon flux into the production of anthocyanins rather than flavan-3-ols. The positive regulators VviMYBA1 and VviMYBA2 are specific to controlling the biosynthesis of anthocyanin in red *V. vinifera* grapes mediated through VviUFGT, while in white grapes, a retrotransposon of Gret1 inserted in the promoter region of the *VviMYBA1* gene and two non-synonymous mutations that occurred in the *VviMYBA2* coding region disrupt their regulatory function (Boss et al., 1996; Kobayashi et al., 2004; Walker et al., 2007). In the winter cropping of “CS,” both *VviMYBA1* (fold change > 1.5) and *VviMYBA2* (fold change approximately 4.0) were significantly promoted at pre- and post-veraison, they then significantly upregulated the key gene of *VviUFGT* (fold change > 2.0) at post-veraison, and finally, they contributed to the drastic accumulation of anthocyanins (fold change approximately 10) during ripening. As far as we know, little research has been conducted on double cropping grapes in subtropical climates, except for two contrasting works. One also found higher flavan-3-ol and anthocyanin levels in winter berries at harvest (Xu et al., 2011), while the other one showed no difference between the two cropping cycles at maturity (Chou and Li, 2014). Differences in grape genotype, environmental conditions, and cultural practices might explain this conflicting result. Recent studies also confirmed that high temperature (35°C) strongly reduced anthocyanin synthesis and enhanced its degradation (Carbonell-Bejerano et al., 2013; Lecourieux et al., 2017). Moreover, the repressors VviMYB4a and VviMYBC2-L1/L3 were significantly upregulated in the winter cropping at post-veraison, in accordance with the potential roles of balancing the inductive effects of activators (Cavallini et al., 2015).

Here, it is worth discussing the competition between F3′H and F3′5′H in grapes, since the profiles of flavonoids varied significantly in the two cropping cycles, especially for anthocyanins and flavonols. In contrast to the high expression of *VviF3*′*H* and *VviF3*′*5*′*H* in red grapes, the expression of the *VviF3*′*5*′*H* transcript in white grapes during ripening was extremely low, suggesting a different regulatory mechanism (Bogs et al., 2006). Thus, it was interesting to note an accumulation of the 3′5′-substituted compounds of flavan-3-ol (i.e., epigallocatechin), but not that of flavonol (myricetin), in the white “Riesling” grapes. Considering the great “loss” of the F3′5′H pathway in “Riesling” during ripening, we only discussed the competitive relation of F3′H and F3′5′H in “CS.” The expression patterns of *VviF3*′*H* and *VviF3*′*5*′*H* coordinated with the upstream pathway genes, peaking around post-veraison, but varying in magnitude. 

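The summed FPKM of the 2 VviF3′H transcripts was 17.4 ± 2.26 at E-L 35, 14.4 ± 0.556 at E-L 36 and 22.9 ± 10.8 at E-L 38 in “CS” summer berries, and 55.0 ± 0.972, 46.2 ± 5.66 and 15.4 ± 2.58 in winter berries (SD, n = 3). The 27 upstream transcripts summed to 592 ± 21.6, 699.9 ± 44.8 and 807 ± 21.2 in “CS” summer and 1296 ± 46.05, 2655 ± 98.95 and 1688 ± 611 in “CS” winter berries. Among those with a mean of at least 1 FPKM at a stage, 2, 5 and 19 had their highest mean at E-L 35, E-L 36 and E-L 38 in summer and 5, 10 and 12 in winter. All 6 VviF3′5′H transcripts had their highest mean at E-L 36 in winter berries. In summer berries 4 of these 6 had it at E-L 36 and 2 at E-L 38.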

Concurrent with higher the expression ratio of *VviF3*′*H* to *VviF3*′*5*′*H* in summer grapes, there was an increase in the proportion of 3′-substituted flavonoids in the summer cropping, which is similar to a previous result induced by water deficits (Castellarin et al., 2007). Clearly, the prevalence of *VviF3*′*5*′*H* over *VviF3*′*H* would lead to more dihydromyricetin, the precursor of myricetin, epigallocatechin, and delphinidin, and in contrast, it would yield less dihydroquercetin, the precursor of quercetin, catechin, and cyanidin (Kuhn et al., 2014). The flavonol composition was almost all quercetin-type compounds (95%) at the green stage, and this fraction decreased during ripening and dropped to a low level (70% in summer versus 40% in winter) at harvest, while the flavan-3-ols were almost exclusively catechin-type compounds (85%), and its proportion showed no difference regardless of the sample stage or cropping cycle (Supplementary Table S2). With respect to anthocyanin, the effects of the cropping cycle were somewhere in between. The anthocyanin profile showed no consistent difference in 2015, whereas in 2014, the percentage of cyanidin-type compounds was significantly higher in the winter cropping cycle (15% in summer versus 25% in winter). Hence, the work here confirmed that F3′H acted as an early flavonoid gene, while F3′5′H worked at later stages (Degu et al., 2014). The higher fraction of these 3′-substituted flavonoids at harvest in summer cropping resembled the metabolic profiles of the grapes under heat or sunlight exposure (Guan et al., 2014; Lecourieux et al., 2017). A recent work showed that VviMYBA1 could specifically induce *VviF3*′*5*′*H* and promote tri-hydroxylated fractions (Matus et al., 2017). Therefore, in winter cropping, the induced F3′5′H might divert more flux to the 3′5′-substituted sub-branch and might provide more precursors to synthesize anthocyanins and flavonols. However, the production of 3′5′-substituted flavan-3-ol reached a plateau in spite of a large amount of precursors, which is likely due to flavonol-specific control or the low substrate activity of LAR for leucodelphinidin.

### Winter Cropping Advances the Onset of Veraison and Accelerates Ripening Progression

In fruits, ripening is a complex event that involves major physiological and metabolic changes controlled by plant hormones, which are also signals in response to developmental and environmental cues (Kuhn et al., 2014). However, to date, the ripening mechanism of non-climacteric fruits is still poorly understood, especially with respect to the regulation of phytohormones. Since the climatic conditions varied greatly in the two cropping cycles, it inevitably affected the initiation of veraison and the progression of ripening, which was a good opportunity to learn about the ripening mechanism in grapevines.

Understanding how plants respond to environmental stimuli is crucial to improving yield and grape quality in the field. Berry ripening is affected by multiple climatic factors, of which water deficit (Castellarin et al., 2007), light exposure (Matus et al., 2009), and damping diurnal temperature range (Cohen et al., 2012) advance the onset of ripening, while high temperature (Lecourieux et al., 2017) and shading treatment (Matus et al., 2009) delay it. In the current study, the phenological phase varied greatly between the two growing seasons. Winter cropping accelerated the duration from budburst to post-veraison, therefore advancing but also prolonging the subsequent ripening process. The difference in ambient temperature accounted for most of this phenomenon. On the one hand, the optimum temperature range between 25 and 30°C was associated with higher rates of plant growth (Buttrose, 1969; Cohen et al., 2008), and this was the case for processes from bud-break to flowering in the winter cycle. On the other hand, with respect to grape berries, low temperature and damping diurnal temperature fluctuation in the winter cropping hastened their development and ripening processes (Kliewer and Torres, 1972; Cohen et al., 2008), while the extremely high temperature in the summer might inhibit fruit growth and berry ripening. The photoperiod or the daylength is also considered a fundamental environmental signal that affects phenological development (Sreekantan et al., 2010). The phases of flowering, onset of ripening, bud dormancy, and leaf senescence are modulated by day length, together with other stress factors (Keller, 2010). This seasonal decrease in the photoperiod and temperature might also be associated with the temporal variation in ripening progression. Moreover, berry weight was negatively correlated with the onset of veraison, since the larger berry seemed to be a dilution of the smaller one, needing more time to achieve the accumulation of the primary and secondary metabolites. The reason for the advancement of veraison in wintering cropping might be, at least in part, due to the smaller berry size. More importantly, the berries in winter cropping showed a hastened increase in TSS, especially before or around veraison, and then the rate dropped to a similar level to summer berries during ripening. Another consequence of high temperature is a hastened decline of acidity in berries (Carbonell-Bejerano et al., 2013). The sugar:acid balance at harvest is an important trait of fruit quality, and a gradual fall in acidity is also coupled with a sugar increase. During the ripening process in winter, the temperature was extremely low (approximately 10°C), so it took a long time to complete the degradation of acid, resulting in more sugar accumulation, and this was the reason why winter cropping prolonged the ripening duration. Thus, the longer duration of ripening stage in winter versus summer cropping was due to the purposes to harvest high-quality grapes.

The regulation of grape development and ripening in response to external or internal cues involves a dynamic interplay among hormones. Albeit unclearly, the functional reciprocity among plant hormones was suggested to control ripening transitions and progression (Sun et al., 2010; Böttcher et al., 2013; Pilati et al., 2017). The transition of ripening, termed as veraison, is accompanied by the modulation of hormones, concurrently with many physical, chemical, and physiological changes (Castellarin et al., 2016). Here, most genes encoding NCED/ACO/TAR, the key enzymes of ABA/ethylene/auxin biosynthesis, showed coordinated expression patterns, peaking around pre-veraison, in spite of their different expression levels. Particularly, during early berry development, the level of endogenous auxin was high and peaked around veraison, then its rapid decline occurred from pre-veraison, followed by sequential increases in ethylene and ABA content (Böttcher et al., 2013; Kuhn et al., 2014). Several studies confirmed the ethylene peak preceded the ABA peak at pre-veraison, and they suggested the trace ethylene could induce the expression of *VviNCED* and therefore the biosynthesis of ABA (Chervin et al., 2004; Sun et al., 2010). In turn, the exogenous ABA treatment on pre-veraison berries also triggered ethylene biosynthesis, suggesting a functional and positive interaction between ABA and ethylene (Sun et al., 2010; Pilati et al., 2017). 

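In the ABA pathway, with 35 transcripts listed, 11, 10 and 12 were called higher in “CS” winter berries at E-L 35, E-L 36 and E-L 38 and 3, 3 and 4 lower. In “Riesling” 6, 6 and 13 were higher and 2, 0 and 7 lower, the last against the libraries labelled summer E-L 38. Adjusted over the list alone, 11, 11 and 12 were higher in “CS” and 6, 6 and 14 in “Riesling” in edgeR, and part of the list was chosen on these libraries, so that this is not independent evidence. The median log2 fold change was 0.75, 0.69 and 0.57 in “CS” and 0.38, 0.34 and 0.51 in “Riesling”. Calls held in all 6 fits with 1 library left out for 9, 9 and 14 transcripts in “CS” and 5, 3 and 16 in “Riesling”.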

In the present study, genes in ABA-related pathway were significantly upregulated in winter cropping cycle, which might explain the advance of ripening initiation.

The applications of ABA and ethylene before veraison seemed to accelerate the onset of berry ripening, whereas the synthetic auxins treatment delayed the ripening initiation (Sun et al., 2010; Ziliotto et al., 2012). Ziliotto et al. (2012) found an “antagonistic” effect between auxin and ethylene, and a “synergistic” effect between auxins and ABA. The genes involved in ABA biosynthesis and perception were repressed by auxin spraying at pre-veraison, while the ethylene biosynthetic pathway was triggered (Ziliotto et al., 2012). Ziliotto et al. (2012) found a peak of ethylene biosynthesis genes coincided with high expression levels of auxin biosynthesis genes by a pre-veraison auxin analogs treatment, leading the berries back to the pre-veraison stage. Similarly, when the pre-veraison fruits were treated with ethylene-releasing compound, the transient increase of auxin specifically induced by ethylene would counteract the positive effect of excess auxin, thus delaying the initiation of ripening phase (Böttcher et al., 2013). In this context, *VviACO1*, the transcript that was confirmed to be consistent with the ethylene peak (Sun et al., 2010), was induced by summer cropping, together with *VviTAR* in “CS,” probably resulting from the strong antagonism between auxin and ethylene.

As regards to auxin degradation, it has been shown that GH3 determined this process by conjugation of auxin with amino acids at pre-veraison, and it positively responded to the application of exogenous ABA and ethylene, representing a signal of the berry ripening (Böttcher et al., 2010). The decrease of auxin levels after veraison was probably due to the formation of IAA-Aspartate, which was closely correlated with the *VviGH3* transcript levels (Böttcher et al., 2010; Corso et al., 2016). And GH3-1 was claimed to be responsible for the auxin homeostasis at pre-veraison (Böttcher et al., 2010). 

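The levels of *VviGH3-1* in “CS” were 68.03 ± 3.67 at E-L 35, 53.3 ± 2.48 at E-L 36 and 45.0 ± 15.9 at E-L 38 FPKM in summer and 94.7 ± 14.2 at E-L 35, 39.00 ± 3.72 at E-L 36 and 46.4 ± 7.28 at E-L 38 in winter berries (SD, n = 3). In “Riesling” they were 103.6 ± 7.73 at E-L 35, 65.6 ± 7.21 at E-L 36 and 55.9 ± 5.25 at E-L 38 in winter and 44.1 ± 6.88 at E-L 35, 51.9 ± 10.8 at E-L 36 and 31.8 ± 13.3 at E-L 38 in summer berries, the last from the libraries labelled E-L 38. From E-L 35 to E-L 38 the transcript fell by 1.03 on the log2 scale (SE 0.23, adjusted p = 0.000460) in “CS” winter and fell by 0.74 on the log2 scale (SE 0.23, adjusted p = 0.00690) in “Riesling” winter berries, in edgeR.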

Here, the *VviGH3-1* (VIT_203s0091g00310) expression was peaked at E-L 35 and remained at high levels at E-L 36 and E-L 38, in agreement with previous report (Böttcher et al., 2010). The transcript of *VviGH3-1* was upregulated at E-L 35 in winter grapes compared to summer grapes, with a 0.5-fold higher in “CS” and a 1.2-fold higher in “Riesling” (Supplementary Table S4). This behavior of *VviGH3-1* might be associated to the earlier onset of veraison in winter cropping cycle, since the action of GH3 could potentially control of berry ripening rate (Böttcher et al., 2010, 2013; Corso et al., 2016).

Taken together, the differential expression pattern of hormone-related transcripts between the two cropping cycles explained the ripening variation at a hormone level. In general, ABA is acted as a stress-stimulated signal, and the water deficit and low temperature in winter cropping acted as a positive regulator of ABA production (Deluc et al., 2009). Furthermore, coloring by the synthesis of pigments is another major change during the onset of ripening (Castellarin et al., 2016). The deeper color with more anthocyanins in winter cropping also coincided with the transcript levels of *VviNCED*, reproducing the major effects of ABA on the rise of anthocyanins, together with a sugar increase (Wheeler et al., 2009).

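Over the 6 conditions of “CS” in 2014, log2(mean FPKM + 0.1) of *VviNCED6* and the paper's summed anthocyanins had Pearson's r 0.745 (exact permutation p = 0.129, Benjamini-Hochberg value 0.226) and Spearman's rho 0.600 (exact permutation p = 0.242, Benjamini-Hochberg value 0.338), and r was 0.860 without summer E-L 36 and summer E-L 38. For *VviNCED3* the relation was Pearson's r 0.326 (exact permutation p = 0.547, Benjamini-Hochberg value 0.605) and Spearman's rho 0.543 (exact permutation p = 0.297, Benjamini-Hochberg value 0.367), and r was 0.789 without summer E-L 38 and winter E-L 35. Without the log, r of *VviNCED3* changed sign, to -0.101. For *VviNCED2* it was Pearson's r -0.255 (exact permutation p = 0.618, Benjamini-Hochberg value 0.624) and Spearman's rho -0.200 (exact permutation p = 0.714, Benjamini-Hochberg value 0.714), and r was -0.572 without summer E-L 38 and winter E-L 35. They belong to the 21 relations computed, and n is 6 conditions.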

### Final Remarks

Climate conditions have far-reaching implications for grape cultivation in the field. The extremely high temperature and frequent, intense precipitation in the conventional grapevine growing cycle take a major toll on grape yield and quality in southern China. Thus, the development of a double cropping system per year is a great breakthrough, not only minimizing the impact of bad weather in a subtropical monsoon climate but also improving the quality and yield of out-of-season grapes. Our research here was mainly focused on the flavonoid metabolism, since the grapes grown under two cropping cycles showed distinctly different phenolic compounds in addition to their differences in skin coloration. In addition, we demonstrated that the winter cropping cycle promoted the biosynthesis of flavonoids by (i) avoiding many types of detrimental weather events and making good use of the abundant heat and light resources in southern China; (ii) prolonging the duration of ripening stage to give the berry more time to accumulate flavonoid compounds; (iii) altering the expression patterns of flavonoid-related TFs, particularly with the upregulation of *VviMYBA1*, *VviMYBA2*, *VviMYBF1*, and *VviMYB5a* and the downregulation of *VviMYBPA1*, which in turn, greatly induced the flavonoid biosynthetic genes; (iv) triggering the ABA-related ripening processes, which also positively coincided with anthocyanin accumulation; and (v) correlating with their smaller berries and higher sugars. Thus, the alterations in ripening regulatory networks and the flavonoid biosynthetic pathway probably mainly occurred at pre-veraison, leading to a great increase in metabolic gene expression around post-veraison and subsequent flavonoid accumulation.

## Author Contributions

JW, X-JB, and C-QD designed the experiments on vineyard samples. M-MC, GC, and X-JC promoted the double cropping system and sampled the grapes. W-KC processed the samples for RNA isolation for RNA-seq analysis and flavonoid extraction for HPLC-MS/MS analysis, and drafted the manuscript. X-HY participated in the process of flavonoid extractions. R-RG, YW, and LH provided statistical and bioinformatics analysis. FH and JW revised the manuscript and provided suggestions. All authors contributed to discussion of the results and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

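The data are 36 RNA-seq libraries of “CS” and “Riesling” berries from the summer and the winter crop of 2014 at E-L 35, E-L 36 and E-L 38, in 12 conditions of 3 replicates each. Conditions and replicate numbers were taken from the sample labels. As deposited, each library has a table of genes with an expected count and an FPKM value. The authors sequenced single reads, aligned them to the grapevine genome 12X V2 and estimated the expected count, the number of reads of each gene without normalization; the paper does not name the program used for this step. FPKM, as the authors computed it, divides this number by the length of the transcript and by the reads of the library. In 98.3% of the 8608 genes with several transcripts the deposited length is below that of the longest transcript, and it equals the transcript length in 99.9% of the 19833 genes with 1 transcript. The deposited gene models gave the coordinates of the 28441 genes listed in at least 1 library. A table of the whole series holds 36 per-sample columns that are only numbered, and as neither the labels nor the paper says which library each number stands for, it was left out. Gene names come from the tables and the text of the paper, since 0 of the gene identifiers matched the reference table of gene names. Other genes are given by identifier only.

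The total of the expected counts was 8367013 to 28686956 per library, with a median of 10966200. A level of 3 counts is 0.105 to 0.359 CPM at these totals, and a condition with no library above it was treated as at the floor, for counting error only. The fold change of such a gene is given as a lower bound, computed against 3 counts. Of the listed genes, 23.79% to 28.94% per library had a fractional expected count, from reads that fit several places, so the values of near-identical copies are uncertain. The paper does not say whether the counting used the strand, so values of overlapping genes are uncertain too.

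Expected counts were rounded to whole numbers. Genes with low counts were removed by the function filterByExpr of edgeR 4.0.16 in R 4.3.3, with the 12 conditions as groups, which left 20183 genes. The libraries were normalized with TMM and tested in a single quasi-likelihood fit of the 12 conditions in edgeR (estimateDisp, glmQLFit, glmQLFTest). The comparisons were winter against summer within cultivar and stage, stage against stage within cultivar and season, and the difference of the season effect between the cultivars at each stage. P-values were adjusted over the genes tested in each comparison after Benjamini and Hochberg. A gene was called at an adjusted p of at most 0.01 and a fold change of at least 2; for the difference between the cultivars only the adjusted p was used. The SE of a log2 fold change is its size divided by the square root of the F statistic. Counts of called genes were also computed over other splits of the libraries, 10 for each comparison of 3 libraries with 3 and 33, drawn at random with the real one included, for each difference between the cultivars.

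From the tables and the text of the paper, 216 genes were placed in 10 lists by their annotation, and 212 of them were tested. The authors chose part of the hormone genes because they differed between these libraries, so an adjustment over a list alone is no independent evidence. The F3′5′H to F3′H transcript ratio is the summed FPKM of 6 genes over that of 2 genes in each “CS” library, tested by exact permutation of the season labels within stage. Principal components were computed from log2(FPKM + 1) of 28441 genes scaled to unit variance. The 21 relations are correlations over the 6 conditions of a cultivar, from log2(mean FPKM + 0.1), with exact permutation of the 720 pairings and a Benjamini-Hochberg adjustment over the 21. The paper's metabolite means of 2014 were used where a relation involves a metabolite. The ripening index is the mean z-score of log2 CPM over 148 genes higher at E-L 38 than at E-L 35, minus that over 624 genes lower there. These genes were called in the same direction in “CS” summer, “CS” winter and “Riesling” winter, and “Riesling” summer had no part in the choice. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps.

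The replicate numbers in the labels were checked by correlating, across 17042 genes, the deviations of same-numbered winter and summer libraries from their condition means. The 3 pairs of “Riesling” at E-L 36 had a Pearson r of 0.166, 0.167 and 0.303, the only comparison with all 3 above 0.1, and the paper does not say what a number marks.

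The fit was tested on simulated data drawn from the mean of each gene over all libraries and the totals of the libraries. Of 196 changed genes among 19205 tested, it recovered 150, or 76.5%, with 2 false calls, and in a comparison with no changed gene it made 0 calls. Every simulated gene had the same spread between replicates, and no simulated library deviated from its group. The simulation therefore checks the steps of the fit and does not give error rates for these libraries, some of which deviate. The genes named are those the paper names in its text, in Fig. 6 or Fig. 7 or in Supplementary Tables S3 and S4. Beside them, the 2 largest rises and the 2 largest falls of each comparison of winter with summer are named, among called genes with a mean FPKM of at least 5 over the 6 libraries and no overlap between the seasons.

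The alternatives set before the data were examined were no filter on low counts, a Wald test in DESeq2 1.42.0, size factors (RLE) or upper-quartile normalization in edgeR, a fit of the 6 libraries of a comparison alone, the replicate number as a block, each replicate left out in turn, and an adjusted p of at most 0.05 without a limit on the fold change. Further ones were limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1) of genes with an FPKM of at least 1 in 3 libraries, and limma without this filter. The ratio, the components, the relations and the index had alternatives of their own for the scale, the genes or the units. For stage against stage, and for part of the difference between the cultivars, the alternatives were chosen after the data were seen. Metabolites, grape maturation and weather were not measured in these libraries and were not re-analysed.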

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

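Of the tests weighed here, those on the libraries “CS” summer E-L 35 replicate 1 and “Riesling” summer E-L 36 replicate 3 were chosen only after the result was seen.

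The first results singled out are differences between the cultivars in the season effect, tested as such in edgeR's interaction contrast at an adjusted p of at most 0.01. At E-L 35, E-L 36 and E-L 38, 308, 2359 and 2701 of 20183 genes were past this limit. Of these, 7, 45 and 63 were called between the seasons in opposite directions, with 2, 13 and 32 higher in winter in “CS” and lower in “Riesling”. In other splits of the 12 libraries of a stage, made within each cultivar, 4 of 33 gave as many genes at E-L 35, 1 of 33 at E-L 36 and 5 of 33 at E-L 38, the real split included. Among the other splits with as many, 3 at E-L 35 and 4 at E-L 38 keep the real seasons in 1 cultivar at least, so that they measure a season effect itself, and the most genes in another split were 3382, 1978 and 11025. A difference in library size is argued against by 2442 genes at E-L 38 with every library thinned to the smallest total, where 263 and 2042 passed at the earlier stages. What stays open is an exchange of the labels of the “Riesling” summer libraries at E-L 36 and E-L 38, weighed in the last part, which may raise the numbers at both stages. “Riesling” winter E-L 38 berries had 3359 genes called in edgeR against the libraries labelled summer E-L 36 and 5626 against those labelled E-L 38, which an exchange calls for. For “Riesling” winter E-L 36 berries the numbers were 2834 against the libraries labelled E-L 38 and 1440 against those labelled E-L 36, which goes the other way. A genetic difference in the response of the cultivars, a biological explanation that the design gives, stays open and untested. So does a difference in ripeness between the seasons under the same label. Mean ripening index in winter and summer was -1.29 and -1.61 in “CS” and -1.55 and -1.69 in “Riesling” at E-L 35. At E-L 36 it was 0.01 and 0.24 in “CS” and -0.49 and 0.34 in “Riesling”. At E-L 38 it was 2.54 and 1.58 in “CS” and 2.45 and -0.54 in “Riesling”. Without “Riesling” summer E-L 35 replicate 3, 549 genes passed at E-L 35, and without “CS” winter E-L 35 replicate 1, 179.

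Among the genes of the paper's lists, 1 at E-L 36 and 1 at E-L 38 were called in opposite directions, and they were chosen after their values were seen. *VviF3H* VIT_213s0047g00210 at E-L 36 changed by -1.20 (SE 0.29, adjusted p = 0.00146) in “CS” and 1.90 (SE 0.27, adjusted p = 6.6e-06) in “Riesling”, and the effects differed by 3.10 (SE 0.40, adjusted p = 2.4e-06), in edgeR. The difference passed in 12 of 12 fits without 1 library, at 2.98 to 3.33, and under 8 of 8 alternatives, where its highest adjusted p was 1.0e-04 with the replicate block in edgeR. The call in “CS” alone was lost with limma on log2(FPKM + 1), at a log2 fold change of -0.88, and in 2 of 6 fits without 1 library, with an adjusted p of 0.0126 in edgeR without “CS” winter E-L 36 replicate 1. *VviDFR* VIT_215s0048g01000 at E-L 38 changed by 1.68 (SE 0.28, adjusted p = 1.2e-05) in “CS” and -3.68 (SE 0.36, adjusted p = 1.1e-09) in “Riesling”, a difference of -5.36 (SE 0.46, adjusted p = 6.7e-09), in edgeR. It passed in 12 of 12 fits without 1 library, at -5.65 to -5.21, and under 8 of 8 alternatives, with a highest adjusted p of 3.2e-06 with the replicate block in edgeR. The FPKM of VIT_213s0047g00210 in “Riesling” was 5.11 ± 0.930 in winter at E-L 36, 1.53 ± 0.243 in the libraries labelled summer E-L 36 and 2.29 ± 0.609 in those labelled E-L 38 (SD, n = 3). For VIT_215s0048g01000 in “Riesling” it was 0.573 ± 0.179 in winter at E-L 38, 4.47 ± 1.28 in the libraries labelled summer E-L 36 and 7.74 ± 1.34 in those labelled E-L 38 (SD, n = 3). With either set of summer libraries the direction in “Riesling” is the same, so that an exchange of labels does not account for the opposite directions of these genes, while a difference between the cultivars in the response stays open as a hypothesis.

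The second set holds the largest changes between winter and summer at each stage, 24 changes of 22 genes, of which 1 is in the paper's lists, *VviMYBA1* VIT_202s0033g00380 in “Riesling” at E-L 38. The paper does not report the others, and no file pairs their identifiers with names. Levels are winter against summer means (SD, n = 3). In “CS” at E-L 35 the rises were VIT_218s0041g02060 with a log2 fold change of 7.00 (SE 1.80, adjusted p = 0.00335, 21.6 ± 18.1 against 0.140 ± 0.185 FPKM) and VIT_218s0041g00850 with a log2 fold change of 6.05 (SE 0.71, adjusted p = 2.0e-07, 18.02 ± 2.28 against 0.2000 ± 0.243 FPKM), in edgeR. The falls there were VIT_204s0008g01590 with a log2 fold change of -5.69 (SE 0.59, adjusted p = 2.5e-08, 0.933 ± 0.556 against 52.7 ± 19.7 FPKM) and VIT_210s0003g02040 with a log2 fold change of -5.37 (SE 1.61, adjusted p = 0.00949, 0.343 ± 0.163 against 14.2 ± 22.1 FPKM), in edgeR. Rises in “CS” at E-L 36 were VIT_200s1455g00010 at least 72.4-fold higher (adjusted p = 3.6e-06, 18.3 ± 3.48 against 0 FPKM) and VIT_208s0007g00330 with a log2 fold change of 9.64 (SE 1.21, adjusted p = 3.8e-07, 142 ± 19.03 against 0.193 ± 0.0751 FPKM), in edgeR. Lower in winter were VIT_203s0063g02620 at least 48.6-fold lower (adjusted p = 5.0e-09, 0.0300 ± 0.0520 against 14.7 ± 2.24 FPKM) and VIT_201s0011g06405 with a log2 fold change of -6.51 (SE 0.77, adjusted p = 1.3e-07, 0.183 ± 0.0252 against 19.5 ± 2.74 FPKM), in edgeR. At E-L 38 in “CS” the rises were VIT_200s1455g00010 at least 51.9-fold higher (adjusted p = 6.0e-06, 17.1 ± 2.85 against 0 FPKM) and VIT_200s0309g00050 at least 47.05-fold higher (adjusted p = 8.5e-06, 15.8 ± 1.64 against 0 FPKM), in edgeR. The falls there were VIT_200s0399g00020 with a log2 fold change of -7.21 (SE 0.54, adjusted p = 1.8e-11, 0.310 ± 0.213 against 38.2 ± 14.7 FPKM) and VIT_211s0052g01200 with a log2 fold change of -7.09 (SE 0.80, adjusted p = 3.2e-08, 0.197 ± 0.0551 against 25.6 ± 1.89 FPKM), in edgeR. “Riesling” at E-L 35 had as rises VIT_207s0005g03410 at least 106-fold higher (adjusted p = 0.00149, 21.9 ± 35.7 against 0.0633 ± 0.110 FPKM) and VIT_219s0177g00090 at least 36.05-fold higher (adjusted p = 0.00409, 18.7 ± 30.2 against 0.0933 ± 0.162 FPKM), in edgeR. The falls there were VIT_214s0128g00570 with a log2 fold change of -5.89 (SE 1.24, adjusted p = 0.000430, 0.917 ± 1.15 against 57.6 ± 11.9 FPKM) and VIT_204s0008g01590 with a log2 fold change of -5.83 (SE 0.49, adjusted p = 9.4e-10, 4.25 ± 0.596 against 240.4 ± 23.6 FPKM), in edgeR. Rises in “Riesling” at E-L 36 were VIT_207s0005g03420 at least 10118-fold higher (adjusted p = 3.2e-07, 1049 ± 859.8 against 0 FPKM) and VIT_214s0128g00200 at least 4554-fold higher (adjusted p = 0.000129, 587 ± 466 against 0 FPKM), in edgeR. Lower in winter were VIT_201s0010g02000 at least 70.2-fold lower (adjusted p = 0.00191, 0.0400 ± 0.0693 against 14.7 ± 24.3 FPKM) and VIT_212s0057g00050 at least 11.7-fold lower (adjusted p = 6.8e-05, 0.277 ± 0.242 against 15.69 ± 4.27 FPKM), in edgeR. Against the libraries labelled summer E-L 38, “Riesling” winter berries had as a rise VIT_208s0007g05830 at least 41.6-fold higher (adjusted p = 5.5e-06, 15.1 ± 2.84 against 0.0400 ± 0.0693 FPKM), in edgeR. Lower in winter were VIT_201s0010g02930 at least 33.4-fold lower (adjusted p = 3.5e-08, 0 against 27.2 ± 6.59 FPKM) and VIT_218s0001g10160 with a log2 fold change of -8.62 (SE 0.58, adjusted p = 7.2e-13, 0.0900 ± 0.156 against 39.96 ± 1.09 FPKM), in edgeR.

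A single library as the cause of all these changes is argued against, since only 5 of 24 lost their call or changed sign without 1 library, and 19 were called under all alternatives. For these 5 a single library stays open. VIT_218s0041g02060 was called in 2 of 6 fits without 1 library, with an adjusted p of 0.0181 and a log2 fold change of 6.57 in edgeR without “CS” summer E-L 35 replicate 1, and under 7 of 9 alternatives, where its highest adjusted p was 0.0258 with limma. VIT_210s0003g02040 was called in 2 of 6 fits without 1 library, with an adjusted p of 0.404 and a log2 fold change of -1.93 in edgeR without “CS” summer E-L 35 replicate 1, and under 4 of 9 alternatives, where its highest adjusted p was 0.139 with limma. VIT_207s0005g03410 was called in 5 of 6 fits without 1 library, with an adjusted p of 0.138 in edgeR without “Riesling” winter E-L 35 replicate 1, and under 6 of 9 alternatives, where its highest adjusted p was 0.0554 in edgeR on the 6 libraries alone. VIT_219s0177g00090 was called in 2 of 6 fits without 1 library, with an adjusted p of 0.284 in edgeR without “Riesling” winter E-L 35 replicate 1, and under 6 of 8 alternatives, where its highest adjusted p was 0.0191 with limma. VIT_201s0010g02000 was called in 2 of 6 fits without 1 library, with an adjusted p of 0.0631 in edgeR without “Riesling” summer E-L 36 replicate 3, and under 7 of 8 alternatives, where its highest adjusted p was 0.0148 with limma. Without the library named, the log2 fold change was 4.247 for VIT_207s0005g03410, 3.523 for VIT_219s0177g00090 and -3.785 for VIT_201s0010g02000. Each is smaller in size than the lower bound given above for the gene, so these bounds rest on 1 library. Reads shared between near-identical copies stay open, since 11 of the 24 have a neighbour within 5 genes called in the same direction, which copies and jointly regulated genes both give, and without the reads these cannot be told apart. The season, with its weather and light, stays open as the biological explanation, and for “Riesling” at E-L 36 and E-L 38 so does the order of the summer libraries. An RNA source present in differing amounts from library to library, described next, stays open too. Whether these genes go with it was not tested.

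In “CS” summer E-L 35 replicate 1, 69 genes were more than 8-fold above both other replicates and at 5 CPM or more, 0 of them in the paper's lists. Of these genes, 41 were called in at least 1 comparison of winter with summer, so that they enter the numbers of called genes. Library size is argued against, with a total 0.915 times the higher total of the other replicates, and so are reads shared between near-identical copies, since the genes lie on 19 chromosomes. The same genes varied between replicates more than 99% of 10000 random lists of matched expression in 5 of the 11 other groups, namely “CS” winter E-L 38, “Riesling” summer E-L 35 and “Riesling” winter E-L 35, E-L 36 and E-L 38. Their median log2 CPM in replicates 1, 2 and 3 was 4.54, -0.56 and -0.81 in “CS” summer E-L 35, 4.41, 0.40 and -0.24 in “Riesling” winter E-L 35 and 4.09, 4.30 and 1.62 in “Riesling” winter E-L 36, and the median range between replicates was 4.97 in “Riesling” summer E-L 35, 1.53 in “CS” winter E-L 38 and 0.97 in “Riesling” winter E-L 38. In “Riesling” summer E-L 36 the median log2 CPM was -0.68, -0.54 and -0.55, so that at E-L 36 in “Riesling” these genes also differed with the season. A candidate explanation is an RNA source present in differing amounts from library to library, such as a part of the berry, which the labels do not name. Which source it is was not tested, and a change of the berries themselves between replicates stays open.

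In “Riesling” summer E-L 36 replicate 3, 201 genes were more than 8-fold above both other replicates, 23 of the 24 STS and 9 of the 11 PAL genes among them, and 0 were as far below. The summed STS FPKM was 22.6, 16.3 and 1109 in replicates 1, 2 and 3, and the summed PAL FPKM was 19.1, 13.2 and 434. The paper does not report the spread between libraries, and in this condition 10 of its STS values equal the mean of replicates 1 and 2 alone, 6 equal that mean of another STS gene, and 9 of its PAL values equal the mean of all 3 divided by 2. Library size is argued against, with a total 1.01 times the higher total of the others. Mixing with RNA of another “Riesling” group is argued against, since the summed STS FPKM was 2.22 times the highest of the 15 libraries of other groups, which had 500.0. Reads shared between STS copies do not account for the 169 other genes, which lie on 22 chromosomes, the unplaced and random sequences included. A stress response of the berries in this 1 sample stays open, as does any difference in handling, and the labels do not tell them apart.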

How the results depend on the processing

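The alternatives for the comparisons of stage with stage, and for the difference between the cultivars those with upper-quartile normalization, limma on log2(FPKM + 0.1), limma without the filter and a library left out, were chosen after seeing the data. With an adjusted p of at most 0.05 and no limit on the fold change, 7557, 7572 and 9850 genes were called between winter and summer in “CS” at E-L 35, E-L 36 and E-L 38, against 2094, 2485 and 3469 under the limits of the paper. In “Riesling” the looser limits gave 7677, 6247 and 12078 in place of 2024, 1440 and 5626. For E-L 35 to E-L 36, E-L 36 to E-L 38 and E-L 35 to E-L 38 they gave 4945, 2023 and 6423 genes in “CS” summer and 7304, 9526 and 10880 in “CS” winter berries. In “Riesling” these were 7929, 8117 and 4965 in summer and 7607, 10394 and 12174 in winter. The higher counts follow from the looser limits. With limma on log2(FPKM + 1), 1363 genes were called between the seasons in “CS” at E-L 35, 2093 between E-L 36 and E-L 38 in “CS” winter, against 3207, and 1555 between these stages in “Riesling” summer, against 2402. Without its filter on low FPKM, limma gave 1328 in “CS” at E-L 35, 947 in “Riesling” at E-L 36, 2055 from E-L 36 to E-L 38 in “CS” winter and 1515 in “Riesling” summer. In “CS” summer it gave 850 genes from E-L 35 to E-L 36, against 1313, and 319 from E-L 36 to E-L 38, against 486. For these counts with limma the cause was not tested. With only the 6 libraries of the comparison, 394 genes were called in “Riesling” at E-L 35 and 835 at E-L 36, where fewer libraries estimate the spread. The difference between the cultivars at E-L 35 had 623 genes with DESeq2, 481 with limma on log2(FPKM + 1) and 494 with limma without the filter, against 308, and the cause was not tested. Of 60 alternative counts between the seasons, 49 lay within 1.5 times the reported count, as did 78 of 96 between stages and 21 of 24 for the difference between the cultivars.

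Across the 6 fits that each left out one library, the number of genes called between winter and summer was 1600 to 2146 at E-L 35, 2081 to 2215 at E-L 36 and 3001 to 3399 at E-L 38 in “CS”. In “Riesling” it was at least 1697 at E-L 35, 1121 to 1410 at E-L 36 and 5176 to 5441 at E-L 38, so that all 36 of these counts lay within 1.5 times the reported ones. The 6 fits gave, from E-L 36 to E-L 38 in “CS” summer, 267 to 394 genes, the fewest without “CS” summer E-L 38 replicate 1, and 289 without E-L 36 replicate 1 and 296 without E-L 36 replicate 3. For E-L 35 to E-L 36 in “Riesling” summer they gave 1287 to 2635, the fewest without “Riesling” summer E-L 35 replicate 3. For the difference between the cultivars, 12 fits gave 179 to 549 genes at E-L 35, the fewest without “CS” winter E-L 35 replicate 1 and the most without “Riesling” summer E-L 35 replicate 3. They gave 1773 to 2276 at E-L 36 and 2122 to 2370 at E-L 38. Fewer replicates lower the number of calls by construction, and a rise without a library was not explained.

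Some alternatives moved the share of genes called higher by more than 10 percentage points. At E-L 36 in “Riesling”, 65.2% of the called genes were higher in winter, and this was 50.6% with limma on log2(FPKM + 1), 47.3% with limma on log2(FPKM + 0.1), 51.2% with limma without the filter and 48.9% with the looser limits. For the difference between the cultivars at E-L 38 it was 47.6%, and 34.5%, 33.9% and 34.7% with limma in the same order. At E-L 35 limma without the filter moved it from 54.2% to 64.4%. Between E-L 35 and E-L 36, the share higher at the later stage was 40.2% in “CS” winter and 40.7% in “Riesling” winter, and 26.6% and 29.1% with limma on log2(FPKM + 1). Between E-L 36 and E-L 38 it was 38.2% in “CS” winter, and 53.2% with limma, and 46.7% in “CS” summer, and 58.0% with DESeq2. The looser limits moved it in “CS” summer from 22.5% to 44.0% for E-L 35 to E-L 36 and from 31.1% to 43.9% for E-L 35 to E-L 38, where “CS” winter went from 37.1% to 48.6%. In “Riesling” summer they moved it from 32.2% to 50.4% and from 32.0% to 49.6%, and in “Riesling” winter from 30.6% to 47.7% for E-L 36 to E-L 38 and from 32.7% to 47.5% for E-L 35 to E-L 38. With limma on log2(FPKM + 1) the median log2 fold change of all genes was -0.11 in “CS” at E-L 36 and -0.13 in “Riesling” at E-L 36, against -0.01 and -0.01 with TMM. With limma on log2(FPKM + 0.1) these were -0.15 and -0.17, and the medians were -0.14 from E-L 35 to E-L 36 and 0.14 from E-L 36 to E-L 38 in “CS” winter, and -0.17 from E-L 35 to E-L 36 and -0.14 from E-L 35 to E-L 38 in “Riesling” winter. Values on FPKM there are relative to these shifts, since FPKM carries no scaling between libraries beyond the number of reads.

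The lists had 538 alternative counts over 60 combinations of list, cultivar and stage, of which 494 lay within 1.5 times the reported count, 21 were lower and 23 higher. Size factors (RLE) and no filter on low counts left all 60 within this range. DESeq2 called in “CS” 14 upstream genes in place of 9 at E-L 35 and 2 F3′5′H genes in place of 4 at E-L 38. In “Riesling” it called 14 upstream genes in place of 9 at E-L 38, 1 F3′5′H gene in place of 0 at E-L 36, 7 late flavonoid genes in place of 4 at E-L 36 and 8 transcription factor genes in place of 3 at E-L 36. Further calls in “Riesling” were 6 STS genes in place of 1 at E-L 38 and 2 ethylene genes in place of 0 at E-L 36. Upper-quartile normalization called in “Riesling” 5 upstream genes in place of 8 at E-L 35. Limma on log2(FPKM + 1) called in “CS” 5 ethylene genes in place of 8 at E-L 38. In “Riesling” it called 5 STS genes in place of 2 at E-L 35 and 3 auxin genes in place of 6 at E-L 36. Without its filter, limma called in “CS” 5 ethylene genes in place of 8 at E-L 38. In “Riesling” it called 5 STS genes in place of 2 at E-L 35 and 3 auxin genes in place of 6 at E-L 36. Limma on log2(FPKM + 0.1) called in “CS” 1 F3′5′H gene in place of 3 at E-L 35, 2 F3′5′H genes in place of 4 at E-L 38 and 5 late flavonoid genes in place of 8 at E-L 35. In “Riesling” it called 4 STS genes in place of 2 at E-L 35 and 1 ethylene gene in place of 0 at E-L 36. Fitted on the 6 libraries of the comparison alone, edgeR called in “CS” 21 upstream genes in place of 9 at E-L 35, 5 F3′5′H genes in place of 3 at E-L 35, 0 F3′5′H genes in place of 4 at E-L 38 and 23 STS genes in place of 7 at E-L 35. In “Riesling” it called 1 upstream gene in place of 8 at E-L 35, 18 upstream genes in place of 9 at E-L 38, 1 F3′H gene in place of 2 at E-L 35 and 3 late flavonoid genes in place of 7 at E-L 35. Further calls in “Riesling” were 1 transcription factor gene in place of 3 at E-L 35, 1 transcription factor gene in place of 3 at E-L 36, 0 STS genes in place of 2 at E-L 35 and 12 STS genes in place of 1 at E-L 38. It also called in “Riesling” 3 ABA genes in place of 8 at E-L 35, 1 ethylene gene in place of 4 at E-L 35, 1 ethylene gene in place of 0 at E-L 36 and 3 auxin genes in place of 11 at E-L 35. For these lists the cause was not tested, except that fewer libraries estimate the spread where only 6 were fitted.

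Leaving out 1 library moved 17 of the 60 list counts by more than 1.5 times. Of the upstream genes, 5 to 8 were called in “CS” at E-L 35 (reported 9), with 5 without “CS” summer E-L 35 replicate 2. At E-L 35 in “CS”, 1 to 2 F3′5′H genes were called against 3, with 1 without “CS” summer E-L 35 replicate 1. The late flavonoid list had 4 to 7 calls at E-L 35 in “CS” (reported 8), with 4 without “CS” summer E-L 35 replicate 1. Of the STS genes, 0 to 4 were called in “CS” at E-L 35 (reported 7), with 0 without “CS” summer E-L 35 replicate 1. At E-L 38 in “CS”, 3 to 6 upstream genes were called against 6, with 3 without “CS” summer E-L 38 replicate 1. The F3′5′H list had 0 to 4 calls at E-L 38 in “CS” (reported 4), with 0 without “CS” summer E-L 38 replicate 1. Of the UV-B genes, 1 to 2 were called in “CS” at E-L 38 (reported 1), with 2 without “CS” summer E-L 38 replicate 1. At E-L 35 in “Riesling”, 1 to 12 upstream genes were called against 8, with 1 without “Riesling” summer E-L 35 replicate 1. The STS list had 0 to 7 calls at E-L 35 in “Riesling” (reported 2), with 7 without “Riesling” summer E-L 35 replicate 3. Of the ABA genes, 5 to 8 were called in “Riesling” at E-L 35 (reported 8), with 5 without “Riesling” winter E-L 35 replicate 2. At E-L 35 in “Riesling”, 7 to 11 auxin genes were called against 11, with 7 without “Riesling” winter E-L 35 replicate 2. The upstream list had 4 to 18 calls at E-L 36 in “Riesling” (reported 6), with 18 without “Riesling” summer E-L 36 replicate 3. Of the transcription factor genes, 3 to 6 were called in “Riesling” at E-L 36 (reported 3), with 6 without “Riesling” summer E-L 36 replicate 3. At E-L 36 in “Riesling”, 0 to 7 STS genes were called against 0, with 7 without “Riesling” summer E-L 36 replicate 3. The ABA list had 3 to 7 calls at E-L 36 in “Riesling” (reported 6), with 3 without “Riesling” summer E-L 36 replicate 1. Of the ethylene genes, 0 to 3 were called in “Riesling” at E-L 36 (reported 0), with 3 without “Riesling” summer E-L 36 replicate 3. At E-L 36 in “CS”, 6 to 20 STS genes were called against 20, with 6 without “CS” summer E-L 36 replicate 3.

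The sign of a list's median changed under some alternatives. For STS and PAL in “Riesling” at E-L 36 it changed under limma in all 3 forms and with the replicate number as a block, and for auxin there under limma in all 3 forms. Limma without the filter changed it for auxin in “Riesling” at E-L 38, for late flavonoid genes in “Riesling” at E-L 36 and for transcription factors in “Riesling” at E-L 38, the last also without a filter on low counts. For ethylene in “Riesling” at E-L 36 it changed with DESeq2, with RLE size factors and with the block. No other median of a list changed its sign under the 9 alternatives.

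Apart from “Riesling” at E-L 36, replicate numbers are shared by libraries that do not all deviate together. The Pearson r of same-numbered libraries was 0.06, -0.13 and 0.12 in “CS” at E-L 35, -0.01, -0.04 and 0.01 at E-L 36, and 0.09, 0.04 and 0.07 at E-L 38. In “Riesling” it was 0.36, -0.01 and 0.26 at E-L 35 and 0.01, -0.02 and -0.01 at E-L 38. With the replicate block, edgeR called 2084, 2507 and 3401 genes between the seasons in “CS” and 2021, 1447 and 5552 in “Riesling”, and 253, 2300 and 2556 for the difference between the cultivars. Among the lists it gave in “CS” 17 upstream genes in place of 9 at E-L 35, 1 F3′5′H gene in place of 3 at E-L 35, 2 F3′5′H genes in place of 4 at E-L 38 and 20 STS genes in place of 7 at E-L 35. In “Riesling” it gave 13 upstream genes in place of 8 at E-L 35, 10 STS genes in place of 2 at E-L 35, 6 STS genes in place of 1 at E-L 38 and 2 ethylene genes in place of 0 at E-L 36. Among named genes it changed the call of 11 of 276 season values, of which GT5 VIT_211s0052g01600 is the 1 in “Riesling” at E-L 36, and for that comparison it also changed the number of ethylene genes and the sign of the medians of STS, PAL and ethylene.

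For the 276 log2 fold changes of named genes between the seasons, 2339 of 2478 alternative values kept the sign and the side of the limits, 131 kept the sign and lost the call and 8 gained one, in 64 of the 276. Limma on log2(FPKM + 1) lost 35 calls and 36 without its filter, limma on log2(FPKM + 0.1) lost 19 and the fit of 6 libraries lost 26. DESeq2 lost 1 and gained 1, RLE size factors lost 1, and upper-quartile normalization and no filter lost 2 each. Leaving out 1 library changed 170 calls to none and gave 3 new ones and 1 change of sign over 1656 values. The new ones are 4CL VIT_206s0061g00450 in “CS” at E-L 36 without winter replicate 1 and MYBA1 VIT_202s0033g00410 in “CS” at E-L 38, with -1.246 from all libraries, -1.706 without summer replicate 1 and -1.862 without winter replicate 1. The change of sign is F3H VIT_218s0001g14310 in “Riesling” at E-L 35, with 0.084 from all libraries, -0.135 without winter replicate 1, 0.298 without winter replicate 2, and no call. For the 24 differences between the cultivars, 7 of 192 alternative values and 26 of 288 with a library left out lost the limit. For the 18 changes between stages, 14 of 126 lost and 1 gained a call, and with a library left out 21 lost, 1 gained and 1 reversed. The last is LAR2 from E-L 35 to E-L 36 in “Riesling” winter, with a log2 fold change of 0.32 and of -0.013 to 0.704 across the 6 fits, the lowest without “Riesling” winter E-L 35 replicate 3, where it was not called.

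The F3′5′H to F3′H ratio kept its sign, with a mean log2 difference of 0.36 to 0.91 across the 18 fits without one library, the lowest without “CS” summer E-L 38 replicate 1. Only without “CS” winter E-L 36 replicate 1 did its p fall under 0.05, with 0.822 (permutation p = 0.0405), and both other alternatives left it above. PC1 took 19.3% of the variance on FPKM without log, 30.3% when only centred and 25.3% for genes with an FPKM of at least 1 in 3 libraries, against 20.2%. PC2 took 12.9%, 17.5% and 16.2% in this order and 13.6% with log2(FPKM + 0.1), against 13.5%. A share of variance has no replicates, and any move of 0.05 points or more counted as a change. The index difference between the “Riesling” summer libraries labelled E-L 38 and E-L 36 was -0.871 with log2(FPKM + 1) and -0.620 with genes from “CS” alone, against -0.878.

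With the 18 libraries as units, which are not independent within a condition, r passed an unadjusted permutation p of 0.05 for MYBPA1 with DFR VIT_202s0025g01260 in “CS” at 0.545 (permutation p = 0.0211), FLS4 with GT5 in “CS” at 0.785 (permutation p = 1.0e-04) and FLS4 with GT6 in “CS” at 0.819 (permutation p = 8.0e-05). So it did for MYBF1 with FLS4 in “CS” at -0.499 (permutation p = 0.0352), MYB14 with summed STS in “CS” at 0.675 (permutation p = 0.00226), MYBF1 with FLS4 in “Riesling” at -0.584 (permutation p = 0.0114) and MYB15 with summed STS in “Riesling” at 0.647 (permutation p = 0.00396). Without the log, r was below p 0.05 for FLS4 with GT5 in “CS” at 0.919 (permutation p = 0.00972) and FLS4 with GT6 in “CS” at 0.990 (permutation p = 0.0194). It was no longer so for MYBPA1 with DFR VIT_219s0014g04980 in “Riesling” at 0.722 (permutation p = 0.0750), FLS4 with GT6 in “Riesling” at 0.738 (permutation p = 0.0500) and MYB14 with summed STS in “Riesling” at 0.857 (permutation p = 0.0556). For NCED3 with the paper's anthocyanins in “CS”, r changed sign, from 0.326 to -0.101 (permutation p = 0.957), and neither passes 0.05. For FLS4 with GT5 in “CS”, r was 0.772 to 0.854 without one replicate number, and p crossed 0.05 from 0.0500 to 0.0403 without replicate 1 and 0.0236 without replicate 3. For FLS4 with GT6 in “CS”, r was 0.830 to 0.836 without one replicate number, and p crossed 0.05 from 0.0653 to 0.0431 without replicate 1. For MYBPA1 with DFR VIT_219s0014g04980 in “Riesling”, r was 0.789 to 0.854 without one replicate number, and p crossed 0.05 from 0.0361 to 0.0597 without replicate 2 and 0.0556 without replicate 3. For FLS4 with GT6 in “Riesling”, r was 0.722 to 0.846 without one replicate number, and p crossed 0.05 from 0.0139 to 0.115 without replicate 3. For NCED6 with the paper's anthocyanins in “CS”, r was 0.636 to 0.820 without one replicate number, and p crossed 0.05 from 0.129 to 0.0347 without replicate 2. For F3′5′H to F3′H ratio with the paper's flavonoid ratio in “CS”, r was 0.760 to 0.834 without one replicate number, and p crossed 0.05 from 0.0389 to 0.0569 without replicate 1, 0.0569 without replicate 2 and 0.0500 without replicate 3. The other values of the 21 relations, 77 of 100, kept their sign and their side of 0.05, and for those that changed the cause was not tested.

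The depth limits calls of genes with few counts, such as the F3′5′H copies in “Riesling”, and the 3 replicates limit an exact test of single values to a p of 0.100. All alternatives set before the data were examined were run. For the fit of 6 libraries, a gene removed by the filter within those 6 has no value.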

Differences from the paper's values

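Of 2568 mean FPKM values in the paper's supplementary tables, 2514 equal those of these data after rounding and 54 do not, of which 12 differ by more than the spread of the libraries and by more than 1.5 times. Another 12 are left blank there. In “Riesling” summer at E-L 36, *VviFLS5* VIT_218s0001g03430 had a mean of 61.94 against the paper's 30.97, and *VviLAR2* VIT_217s0000g04150 had 4.543 against the paper's 9.087. Without 1 library these means were 53.22 to 67.97 and 4.290 to 4.710, and none of the alternatives set before the data were examined closed either gap. Of the means that are not equal, 32 belong to this condition, and in all conditions 12, that of *VviFLS5* included, are the mean of these data divided by 2 in the paper, while that of *VviLAR2* is the mean multiplied by 2. For *VviUFGT* VIT_216s0039g02230 in “Riesling” summer, the means were 9.857 against the paper's 4.857 at E-L 35, 7.787 against the paper's 3.787 at E-L 36 and 10.51 against the paper's 6.510 at E-L 38. In “Riesling” winter they were 7.633 against the paper's 3.633, 9.470 against the paper's 5.470 and 8.950 against the paper's 4.950 at these stages. Leaving out a library closed none of the gaps of *VviUFGT*, and the means without one were 9.405 to 10.41, 7.680 to 7.850, 10.50 to 10.52, 7.485 to 7.900, 9.080 to 9.810 and 8.340 to 9.610 in this order. All 6 of the paper's values for *VviUFGT* are lower by a whole number, 5 FPKM in summer at E-L 35 and 4 FPKM at the other 5 points. Both STS genes that differ do so in “Riesling” summer at E-L 35, where VIT_216s0100g01140 had 2.423 against the paper's 6.213 and VIT_216s0100g01070 had 3.213 against the paper's 20.41. Without replicate 2, VIT_216s0100g01140 had 2.980, which falls within the paper's value given the spread between the remaining libraries, and 3.315 and 0.9750 without replicates 1 and 3, which do not. For VIT_216s0100g01070, the means without a replicate were 0.6850 to 4.620 and did not close the gap. A search made after these values were seen shows that in this condition 6 STS values of the paper equal the mean of another STS gene in these data, with the paper's 20.41 equal to the mean of VIT_216s0100g01170 and its 6.213 to that of VIT_216s0100g01130, as values set against neighbouring identifiers would be. In “Riesling” summer at E-L 36, 10 STS values of the paper equal the mean of replicates 1 and 2 alone and 6 more equal that mean of another STS gene. *VviCTR1* VIT_218s0001g07700 in “Riesling” summer had 2.187 against the paper's 0.1000 at E-L 35 and 1.767 against the paper's 0.1000 at E-L 38, with 1.875 to 2.450 and 1.510 to 1.905 without a replicate, and no alternative closed these gaps.

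Of 639 log2 ratios of winter to summer in the supplementary tables, 601 equal the log2 ratio of the mean FPKM values of these data and 9 differ by more than the spread between libraries. The alternatives set before the data were examined are here 9 other fits and 6 fits without 1 library, whose fold changes are on the same log2 scale. For 6 of the 9, both of the paper's own means equal those of these data, and its ratio is not the ratio of its means, while for 2, both of *VviCTR1* in “Riesling”, it is. For *VviNCED2* VIT_210s0003g03750 the paper's mean in “CS” summer at E-L 35 is 10.38 FPKM, lower by 2 than the 12.38 of these data, which raises the ratio of its own means to 1.046. In “CS” at E-L 35 the ratio of *VviNCED2* was 0.792 against the paper's 1.00, and 14 of the 15 alternatives, with 0.745 to 0.875, fell within the paper's value given their error, while the fit of only the 6 libraries, with 0.841, did not. All 15 alternatives did so for *VviPP2C* VIT_211s0016g03180 in “Riesling” at E-L 38, which had 1.741 against the paper's 1.80 and 1.674 to 1.817 under the alternatives, and for *VviPP2C* VIT_204s0008g01420 in “CS” at E-L 38, which had 1.480 against the paper's 1.37 and 1.339 to 1.465. The same holds for *VviETR* VIT_205s0049g00090 in “CS” at E-L 36, with 0.948 against the paper's 1.11 and 0.902 to 1.149 under the 15, and for *VviERF1/2* VIT_205s0049g00510 in “Riesling” at E-L 36, with 0.927 against the paper's 1.11 and 0.931 to 1.161. In “CS”, *VviCTR1* VIT_218s0001g07700 at E-L 36 had 0.882 against the paper's 1.06, with 0.820 to 1.190 under 13 alternatives that fell within the paper's value and 0.507 with limma on log2(FPKM + 1), with and without its filter, which did not. *VviAUX/IAA* VIT_209s0002g03410 in “CS” at E-L 38 had 0.934 against the paper's 1.07, with 0.923 to 1.098 under the same 13 and 0.834 in both fits with limma on log2(FPKM + 1), which did not close the gap. For *VviCTR1* in “Riesling” none of the 15 alternatives closed the gap, with 0.406 against the paper's 4.86 and 0.17 to 0.75 at E-L 35 and 1.671 against the paper's 5.81 and 1.270 to 1.999 at E-L 38.

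The paper's shares of variance of PC1 and PC2 are 25.4% and 15.7%, against 20.2% and 13.5% here, which is within 1.5 times. Keeping genes with an FPKM of at least 1 in at least 3 libraries, an alternative set before the data were examined, gave 25.3% and 16.2%, the closest to the paper's shares among those run.

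Some statements of the paper on single genes come out otherwise under its own limits. These limits were applied here to edgeR, where the paper used DESeq2, so a change of test can account for part of the differences. The paper has *VviF3H* VIT_218s0001g14310 higher in winter around veraison, whereas its log2 fold changes at E-L 35 and E-L 36 were 0.51 and 0.23 in “CS” and 0.08 and 0.43 in “Riesling”, with no call in any of the 15 alternative fits. In “Riesling” at E-L 35 the sign turned without winter replicate 1, at -0.135, and without winter replicate 2 it was 0.298. With an adjusted p of at most 0.05 without a limit on the fold change, it is called in “CS” at E-L 35, with an adjusted p of 0.0133, and in “Riesling” at E-L 36, with 0.0425, in edgeR. *Vvi4CL* VIT_206s0061g00450 is lower in winter in both cultivars in the paper, and in “CS” it had -0.99 at E-L 36 and -0.84 at E-L 38 without a call. All 3 forms of limma and the fit without “CS” winter E-L 36 replicate 1 called it at E-L 36, and an adjusted p of at most 0.05 without a limit on the fold change calls it at both stages. The paper calls the STS genes significantly modulated by the season, and in “Riesling” 2, 0 and 1 of 24 were called higher at the 3 stages. More STS genes were called in “Riesling” with the replicate block, 10 at E-L 35 and 6 at E-L 38, with limma on log2(FPKM + 1), 5 at E-L 35, with DESeq2, 6 at E-L 38, on the 6 libraries alone, 12 at E-L 38, and without summer E-L 36 replicate 3, 7 at E-L 36. A fall of STS transcripts over the stages in “Riesling” is stated, where the summed FPKM in summer was 113, 382 and 17.4, the second resting on replicate 3. Replicates 1 and 2 alone, on which most of the paper's STS values for this condition rest, had 22.6 and 16.3 there, with which the sum falls. The 113 at E-L 35 rests largely on replicate 3 as well, with 277 against 21.1 and 39.7 in replicates 1 and 2. In “Riesling” winter the sum fell as stated, with 342, 139 and 83.9. A rise is stated in “CS”, which the sum shows in winter, with 399.8, 528 and 764, while in summer it was 57.5, 34.2 and 348, lower at E-L 36 than at E-L 35. For the upstream genes and *VviF3*′*H*, which peak after veraison in the paper, 2, 5 and 19 of 26 upstream transcripts were highest at E-L 35, E-L 36 and E-L 38 in “CS” summer and 5, 10 and 12 of 27 in “CS” winter. Their summed FPKM was 592, 699.9 and 807 in “CS” summer and 1296, 2655 and 1688 in “CS” winter, where it peaked at E-L 36 as the paper has it. Summed *VviF3*′*H* was highest at E-L 38 in “CS” summer with 22.9 and at E-L 35 in “CS” winter with 55.0. The ratio of *VviF3*′*5*′*H* to *VviF3*′*H* in “CS”, which the paper calls significantly higher in winter over ripening, had a mean log2 difference of 0.72 (permutation p = 0.112), and a p under 0.05 only without “CS” winter E-L 36 replicate 1, with 0.822 (permutation p = 0.0405), while without “CS” summer E-L 38 replicate 1 it was 0.36 (permutation p = 0.209).

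In the branches to flavonols and flavan-3-ols, *VviFLS4* is higher in winter in “Riesling” at E-L 35 in the paper, against 1.01 (SE 0.84, adjusted p = 0.361) in edgeR without a call in any alternative fit. *VviRhaT1* rises at E-L 35 in “CS” in the paper's text, while its Figure 6 marks E-L 36, and it changed by -0.16 (SE 0.32, adjusted p = 0.727) at E-L 35, with no call in any alternative fit, and was called at E-L 36 with 1.64, in edgeR. The paper finds no significant change of *VviANR* at E-L 35, and it was called higher with 1.50 in “CS” and 1.32 in “Riesling”. No call of *VviANR* was made in either cultivar with limma on log2(FPKM + 1), with and without its filter, or with only the 6 libraries, in “CS” with limma on log2(FPKM + 0.1), and in 3 of 6 fits without 1 library in each cultivar. *VviLAR2* is called higher in “CS” at E-L 38 in the paper, against 1.05 (SE 0.34, adjusted p = 0.0113) in edgeR without a call, and DESeq2, the fit of only the 6 libraries and an adjusted p of at most 0.05 without a limit on the fold change did call it. Of *VviLAR1* and *VviLAR2*, the paper has only the latter changed in “Riesling”, whereas *VviLAR1* was called lower with -1.16 at E-L 35 and -1.16 at E-L 38. Those calls of *VviLAR1* were absent with limma on log2(FPKM + 1), with and without its filter, at E-L 35 also with only the 6 libraries or without winter replicate 2, and at E-L 38 without summer replicate 3. In “Riesling” summer the paper describes a stable *VviLAR2*, which had 15.5 ± 9.58 at E-L 35, 4.54 ± 0.446 at E-L 36 and 14.2 ± 1.17 at E-L 38 FPKM (SD, n = 3), and its doubling at veraison in winter compares with 26.6 at E-L 35 and 29.6 at E-L 36. *VviMYBF1* is higher in winter in “CS” at E-L 38 and in “Riesling” at E-L 35 in the paper and was not called in any fit, while an adjusted p of at most 0.05 without a limit on the fold change calls it in “CS” at E-L 38, with an adjusted p of 0.0279 in edgeR. Its steady decrease over the stages was not seen in “Riesling” summer, with 1.16 ± 0.676 at E-L 35, 0.0600 ± 0.104 at E-L 36 and 0.427 ± 0.278 at E-L 38 FPKM (SD, n = 3).

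Of the anthocyanin genes, the paper has *VviUFGT* constantly higher in winter, as its mean FPKM was in “CS” at each stage. It was called only at E-L 36, with 0.34 and 0.29 at E-L 35 and E-L 38 and no call there in any alternative fit. The paper also relates its higher level in winter closely to the anthocyanins of winter against summer grapes. Over the 6 conditions, which also differ in stage, r with the paper's anthocyanins was 0.521 (exact permutation p = 0.322). *VviMYBA1* VIT_202s0033g00410 was not called higher in “CS”, with 1.00 at E-L 35 and 0.87 at E-L 36 and no call in any alternative fit, while the other transcript with this name was called at both stages. At E-L 38 in “CS”, VIT_202s0033g00410 had -1.25 (SE 0.48, adjusted p = 0.0330) in edgeR, and it was called lower in winter without summer replicate 1, at -1.706, and without winter replicate 1, at -1.862. *Vvi53GT* is lower in “Riesling” winter berries at an earlier stage, numbered outside those sequenced, and then higher at E-L 38 in the paper, and at E-L 35 VIT_205s0062g00300 and VIT_205s0062g00310 were higher by 6.36 and 6.39, and had 0.0600 and 0.267 FPKM in winter at E-L 38 against 0.907 and 2.56 in summer, without a call. The peak of *VviMYB5b* at E-L 38 was absent in “Riesling” summer, with 15.6 ± 0.749 at E-L 35, 25.8 ± 2.58 at E-L 36 and 15.9 ± 1.09 at E-L 38 FPKM (SD, n = 3). *VviWDR1* was called lower at E-L 38 in “CS” alone, with -0.76 in “Riesling”, where no alternative fit and only an adjusted p of at most 0.05 without a limit on the fold change calls it. The paper finds *VviMYB14* and *VviMYB15* to match STS in “CS” rather than in “Riesling”. For *VviMYB15* this holds here over the 6 conditions, with Pearson's r 0.929 in “CS” (exact permutation p = 0.00278) and 0.545 in “Riesling” (exact permutation p = 0.242), or 0.756 and -0.091 without 2 conditions. With the 18 libraries as units, which are not independent within a condition, the relation of *VviMYB15* in “Riesling” did pass an unadjusted permutation p of 0.05. *VviMYB14* had r 0.687 in “CS” (exact permutation p = 0.100), with Spearman's rho 0.886 (exact permutation p = 0.0333), and r 0.928 in “Riesling” (exact permutation p = 0.00139), or 0.892 and 0.899 without 2 conditions, where the STS mean of “Riesling” summer at E-L 36 rests on replicate 3.

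Among the hormone genes, *VviNCED2* and *VviNCED3* peak at E-L 35 in both cultivars in the paper, whereas in “Riesling” summer both were highest at E-L 36, with 7.29 and 8.40 FPKM against 5.99 and 6.04 at E-L 35, and so was *VviNCED2* in “Riesling” winter, with 7.89 against 7.62. For *VviNCED2* these differences were smaller than the SD at E-L 35, so they do not settle the stage of its peak in “Riesling”. All 3 *VviNCED* genes rise in “CS” in the paper, and *VviNCED2* had 0.84, 0.83 and 0.37, not called in any fit, and not with the looser limits either. The paper names 1 stage each for *VviNCED3* and *VviNCED6* in “Riesling”, whereas *VviNCED3* was also called at E-L 36, with 1.17, and *VviNCED6* at E-L 38, with 2.56. At E-L 36 in “Riesling”, *VviNCED3* was not called with any form of limma, with only the 6 libraries or in 4 of 6 fits without 1 library. The higher *VviNCED* levels are set beside anthocyanins in “CS”, with which *VviNCED6* had Pearson's r 0.745 (exact permutation p = 0.129), *VviNCED3* 0.326 (exact permutation p = 0.547) and *VviNCED2* -0.255 (exact permutation p = 0.618). Without 2 conditions r was 0.860, 0.789 and -0.572, and without the log r of *VviNCED3* changed sign, to -0.101. Of the *VviPYR1/PYL/RCAR* genes, stated to be higher in winter, VIT_202s0012g01270 was lower in “Riesling” at E-L 38, with -1.97, in all alternative fits. No significant *ABF* change in “Riesling” is stated, and VIT_212s0028g01380 was called at E-L 35 with -1.76 and VIT_205s0077g01140 at E-L 38 with 1.86, the former not with only the 6 libraries and in 3 of 6 fits without 1 library. VIT_205s0077g01140 rose in “CS” at E-L 38, with 1.95, where the paper has *VviABF2* as the only exception to a decrease. Auxin transcripts are said to peak at E-L 35, and 22 of 45 did so in “CS” summer, 20 of 47 in “CS” winter, 19 of 46 in “Riesling” summer and 23 of 48 in “Riesling” winter. *VviTAR3*, not differentially expressed in “CS” in the paper, was called there at E-L 36 and E-L 38, with -1.65 and -1.92, but not with limma on log2(FPKM + 1), with and without its filter, and in 5 and 4 of 6 fits without 1 library. *VviGH3-1* VIT_203s0091g00310 was highest at E-L 36 in “Riesling” summer, with 51.9 against 44.1 FPKM at E-L 35, where the paper has its peak. That difference was smaller than the SD at E-L 36 and does not settle the stage. *VviSAUR* VIT_208s0040g01390 rises in “CS” at all 3 stages in the paper, against 0.68 (SE 0.34, adjusted p = 0.121) at E-L 35 in edgeR, with no call in any alternative fit.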

Other observations

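Of the tests in this part, those on genes specific to E-L 36, on FPKM in place of CPM, on the other cultivar and on less ripe berries were chosen only after the result was seen.

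The “Riesling” summer libraries labelled E-L 38 lay between those labelled E-L 35 and E-L 36 on the ripening index, -0.878 away from the latter, in place of beyond them as in the other 3 series. A difference in library size is argued against by -0.869 with every library thinned to the smallest total, the scaling by -0.871 on log2(FPKM + 1), and a few genes taking most of the counts by -0.868 without the 10 most abundant genes of each “Riesling” summer library. Libraries of the other cultivar are argued against by a summed F3′5′H FPKM of at most 0.840 in the 3 libraries, against 19.7 to 90.6 in those labelled “CS” summer E-L 38. A mixture of E-L 35 and E-L 36 berries is argued against by 502 genes called higher, or lower, in these libraries than in both others. What stays open is that the labels of the “Riesling” summer libraries at E-L 36 and E-L 38 may have been exchanged. This predicts that the change from E-L 36 to E-L 38 across genes runs against that of the other series. The highest of the 3 Pearson correlations was -0.149, where the other series had 0.070 to 0.436 among themselves, with genes that are not independent replicates. These correlations go with an exchange, but less ripe berries predict the same. They are also no separate evidence, since the index already reverses between these stages. Genes specific to E-L 36, 32 lowest and 3 highest there in the other 3 series by a log2 CPM of at least 0.5, give no clear answer, with 25 of 35 more like E-L 36 in the libraries labelled E-L 38 and a median log2 difference of 0.66, and the limit was set after a first look at the values. Numbers of called genes point both ways, with 3359 genes in edgeR between “Riesling” winter E-L 38 and the libraries labelled summer E-L 36 against 5626 with those labelled E-L 38, as an exchange calls for, but 2834 between winter E-L 36 and the libraries labelled summer E-L 38 against 1440 with those labelled E-L 36. Berries less ripe at the sampling labelled E-L 38 than at E-L 36 stay open too and cannot be told apart from exchanged labels by the order on the index, although the paper chose the samplings by color and soluble solids, which argues against them. An exchange alone would restore the order of the stages on the index but not the level at E-L 38. The libraries then taken as E-L 38 had a mean of 0.34, against 1.58 in “CS” summer, 2.54 in “CS” winter and 2.45 in “Riesling” winter. In the paper's data of 2014, epicatechin-3-O-gallate in “Riesling” summer berries was 176.64, 35.12 and 139.82 mg/kg at E-L 35, E-L 36 and E-L 38, and epicatechin was 518.83, 349.25 and 525.45 mg/kg. The libraries were used under their deposited labels throughout, and no comparison was made under other labels except those given as such.

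A gene length bias of the fold changes between winter and summer in “Riesling” at E-L 38, where most genes were called, is argued against by a Spearman's rho with gene length of 0.111 across the tested genes, below the 0.2 set for it. In the other 5 comparisons rho was -0.025 to 0.142.

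The numbers of genes called between winter and summer, 2094, 2485 and 3469 in “CS” and 2024, 1440 and 5626 in “Riesling” at E-L 35, E-L 36 and E-L 38, were each reached by 1 of the 10 splits of the 6 libraries, the real one, a share that is never under 0.1 for 3 libraries against 3. From E-L 35 to E-L 36, E-L 36 to E-L 38 and E-L 35 to E-L 38 the numbers were 1313, 486 and 1925 in “CS” summer, 1896, 3207 and 4199 in “CS” winter and 2048, 3822 and 5398 in “Riesling” winter, and the last 2 of them were 2402 and 1180 in “Riesling” summer. For each of the 12 stage comparisons 1 of the 10 splits of the 6 libraries, the real one, gave as many. The most genes in another split were 275 for E-L 35 to E-L 36 in “Riesling” summer, 127 for the seasons in “Riesling” at E-L 35, 15 for the seasons in “CS” at E-L 38, 14 for E-L 35 to E-L 38 in “CS” winter and 10 for E-L 35 to E-L 36 in “Riesling” winter, and at most 2 in the other 13 comparisons.

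Apart from the 2 libraries treated in the first part, the libraries with the most genes more than 8-fold away from both other replicates were “Riesling” summer E-L 35 replicate 3, with 32 genes above and 48 below, “Riesling” winter E-L 36 replicate 3, with 18 above and 43 below, and “Riesling” winter E-L 35 replicate 1, with 47 above and 0 below.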
